# Comparative transcriptome and translatome analysis in contrasting rice genotypes reveals differential mRNA translation in salt-tolerant Pokkali under salt stress

**DOI:** 10.1186/s12864-018-5279-4

**Published:** 2018-12-31

**Authors:** Yong-Fang Li, Yun Zheng, Lakshminarayana R. Vemireddy, Sanjib Kumar Panda, Smitha Jose, Alok Ranjan, Piyalee Panda, Ganesan Govindan, Junxia Cui, Kangning Wei, Mahmoud W. Yaish, Gnanambal Charmaine Naidoo, Ramanjulu Sunkar

**Keywords:** Gene regulation, Polysomal RNA-Seq, Rice, RNA-Seq, Salt stress, Transcription, Translation

## Abstract

**Background:**

Soil salinity is one of the primary causes of yield decline in rice. Pokkali (Pok) is a highly salt-tolerant landrace, whereas IR29 is a salt-sensitive but widely cultivated genotype. Comparative analysis of these genotypes may offer a better understanding of the salinity tolerance mechanisms in rice. Although most stress-responsive genes are regulated at the transcriptional level, in many cases, changes at the transcriptional level are not always accompanied with the changes in protein abundance, which suggests that the transcriptome needs to be studied in conjunction with the proteome to link the phenotype of stress tolerance or sensitivity. Published reports have largely underscored the importance of transcriptional regulation during salt stress in these genotypes, but the regulation at the translational level has been rarely studied. Using RNA-Seq, we simultaneously analyzed the transcriptome and translatome from control and salt-exposed Pok and IR29 seedlings to unravel molecular insights into gene regulatory mechanisms that differ between these genotypes.

**Results:**

Clear differences were evident at both transcriptional and translational levels between the two genotypes even under the control condition. In response to salt stress, 57 differentially expressed genes (DEGs) were commonly upregulated at both transcriptional and translational levels in both genotypes; the overall number of up/downregulated DEGs in IR29 was comparable at both transcriptional and translational levels, whereas in Pok, the number of upregulated DEGs was considerably higher at the translational level (544 DEGs) than at the transcriptional level (219 DEGs); in contrast, the number of downregulated DEGs (58) was significantly less at the translational level than at the transcriptional level (397 DEGs). These results imply that Pok stabilizes mRNAs and also efficiently loads mRNAs onto polysomes for translation during salt stress.

**Conclusion:**

Under salt stress, Pok is more efficient in maintaining cell wall integrity, detoxifying reactive oxygen species (ROS), translocating molecules and maintaining photosynthesis. The present study confirmed the known salt stress-associated genes and also identified a number of putative new salt-responsive genes. Most importantly, the study revealed that the translational regulation under salinity plays an important role in salt-tolerant Pok, but such regulation was less evident in the salt-sensitive IR29.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5279-4) contains supplementary material, which is available to authorized users.

## Background

Soil salinity is one of the primary causes of yield decline in rice. An estimated 20% of cultivated land and 33% of irrigated agricultural land are afflicted by high salinity [1]. Furthermore, soil salinity has increased at an alarming rate worldwide, including in south and southeast Asian countries, where rice is widely grown. Salinity has a negative effect on crop production: even moderate salt stress can reduce crop yield substantially. The adverse effects of salinity on plants include Na^+^ toxicity, osmotic and oxidative stresses as well as imbalance in ionic homeostasis, particularly K^+^ and Ca^2+^ [2–4]. Understanding the molecular basis of salt tolerance is a prerequisite for developing salt-tolerant rice varieties. Rice is endowed with rich genetic diversity [5]. Among diverse salt-tolerant rice genotypes, Pok is widely used as one of the best genotypes for dissecting salt tolerance in rice. On the other hand, IR29 is a modern, high-yielding cultivar but highly salt-sensitive genotype [6, 7]. Comparative analysis of these rice genotypes may lead to a better understanding of the salt tolerance mechanism at the molecular level.

The regulation of gene expression in a cell operates at epigenomic, transcriptional, translational and post-translational levels [8]. Although most stress-responsive genes are regulated at the transcriptional level, in many cases changes at this level are not often reflected with a change in protein abundance, which suggests that transcriptional regulation does not always account for altered protein accumulation [8–13]. These observations also suggest that analysis of proteomic changes in addition to the transcriptome under stress is almost indispensable to link the phenotype with stress tolerance or sensitivity. Mass spectrometry-based analyses of the proteome is widely used to measure protein expression at the global scale. Alternatively, the translatome (mRNAs associated with polysomal fractions) could mimic the proteome component in cells [14–17]. Furthermore, high throughput sequencing of the translatome can identify genes with low expression that might be missed by proteomic analysis [18].

Previous studies have apllied microarray analysis to identify differentially expressed genes (DEGs) in Pok and IR29 genotypes exposed to salt stress [19–22]. However, the sensitivity of microarray-based profiling is low for identifying genes with low expression and yet differentially responding to stress. RNA-Seq is highly sensitive and can identify genes that are low-abundantly expressed as well as novel genes, besides distinguishing the alternatively spliced variants. Besides the transcriptome, the analyses of proteome component is critically important to understand overall changes in protein regulation during stress. In this study, we used RNA-Seq to analyze transcriptome as well as translatome (mimicking the proteome component) of Pok and IR29 under salt stress. The transcriptome and translatome profiles revealed distinct differences between Pok and IR29 without salt stress (basal expression). Importantly, under salt stress, Pok seemed to stabilize mRNAs of the stress-adaptive genes and also efficiently load mRNAs onto the polysomes for translation. The overrepresented Gene Ontology (GO) terms for DEGs of Pok compared to IR29 include maintaining cell wall integrity and photosynthesis, translocating molecules, and detoxifying ROS under salt stress.

## Results and discussion

### A comprehensive view of the sequenced transcriptomes and translatomes

Comparative transcriptome (mRNA) and translatome (RNA associated with polysomes [PS-mRNA]) profiles in salt-tolerant Pok and salt-sensitive IR29 genotypes should elucidate transcriptional and translational differences between these contrasting genotypes. To profile gene expression changes, 24-day-old Pok and IR29 seedlings grown on Yoshida medium were exposed to 150 mM NaCl for 24 h or continued to grow on Yoshida medium as a control. Total mRNA and mRNA associated with the polysomes were isolated from the control and salt-treated seedlings and used for constructing RNA-Seq libraries. We generated eight RNA-Seq libraries, four libraries each for Pok and IR29 (mRNA and mRNA-associated with the polysomes from control and salt-treated samples for each genotype) (Fig. 1). 

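The polysomal RNA of both genotypes was analysed here, IR29 being salt-sensitive and Pok salt-tolerant, from 24-day-old control seedlings and from seedlings given 150 mM NaCl for 24 h. The 4 total RNA libraries were not analysed here. There was 1 polysomal library per condition, so no spread between replicates, interval or p-value can be given for any value below. Equal RNA from 3 biological replicates was pooled for each treatment, as the paper states for total RNA, and this was taken to hold for polysomal RNA. The authors deposited FPKM values of assembled transcripts from TopHat, Cufflinks and Cuffdiff, and the files hold no counts. The paper gives 121305093 filtered reads for IR29 control, 119567766 for IR29 salt, 116502326 for Pok control and 83609586 for Pok salt. Its reads aligned to cDNA were most numerous in IR29 control, then in IR29 salt, Pok control and Pok salt. Their share of the filtered reads was smallest in Pok control, so filtered reads overstate the usable depth of that library most. In each library the 5 largest values, all at loci shorter than 100 nt, held 41.4% to 65.1% of the summed FPKM. An annotated transcript was described as having risen or fallen when it differed at least 2-fold between the libraries and reached 5 FPKM in one of them, the size limits of the paper without its FDR. Printed log2 ratios are of (FPKM + 1), which understates changes of weakly expressed genes. A value listed at 0 may be an estimate that failed in that library, so it does not show that the RNA was absent. Over the 7424 annotated transcripts at 5 FPKM or more in all 4 libraries, the median log2 ratio of salt over control was 0.26 in IR29 and 0.06 in Pok, and that of Pok control over IR29 control was 0.33. Medians of gene lists in IR29 and between the controls are therefore also given after the FPKM were scaled to remove this shift (after centring). Because 1 was added to the FPKM after this scaling, the medians of weakly expressed lists move by less than the shift. The percentile beside a list's median is its place among 10000 random lists of the same size and like mean expression, and it describes these libraries only.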

Upon sequencing these libraries by using the single-end Illumina platform, 937,066,680 reads of 50- to 51-nt long were obtained. The sequencing depth ranged from 67 to 170 million reads for each library. The raw sequences were inspected, and low-quality reads were discarded. The remaining 731,604,828 reads (78% of total raw reads) that ranged from 58 to 121 million reads for each library (Table 1) were mapped to the rice genome (*Oryza sativa subsp. japonica;* MSU genome and transcriptome annotations – v6.1). They covered about 77% of the annotated genes of the genome. Most of the uniquely mapped reads were aligned to the exons (57%), followed by intergenic regions (33%), whereas a small fraction was mapped to splice junctions (6%) and introns (4%) (Fig. 2). Mapping of a very high proportion of the reads to exonic regions indicates the high quality of RNA-Seq libraries.

**Fig. 1:**
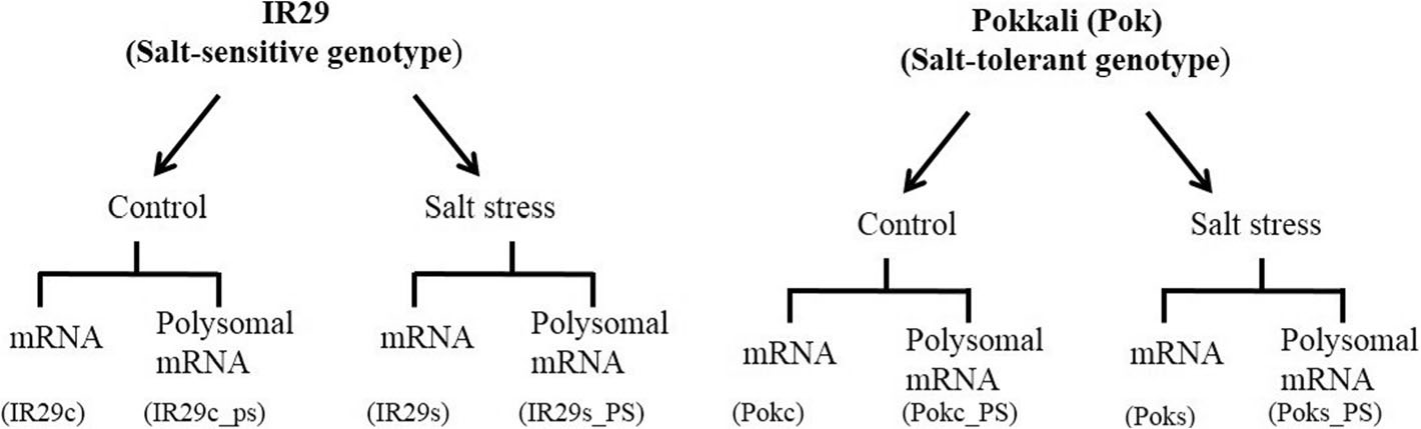
Schematic representation of RNA-Seq libraries sequenced from IR29 (salt-sensitive genotype) and Pokkali (Pok; salt-tolerant genotype) under control and salt stress conditions

**Table 1:** Summary of RNA-Seq and Polysomal RNA-seq reads sequenced from control and salt-stressed Pok and IR29

	IR29c_RNA	IR29s_RNA	POKc_RNA	POKs_RNA	IR29c_PS	IR29s_PS	POKc_PS	POKs_PS
Raw reads	96,100,081	85,472,491	101,585,264	67,036,814	170,629,357	157,045,640	148,401,455	110,795,578
Filtered reads	78,181,515	70,361,944	83,082,414	58,994,184	121,305,093	119,567,766	116,502,326	83,609,586
cDNA	64,774,078	56,675,885	69,259,043	46,680,420	104,283,746	80,032,608	54,405,711	47,522,099
Exons	58,116,153	50,855,521	63,980,331	43,862,264	94,258,549	71,885,574	49,107,464	43,386,281
Junctions	6,657,925	5,820,364	5,278,712	2,818,156	10,025,197	8,147,034	5,298,247	4,135,818
Introns	3,444,625	2,926,711	6,002,251	3,081,373	4,601,871	4,001,816	2,295,597	1,813,751
Intergenic regions	30,074,168	25,475,468	43,686,405	31,329,140	55,664,740	38,593,396	27,603,916	24,192,773

IR29c RNA and IR29s denotes the RNA-Seq libraries of IR29 under control and salt stress conditions, respectively. The columns ending with PS denotes the polysomal RNA-Seq libraries (translatome)

**Fig. 2:**
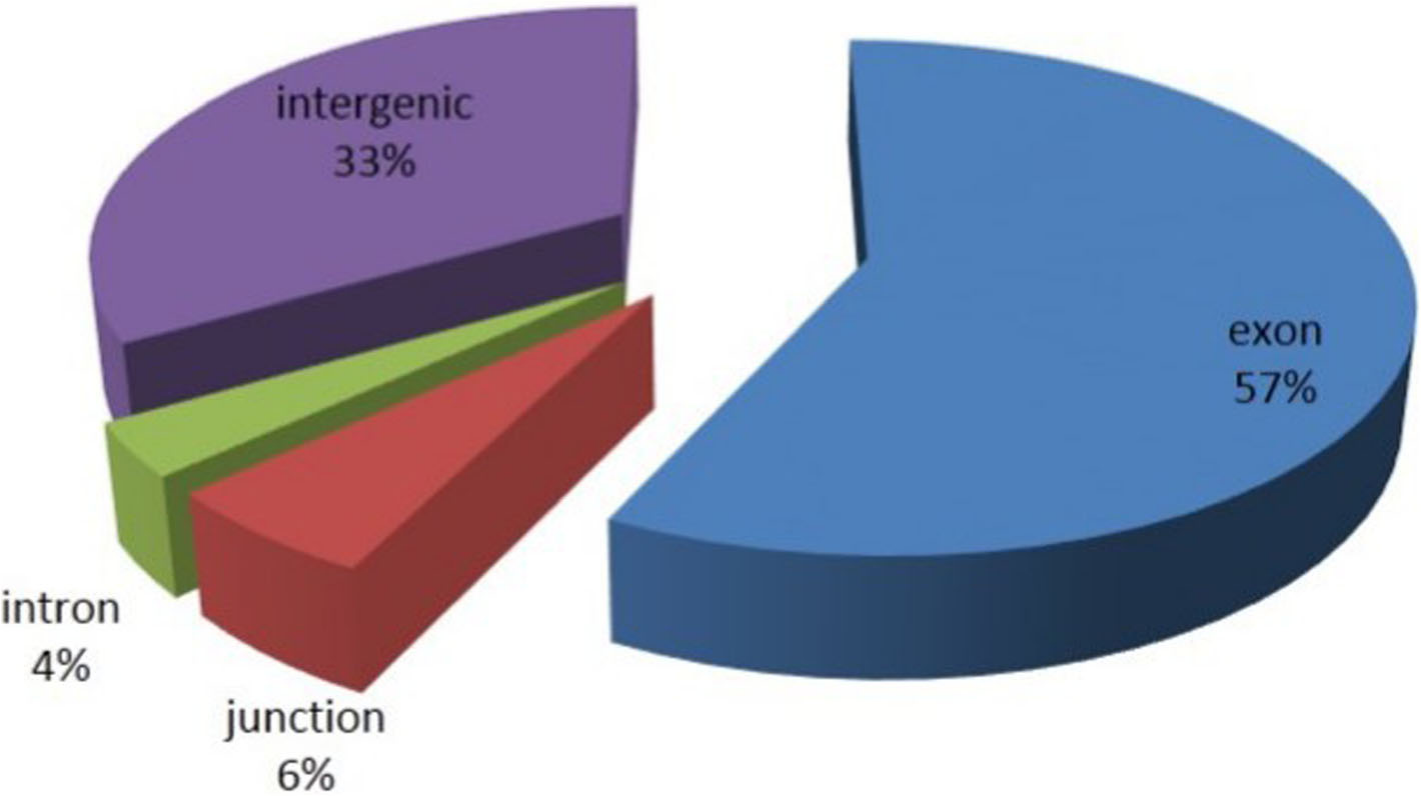
Distribution of filtered reads in different categories (exon, intron, junction and intergenic regions)

After mapping the sequenced reads to the rice genome, 89,715 transcripts were assembled from the eight sequencing libraries; 64.2% belonged to the annotated genes, 22.4% to the alternatively spliced transcripts, and 3.5% to the novel transcripts in intergenic regions (Additional file 1: Table S1). 

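Of the 89715 assembled transcripts, 57629 (64.2%) matched an annotated transcript, 20099 (22.4%) were splice variants sharing a junction with one, and 3180 (3.54%) lay in intergenic regions. In polysomal RNA, 6131 splice variants and 614 intergenic transcripts reached 5 FPKM in at least 1 of the 4 libraries. Among the splice variants, 1258 rose and 476 fell after salt in IR29, and 769 rose and 625 fell in Pok.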

Identifying significant percenetage of alternatively spliced transcripts suggests that the annotated genes may have a sizable number of alternatively spliced gene products. To quantify the differences in gene expression profiles in response to salt stress, the gene expression level was normalized by using Fragments Per Kilobase of transcripts per Million mapped reads (FPKM). We exclude the assembled transcripts of < 5 FPKM in all eight libraries from further analyses and the remaining 12,622 annotated transcripts were clustered by subjecting them to *K*-Means Clustering by using Euclidian distance measures with Genesis v1.8.1 [23]. 

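In the polysomal libraries alone, 12578 annotated transcripts reached 5 FPKM in at least 1 library. The number at 5 FPKM or more was 8979 in IR29 control, 10302 in IR29 salt, 9743 in Pok control and 10595 in Pok salt. Across transcripts at that level in all 4 libraries, the correlation of log2 values was 0.828 between the IR29 libraries, 0.857 between the Pok libraries, 0.894 between the controls and 0.894 between the salt libraries. Transcripts are not independent replicates. Among transcripts at 5 FPKM or more in the other 3 libraries, 223 stood at least 2-fold below each of them in IR29 control, 180 in IR29 salt, 224 in Pok control and 67 in Pok salt. Those at least 2-fold above each of the others numbered 127, 357, 210 and 342 in the same order.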

The results revealed a distinct expression pattern between IR29 and Pok for clusters 7, 10, 14 and 15, whereas most genes had similar expression patterns for clusters 1, 2, 3, 5, 6, 11 and 16. Remerkably, cluster 10 with 142 genes, had higher expression in IR29 compared to Pok, whereas cluster 14 with 62 genes, had higher expression in Pok compared to IR29 (Additional file 2: Figure S1).

### Distinct differences in gene expression profiles of Pok and IR29 without salt stress

Differences in gene expression profiles of the transcriptome and translatome without salt stress could offer insights into the contrasting salt tolerance characteristics of Pok and IR29. Therefore, we compared the transcriptome and translatome of plants grown under control conditions. In identifying DEGs we used the following criteria: log_2_ fold change ≥1, at least FPKM ≥5 in one sample for each comparison, and false discovery rate (FDR) ≤ 0.05. This analyses revealed variations between the genotypes (Fig. 3). Without stress, a total of 1630 unique genes showed greater expression in Pok than in IR29 (Fig. 3; Additional file 3: Table S2). Of these, 215 genes were shared between the transcriptome and translatome, whereas 751 and 664 genes were specific to the transcriptome and translatome, respectively. On the other hand, a total of 985 genes showed greater expression under control conditions in IR29 than in Pok; 265 genes were shared between the transcriptome and translatome, and the remaining 460 and 260 genes were specific to transcriptional and translational levels, respectively (Fig. 3 and Additional file 3: Table S2). Indeed, 36.6% of the transcriptionally abundant genes showed a higher abundances at the translational level; however, about half of the highly translated genes did not have a relatively high transcription in IR29. 

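Between the controls, cell wall lists went both ways in polysomal RNA. Of 18 xyloglucan endotransglucosylases and related GH16 enzymes, which remodel cell wall xyloglucan, 7 were higher and 0 lower in Pok control (median log2 ratio 0.70, 0.45 after centring, percentile 100). The GH16 enzyme Os06g48160.1 was higher in Pok control, at 56.5 FPKM against 20.5 FPKM in IR29 control (log2 ratio 1.42), and Os06g48200.1 was higher in Pok control, at 75.2 FPKM against 34.0 FPKM in IR29 control (log2 ratio 1.12). Among Aux/IAA proteins and auxin response factors, 10 of 52 were higher and 1 lower in Pok control (median log2 ratio 0.48, 0.18 after centring, percentile 99.9). Of the expansins, 2 of 38 were higher and 5 lower in Pok control (median log2 ratio −0.09, −0.35 after centring, percentile below 1), a median that became 0.0871 with members at 5 FPKM or more, and the medians were −0.62 for glycine-rich cell wall proteins and −0.37 for class III peroxidases. Cellulose synthases and pectin enzymes had few members past the size limits: 1 of 27 cellulose synthases were higher and 0 lower in Pok control (median log2 ratio 0.48, 0.19 after centring, percentile 98.6), and 9 of 53 pectin enzymes were higher and 1 lower in Pok control (median log2 ratio 0.38, 0.10 after centring, percentile 99.2). For AP2 and ethylene-responsive factors, 7 of 82 were higher and 2 lower in Pok control (median log2 ratio 0.33, 0.10 after centring, percentile 97.7). Of 10625 annotated transcripts considered, 1167 were higher in Pok control, and 135 of these were listed at 0 in IR29 control, where the estimate may have failed. The largest differences were of this kind, among them the chlorophyll A-B binding protein Os08g33820.1 (769 FPKM in Pok control), the CBS domain protein Os02g57280.1 (118 FPKM) and the ribosomal proteins Os02g57670.1 (80.2 FPKM) and Os02g57540.1 (63.1 FPKM), all listed at 0 in both IR29 libraries, for which no fold can be given. Transcripts higher in Pok control made up 62.4% of those that differed, against 34.6% after centring and 32.4% with upper-quartile scaling.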

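Of the metallothioneins, small cysteine-rich proteins that bind metals, 0 of 9 were higher and 7 lower in Pok control (median log2 ratio −1.72, −2.04 after centring, percentile 0). Os01g05585.1 was lower in Pok control, at 11.1 FPKM against 410.3 FPKM in IR29 control (log2 ratio −5.08). Proteinase inhibitors, which act against proteases of herbivores and pathogens, gave 0 of 11 higher and 6 lower in Pok control (median log2 ratio −1.07, −1.38 after centring, percentile 0). For the SCP-like extracellular proteins, 2 of 21 were higher and 5 lower in Pok control (median log2 ratio −0.60, −0.66 after centring, percentile 0), with 14 in neither direction. Of the class III peroxidases, enzymes of the apoplast, 2 of 93 were higher and 23 lower in Pok control (median log2 ratio −0.37, −0.62 after centring, percentile 0), with 68 in neither direction. In all, 703 annotated transcripts were higher in IR29 control, and 106 of these were listed at 0 in Pok control. The S-adenosylmethionine synthetase transcript Os05g04510.2 (176 FPKM in IR29 control), the ferredoxin-NADP reductase Os06g01850.1 (109 FPKM) and the RALF peptide Os06g29730.2 (79.3 FPKM) were listed at 0 in both Pok libraries. Root-expressed transport and marker genes gave 1 of 11 higher and 4 lower in Pok control (median log2 ratio −0.61, −0.92 after centring, percentile below 1).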

For Pok, 22% of transcriptionally abundant genes showed a higher expression at the translational level but intriguingly, 75.5% of the highly translated genes did not have a relatively high transcriptional regulation. These data revealed a low correlation between transcriptional and translational regulation in both the genotypes under non-stress conditions. More importantly, the transcriptional and translational gene expression profiles were distinct between the two genotypes even without salt stress.

**Fig. 3:**
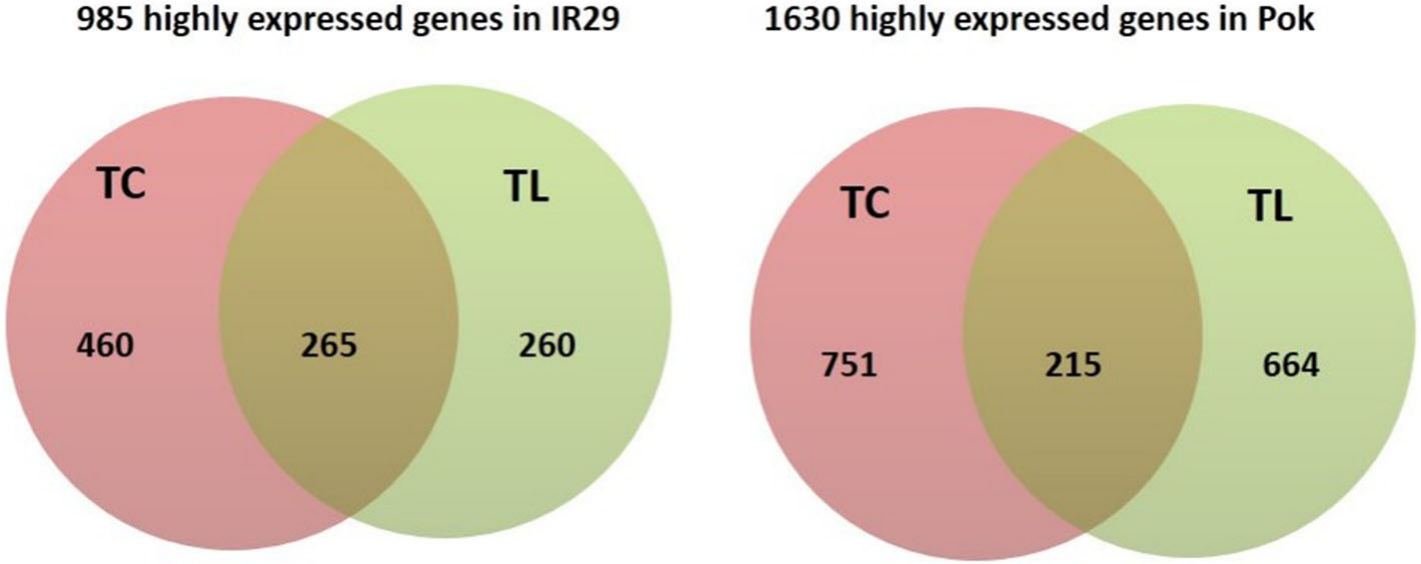
Genes with high basal expression in IR29 and Pok under control conditions. Left: Genes with high expression in IR29 with at least two-fold higher expression and false discovery rate (FDR) < 0.05 as compared with Pok. Right: Genes with high expression in Pok as compared with IR29. TC, transcriptional level; TL, translational level

To evaluate whether the observed differences in gene expression profiles without stress were biased toward specific functions, we performed GO analysis with agriGO. To remove the redundant GO terms and visualize only the GO differences between the two genotypes, enriched GO categories with FDR < 0.05 were submitted to REVIGO. By using the Uniprot database as a background and the default semantic similarity measurement (SimRel), a clear difference in GO terms was noticed in these genotypes (Fig. 4). 

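Histones, which package DNA, had a high median in Pok control over IR29 control: of core histones together with genes annotated as histone H1, 7 of 37 were higher and 0 lower in Pok control (median log2 ratio 0.60, 0.28 after centring, percentile 100). The histone Os01g31800.1 was higher in Pok control, at 317 FPKM against 118 FPKM in IR29 control (log2 ratio 1.41), and the histone Os03g17100.1 was higher in Pok control, at 375 FPKM against 134 FPKM in IR29 control (log2 ratio 1.48). Cytosolic ribosomal proteins had 4 of 121 members higher and 7 lower in Pok control (median log2 ratio −0.01, −0.33 after centring, percentile 0). The 60S ribosomal protein L23A transcript Os01g24690.3 was higher in Pok control, at 24.6 FPKM against 6.11 FPKM in IR29 control (log2 ratio 1.85). Histone H1 (Os06g04020.1) was higher in Pok control, at 31.9 FPKM against 12.3 FPKM in IR29 control (log2 ratio 1.31).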

Terms overrepresented in Pok include regulation of metabolism, gene transcription, translation, cellular carbohydrate metabolism and DNA conformation. However, terms overrepresented in IR29 were photosynthesis, response to stress, cell wall macromolecule metabolism and organization, transport, and aminoglycan metabolism (Fig. 4). Thus, IR29 and Pok genes differed in certain biological functions when they were not subjected to salt stress. These differences in gene expression profiles between the two genotypes under control conditions might have arisen from the inherent genotypic differences evolved during the domestication process.

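Lists of chloroplast-type sequences, chitinases and transporters had low medians in Pok control over IR29 control, although most of their members passed the size limits in neither direction. Of sequences of plastid genome type, 0 of 28 were higher and 5 lower in Pok control (median log2 ratio −0.46, −0.77 after centring, percentile 0). The libraries were made from poly(A) RNA, so how far these values reflect chloroplast RNA on polysomes is not known. The photosystem II P680 apoprotein Os08g17980.1 was lower in Pok control, at 3.78 FPKM against 10.4 FPKM in IR29 control (log2 ratio −1.26). Of the chlorophyll A-B binding proteins, which the nucleus encodes, 2 of 14 were higher and 0 lower in Pok control (median log2 ratio 0.31, −0.01 after centring and −0.04 with upper-quartile scaling, percentile 61.9), and the medians were 0.20 (−0.11 after centring) for nuclear photosystem and electron transport proteins and 0.17 (−0.14 after centring) for Rubisco small subunit and Calvin cycle enzymes. Chitinases and hevein, which act on fungal chitin, had 0 of 12 members higher and 3 lower in Pok control (median log2 ratio −0.60, −0.77 after centring, percentile 0). Of the cell wall group of glycine-rich proteins, 6 of 23 were higher and 7 lower in Pok control (median log2 ratio −0.62, −0.81 after centring, percentile 0). The list of metal, ammonium, nitrate, phosphate and potassium transporters gave 1 of 57 higher and 6 lower in Pok control (median log2 ratio −0.10, −0.35 after centring, percentile below 1). The zinc transporter Os08g42150.1 was lower in Pok control, at 0.477 FPKM against 10.7 FPKM in IR29 control (log2 ratio −2.98).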

**Fig. 4:**
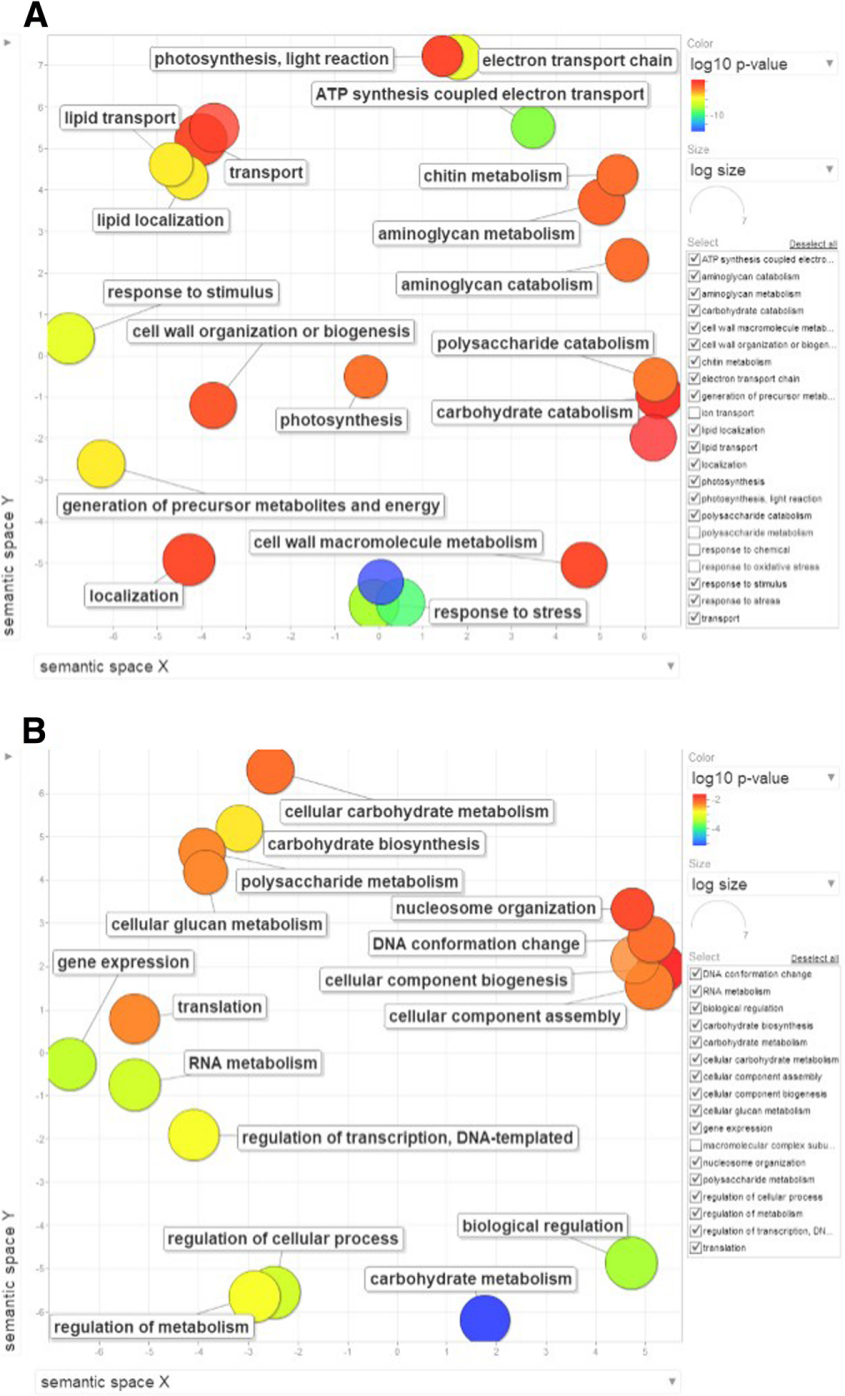
Gene ontology (GO) analysis of genes with high basal expression under control conditions in IR29 (A) and Pok (B) by using REVIGO. The scatterplot shows the cluster representatives (terms remaining after reducing redundancy) in a 2-D space derived by applying multi-dimensional scaling to a matrix of GO term semantic similarities. Bubble color indicates the log10 (*p*-value) for false discovery rates derived from agriGO analysis. The bubble size indicates the frequency of the GO term in the uniprot database (larger bubble size represents more general terms)

### Salt stress-responsive genes in Pok and IR29

One of the major objectives of this study was to explore the transcriptional and translational differences when the contrasting salt-tolerant genotypes were exposed to salt stress. To identify salt stress-responsive DEGs at the transcriptional and translational levels in Pok and IR29, we used the same criterion described above (log2 fold change ≥1, at least FPKM ≥5 in one sample of each comparison and FDR ≤ 0.05). This scrutiny has identified 2237 DEGs responding to salt stress in these genotypes (Fig. 5). A complete list of DEGs responding to salt stress in Pok and IR29 at the transcriptional and translational levels is provided (Additional file 4: Table S3).

**Fig. 5:**
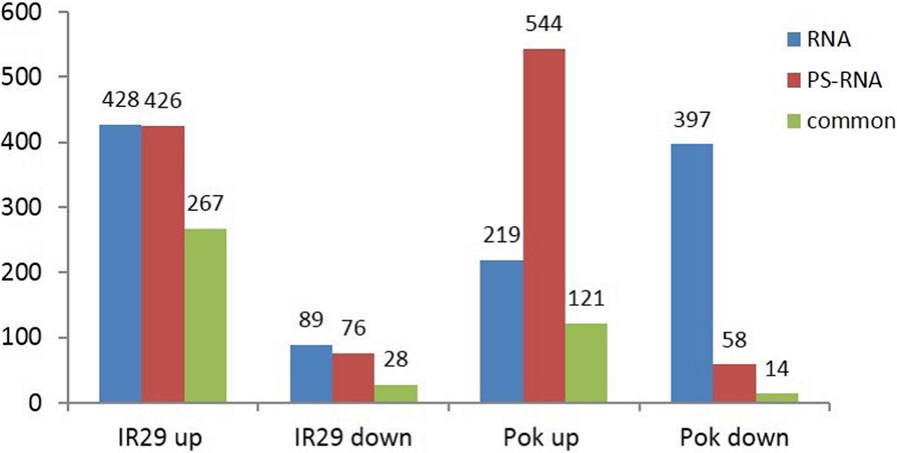
Number of up- and downregulated genes in IR29 and Pok at the transcriptional and translational levels

In IR29, the number of upregulated salt stress-responsive genes was similar at the transcriptional (*n* = 428) and translational (*n* = 426) levels, and more than half of these genes (*n* = 267) were shared between the transcription and translation. 

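Some genes of abscisic acid synthesis and signalling were among those that rose in the polysomal RNA of IR29 after salt. The homeobox leucine zipper gene Os02g43330.1, on chromosome 2 from 26137426 to 26139774 of the MSU v6.1 assembly, rose from 0.309 to 47.5 FPKM in IR29 (log2 ratio 5.21). Positions here and below are of the assembled locus, which may hold several genes. The C2H2 zinc finger gene Os03g60560.1 rose from 1.70 to 67.4 FPKM in IR29 (log2 ratio 4.66), the cysteine-rich repeat secretory protein Os03g16960.1 rose from 1.78 to 65.3 FPKM in IR29 (log2 ratio 4.58), and the glucosyltransferase Os04g12690.1 rose from 1.25 to 44.9 FPKM in IR29 (log2 ratio 4.35). Of the 9-cis-epoxycarotenoid dioxygenases, which catalyse the rate-limiting step of abscisic acid synthesis, 3 of 4 rose and 0 fell in IR29 (median log2 ratio 2.21, 1.99 after centring, percentile 100). Of the protein phosphatases 2C, a family with negative regulators of abscisic acid signalling, 18 of 54 rose and 0 fell in IR29 (median log2 ratio 0.67, 0.45 after centring, percentile 100). Os06g48300.1 rose from 0.591 to 17.5 FPKM in IR29 (log2 ratio 3.54) and Os09g15670.1 rose from 4.59 to 46.3 FPKM in IR29 (log2 ratio 3.08). In all, 2123 of 11119 annotated transcripts rose, 373 of them annotated only as expressed or hypothetical proteins. Transcripts at least 2-fold above both control libraries numbered 1386, a count added after the data were seen.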

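Lipid transfer proteins, a plastocyanin and root-expressed transporters were among the genes that fell in the polysomal RNA of IR29. The lipid transfer proteins Os04g46820.1 and Os04g46810.1 fell from 33.9 to 0.150 FPKM and from 32.1 to 0.534 FPKM. The peroxidase Os01g18970.1 fell from 16.7 to 0.0427 FPKM in IR29 (log2 ratio −4.09), and the plastocyanin Os06g01210.1, an electron carrier of photosynthesis, fell from 510.3 to 107 FPKM in IR29 (log2 ratio −2.24). Of the root-expressed transport and marker genes, 0 of 11 rose and 5 fell in IR29 (median log2 ratio −1.06, −1.08 after centring, percentile 0), among them the aquaporins Os04g44060.1 and Os02g44080.1. In all, 663 of the transcripts considered fell, 37 of them to a listed 0. Several of the largest decreases were such zeros, as in the glyoxalase family protein Os07g06660.1 (108 FPKM in IR29 control), the G10 protein Os01g63890.1 (32.1 FPKM), the rhoGAP domain protein Os04g48790.1 (16.6 FPKM) and the smr domain protein Os06g09890.4 (21.2 FPKM). Of all transcripts that changed, 76.2% rose, against 58.0% after centring and 65.8% with upper-quartile scaling.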

Although the number of downregulated genes was much less than that of upregulated genes, the number was approximately similar between transcriptional (*n* = 89) and translational (*n* = 76) levels. Of these, 28 genes were shared between the transcriptome and translatome (Fig. 5). By contrast, in Pok, the number of upregulated genes differed between the transcription and translation, with more upregulated genes at the translational level (*n* = 544) than the transcriptional level (*n* = 219). 

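A metallothionein, a late embryogenesis abundant protein and dehydrins had the largest increases of the Pok translatome among genes listed above 0 in both libraries. The metallothionein Os12g38300.1, on chromosome 12 from 23349444 to 23482544, rose from 0.690 to 429 FPKM in Pok (log2 ratio 7.99) and was 6.27 FPKM in IR29 control and 5.67 FPKM in IR29 salt (log2 ratio −0.12). Dehydrins are hydrophilic proteins that accumulate during water deficit, and Os11g26750.1 rose from 0.758 to 109 FPKM in Pok (log2 ratio 5.96) and Os11g26760.1 rose from 0.597 to 66.4 FPKM in Pok (log2 ratio 5.40). The 40S ribosomal protein S3-1 (Os07g41750.1) and the glucan synthase Os07g41360.1 were listed at 0 in Pok control and at 54.9 and 40.1 FPKM in Pok salt. They lie in an assembled locus of chromosome 7 in which all 11 of 11 annotated transcripts at 5 FPKM or more in the other libraries were listed at 0 in Pok control. Of the root-expressed list, 4 of 11 rose and 0 fell in Pok (median log2 ratio 0.73, percentile 99.2). Those that rose include Os03g19427.1, Os03g19420.2 and Os02g40730.1, which the paper selected on these libraries as rising in Pok (Table 2). The list is therefore not independent of the paper's genes. Its most abundant member, the aquaporin Os06g22960.1, went against the direction of the list in both genotypes. In all, 1815 of 11551 annotated transcripts rose, 100 of them from a listed 0. Of the transcripts that rose, 1250 were at least 2-fold above both control libraries, a count added after the data were seen.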

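A single assembled locus of chromosome 9 held several of the largest decreases in the Pok translatome, all to listed zeros that may be failed estimates. There the photosystem I subunit Os09g30340.1 was 142 FPKM in Pok control, the heat shock proteins Os09g30412.1 and Os09g30418.1 were 104 and 107 FPKM, the ribosomal protein L6 Os09g31180.1 was 134 FPKM and Os09g31080.4, annotated as TUB8, was 199 FPKM, and all were listed at 0 in the other 3 libraries. The copper/zinc superoxide dismutase transcript Os08g44770.1 was 48.9 FPKM in Pok control and listed at 0 in Pok salt and in both IR29 libraries, and the acyl carrier protein Os11g31900.2 was 59.7 FPKM in Pok control and listed at 0 in Pok salt. The thylakoid ascorbate peroxidase Os02g34810.1 was 37.4 FPKM in Pok control and listed at 0 in Pok salt. Of transcripts listed above 0 in both libraries, the histone Os04g49420.1 fell from 29.6 to 0.568 FPKM in Pok (log2 ratio −4.29), the polygalacturonase Os01g44970.1 fell from 5.51 to 0.602 FPKM in Pok (log2 ratio −2.02) and OsWRKY65 (Os12g02470.1) fell from 6.69 to 0.0529 FPKM in Pok (log2 ratio −2.87). In all, 648 annotated transcripts fell, 102 of them to a listed 0, and 73.7% of those that changed rose (69.1% after centring).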

Among the downregulated genes, fewer genes were responsive at the translational level (*n* = 58) than at the transcriptional level (*n* = 397) (Fig. 5). These observations unambiguously suggest a greater number of upregulated genes were regulated at the translational level in Pok under salt stress. 

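The same genes rose in both genotypes more often than independent lists would give: among 10092 annotated transcripts considered in both, 906 rose in both, against 249.8 from independent lists of these sizes. Among those that rose in both, Os02g30910.1, annotated as a nodulin MtN3 family protein, rose from 2.81 to 21.0 FPKM in IR29 (log2 ratio 2.53) and from 4.02 to 39.6 FPKM in Pok (3.02). Those that fell in both numbered 137 (independent lists 20.5). Of the genes the paper lists as upregulated at the translational level in Pok, all 544 passed the size limits here and 323 of them also rose in IR29. Of its 426 in IR29, 297 also rose in Pok. The authors chose these lists on the same libraries, so the counts are not independent evidence. From the numbers of upregulated genes in total RNA and in polysomal RNA (Fig. 5), the paper reads a greater number of upregulated genes regulated at the translational level in Pok. The total RNA side of that comparison cannot be given from the polysomal values.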

Notably, most of these translationally upregulated genes were unresponsive at the transcriptional level, implying that these genes were more efficiently loaded onto the polysomes for translation. Most of the transcripts in clusters 8 and 15 shown in Additional file 2: Figure S1 belong to this category.

Among the 397 transcriptionally downregulated genes, 14 were common between the transcriptional and translation levels in Pok (Fig. 5). Most of the transcriptionally downregulated transcripts (*n* = 196) did not respond to salt stress at the translational level (log2 fold change vary from − 1 to 1). Interestingly, 26 of these transcriptionally downregulated genes were upregulated at the translational level (log2 fold change > 1); 11 of these including three photosynthesis-related genes (Os01g58038, Os02g24628, Os05g38400), two nicotianamine synthases (Os03g19427 and Os03g19420) and two stress-related genes (Os07g24830, Os05g06500) were significantly upregulated (Additional file 5: Table S4), suggesting that these mRNAs could be stabilized in Pok and/or could be efficiently load onto polysomes for translation despite these were downregulated at the transcriptional level. 

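In polysomal RNA, all 11 of the genes listed as significant in Table S4 rose in Pok, and 3 of them fell in IR29. The authors chose them on these libraries, and 6 of them were listed at 0 in Pok control. The photosystem II protein Z genes Os01g58038.1 and Os02g24628.1, both sequences of plastid genome type, had identical values: each fell from 1252 to 429.9 FPKM in IR29 (log2 ratio −1.54) and rose from 101 to 609 FPKM in Pok (2.58). They are both among the 3 that fell, and whether they share reads could not be tested, so they may not be separate observations. The thionin-like peptide Os07g24830.1 was 266 FPKM in IR29 control and 208 FPKM in IR29 salt (log2 ratio −0.35) and rose from 27.2 to 100.0 FPKM in Pok (1.84). The universal stress protein Os05g06500.1 was listed at 0 in Pok control and at 109.9 FPKM in Pok salt, and it was 59.2 FPKM in IR29 control and 91.0 FPKM in IR29 salt (log2 ratio 0.61). The pyrrolidone-carboxylate peptidase Os09g23280.1 was listed at 0 in Pok control and at 11.7 FPKM in Pok salt.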

In fact, differences in polysomal loading between ozone resistant and sensitive *Medicago* genotypes upon ozone stress was reported earlier [24]. Transcripts shown in cluster 7 and some in cluster 16 in Additional file 2: Figure S1 belong to this category. Overall, these results confirmed the previous observation that the changes at the transcriptional level do not always reflect changes in protein level [8–13]. This finding in turn emphasizes that the proteome or translatome analysis especially under stress conditions is important to understand the complete portrait of gene regulation programs.

### Upregulated genes that are shared between transcriptional and translational levels in Pok and IR29

To identify upregulated genes that were shared between the genotypes under stress, DEGs at the transcriptional and translational levels were compared (Additional file 6: Figure S2). This analysis revealed at least 57 genes that were commonly upregulated both in the transcriptome and translatome of both genotypes in response to salt stress (Fig. 6). Some of these genes belong to the same gene families, and therefore have been grouped into three clusters. 

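All 57 of these genes rose in the polysomal RNA of both genotypes, as they must, since the authors selected them on these libraries. Their median log2 ratio was 2.88 in IR29 and 3.10 in Pok. The early nodulin 20 precursor Os06g46740.1 rose from 0.739 to 28.6 FPKM in IR29 (log2 ratio 4.09) and from 1.87 to 53.0 FPKM in Pok (4.23). The gibberellin receptor GID1L2 (Os03g57640.1) rose from 2.97 to 45.8 FPKM in IR29 (log2 ratio 3.56) and from 2.47 to 35.3 FPKM in Pok (3.39), and the laccase Os12g15680.1, an enzyme of lignin polymerisation, rose from 2.04 to 33.1 FPKM in IR29 (log2 ratio 3.49) and from 4.42 to 27.4 FPKM in Pok (2.39). The phosphatase 2C Os03g16170.1 rose from 4.26 to 39.9 FPKM in IR29 (log2 ratio 2.96) and from 11.3 to 54.3 FPKM in Pok (2.17).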

The first cluster consisted of three members of the cupin domain-containing protein (CDP) family (Os03g48760, Os03g48770 and Os03g48780), the second cluster included three dehydrin genes (Os11g26570, Os11g26580 and Os11g26590) and the third cluster had five different transcripts of the late embryogenesis abundant protein family (Fig. 7). In addition, a putative low temperature and salt-responsive protein (Os03g17790), a putative universal stress protein domain-containing protein (Os05g07810), a calcium/calmodulin dependent protein kinases (Os09g25090), a NAC domain-containing protein (Os11g03300), two AWPM-19-like membrane family proteins (Os07g24000 and Os05g31670), 9-cis-epoxycarotenoid dioxygenase (Os07g05940) and hsp20/alpha crystallin family protein (Os02g54140.1) were commonly induced at the transcriptional and translational levels in both the genotypes (Additional file 7: Table S5). Most of these genes are well characterized as general stress-responsive genes, and the degree of their induction was often associated with stress tolerance [2]. 

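The 3 cupin genes, which lie side by side on chromosome 3, rose in both genotypes. Os03g48760.1 rose from 3.42 to 36.7 FPKM in IR29 (log2 ratio 3.09) and from 4.03 to 27.3 FPKM in Pok (2.49), Os03g48770.1 rose from 14.9 to 141 FPKM in IR29 (log2 ratio 3.16) and from 10.5 to 73.0 FPKM in Pok (2.68), and Os03g48780.1 rose from 14.7 to 142 FPKM in IR29 (log2 ratio 3.19) and from 13.9 to 81.6 FPKM in Pok (2.47). For the dehydrins, values are given for the loci of Table S5, Os11g26570, Os11g26780 and Os11g26790. Os11g26570.1, on chromosome 11 from 14759638 to 14761133, rose from 0.690 to 9.50 FPKM in IR29 (log2 ratio 2.64) and from 0.785 to 70.1 FPKM in Pok (5.32). Os11g26780.1 rose from 0.742 to 31.3 FPKM in IR29 (log2 ratio 4.21) and from 1.01 to 95.4 FPKM in Pok (5.58), and Os11g26790.1 rose from 3.73 to 89.3 FPKM in IR29 (log2 ratio 4.25) and from 6.31 to 467 FPKM in Pok (6.00). The transcripts Os11g26580.1 and Os11g26590.1 were listed at 0 in all 4 libraries.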

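Each of these regulators and stress proteins rose in both genotypes in polysomal RNA. The low temperature and salt-responsive protein Os03g17790.1 rose from 10.4 to 99.9 FPKM in IR29 (log2 ratio 3.15) and from 8.15 to 63.8 FPKM in Pok (2.83), and the universal stress protein Os05g07810.1 rose from 0.203 to 12.1 FPKM in IR29 (log2 ratio 3.44) and from 0.190 to 11.4 FPKM in Pok (3.38). The protein kinase Os09g25090.1 rose from 2.01 to 10.3 FPKM in IR29 (log2 ratio 1.91) and from 4.25 to 19.5 FPKM in Pok (1.97). The NAC factor Os11g03300.1 rose from 4.15 to 49.0 FPKM in IR29 (log2 ratio 3.28) and from 2.85 to 40.3 FPKM in Pok (3.42), and the 9-cis-epoxycarotenoid dioxygenase Os07g05940.1 rose from 0.671 to 19.8 FPKM in IR29 (log2 ratio 3.64) and from 1.42 to 14.7 FPKM in Pok (2.70). Of the 9-cis-epoxycarotenoid dioxygenases, 2 of 4 rose and 0 fell in Pok (median log2 ratio 1.68, percentile 99.5), and of the protein phosphatases 2C, 10 of 54 rose and 2 fell in Pok (median log2 ratio 0.36, percentile 99.6).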

Consistently, the extent of upregulation of these 57 genes differed between Pok and IR29 (Fig. 7 and Additional file 7: Table S5). 

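The late embryogenesis abundant and dehydrin genes set the genotypes apart within this group: in all 9 of 9 the log2 ratio was larger in Pok. In the 3 cupin genes it was larger in IR29, and in 20 of the other 45 it was larger in Pok. Over the whole group the ratio was larger in Pok in 29 genes, at least 2-fold larger in Pok in 15 and at least 2-fold larger in IR29 in 3. The lactose permease-related gene Os03g07170.1, at log2 ratios of 1.92 in IR29 and 4.72 in Pok, had the widest gap toward Pok, and the homeobox leucine zipper gene Os02g43330.1, which rose from 4.60 to 57.5 FPKM in Pok, the widest toward IR29. No test of these differences was possible without replicates.

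**Figure D1:**
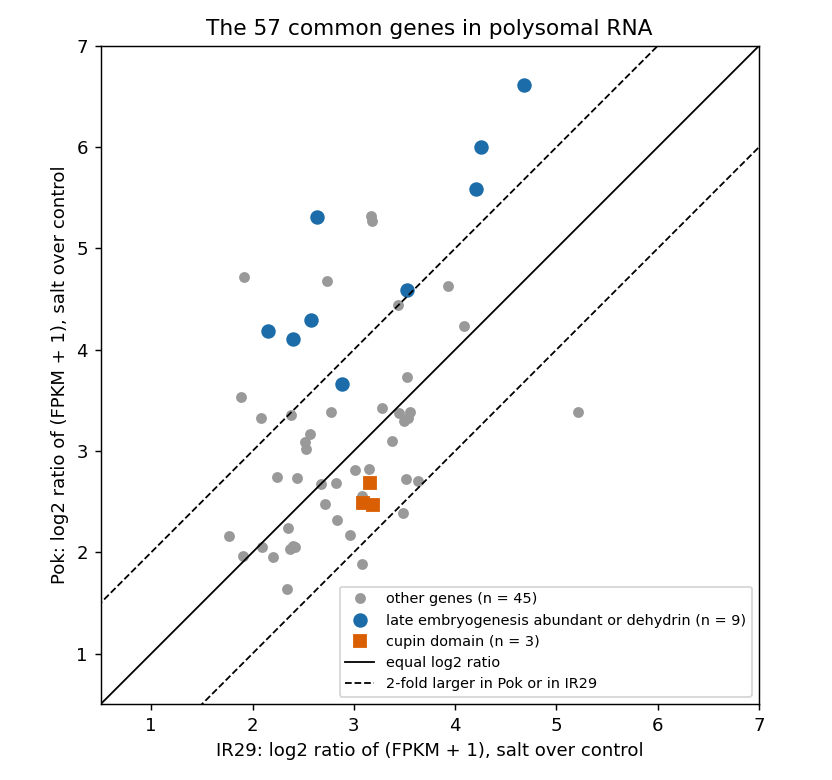
Log2 ratio of (FPKM + 1), salt over control, in IR29 (x axis) and in Pok (y axis) for the 57 common genes in polysomal RNA, 1 point per gene. The 9 late embryogenesis abundant or dehydrin genes lie above the line of equal ratios and the 3 cupin genes below it.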

The well-known osmotic stress-responsive genes such as the late embryogenesis abundant proteins, dehydrins, AWPM-19-like membrane family protein, hsp20/alpha crystalline family protein, and mitochondrial import inner membrane translocase subunit Tim17 were more strongly upregulated (2- to 7-fold higher) especially at the translational level in Pok compared to IR29. Furthermore, a protein disulfide isomerase (PDI, Os01g58194) and another four unannotated genes were highly upregulated in Pok. 

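Late embryogenesis abundant proteins, which protect cell structures during drying, rose widely in both genotypes and by more in Pok. Over the whole family with the dehydrins, 15 of 27 rose and 0 fell in IR29 (median log2 ratio 2.26, 2.05 after centring, percentile 100) and 20 rose and 0 fell in Pok (median log2 ratio 4.03, percentile 100), with the larger log2 ratio in Pok in 22 of 27. Os05g46480.2, of group 3 and on chromosome 5 from 26864964 to 26866259, rose from 4.50 to 140.5 FPKM in IR29 (log2 ratio 4.68) and from 5.65 to 653 FPKM in Pok (6.62). Os04g49980.1, of group 1, rose from 3.34 to 21.9 FPKM in IR29 (log2 ratio 2.40) and from 3.45 to 75.7 FPKM in Pok (4.11), and Os03g20680.1 rose from 0.388 to 9.22 FPKM in IR29 (log2 ratio 2.88) and from 2.12 to 38.5 FPKM in Pok (3.66). The AWPM-19-like protein Os05g31670.1 rose from 0.786 to 15.2 FPKM in IR29 (log2 ratio 3.18) and from 1.02 to 77.3 FPKM in Pok (5.28), and Os07g24000.1 rose from 1.57 to 7.73 FPKM in IR29 (log2 ratio 1.76) and from 3.23 to 18.0 FPKM in Pok (2.16). The translocase subunit Tim17 gene of Table S5, Os03g19290.1, rose from 1.91 to 18.4 FPKM in IR29 (log2 ratio 2.74) and from 1.86 to 72.0 FPKM in Pok (4.68). The hsp20 gene Os02g54140.1 rose from 1.24 to 10.7 FPKM in IR29 (log2 ratio 2.38) and from 1.20 to 21.5 FPKM in Pok (3.35), while of small heat shock proteins as a family 4 of 18 rose and 0 fell in IR29 (median log2 ratio 0.79, 0.59 after centring, percentile 99.9) and 5 rose and 1 fell in Pok (median log2 ratio 0.97, percentile 100).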

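The protein disulfide isomerase Os01g58194.1, which forms disulfide bonds in nascent proteins, rose from 4.07 to 23.0 FPKM in IR29 (log2 ratio 2.24) and from 6.096 to 46.4 FPKM in Pok (2.74). Of genes annotated only as expressed proteins in Table S5, Os08g01370.1 rose from 1.83 to 24.5 FPKM in IR29 (log2 ratio 3.17) and from 1.37 to 93.3 FPKM in Pok (5.32), and Os09g02180.1 rose from 0.985 to 29.2 FPKM in IR29 (log2 ratio 3.93) and from 2.53 to 86.4 FPKM in Pok (4.63). Os12g05210.1 rose from 0.973 to 20.3 FPKM in IR29 (log2 ratio 3.43) and from 2.27 to 70.2 FPKM in Pok (4.44), and Os02g26470.1 rose from 1.13 to 6.91 FPKM in IR29 (log2 ratio 1.89) and from 0.460 to 15.9 FPKM in Pok (3.54).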

Most intramolecular disulfide bond formation in the endoplasmic reticulum is catalyzed by PDI family proteins and functions in multiple biological processes such as oxidative folding of nascent proteins, molecular chaperoning, degradation of abnormal proteins, and redox signaling [25]. The high-level translation of PDI in the Pok genotype may assist in proper protein folding during salt stress.

**Fig. 6:**
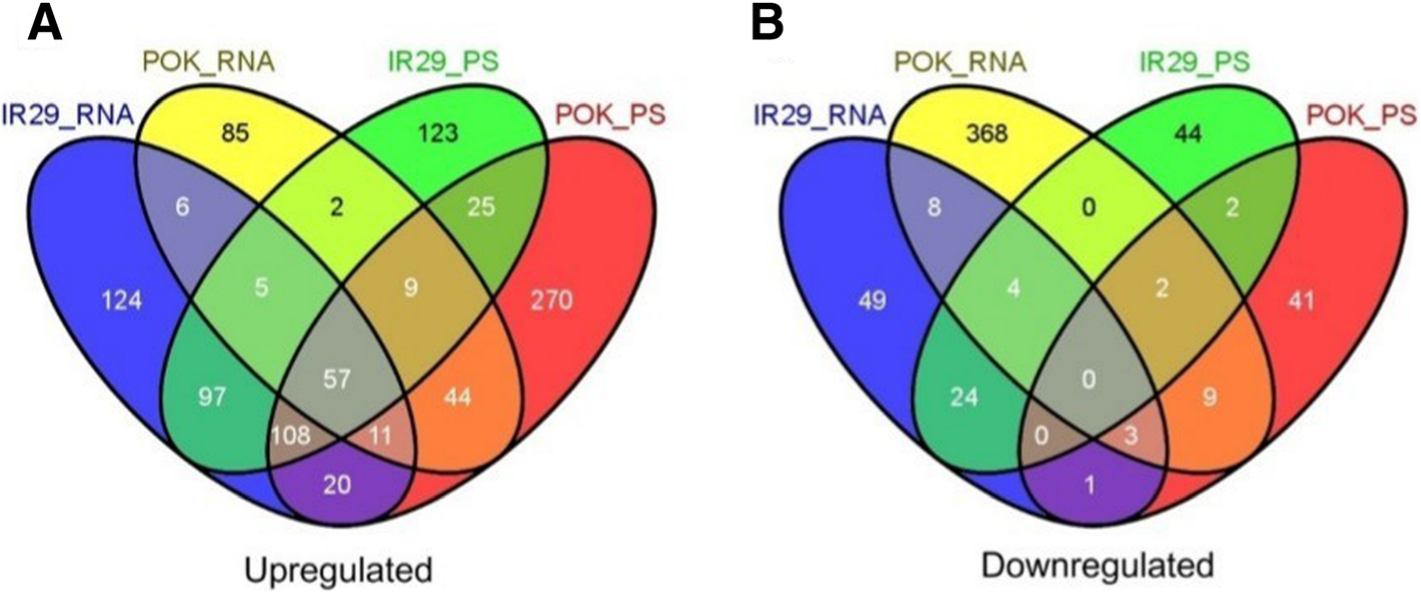
Venn diagram of DEGs at the transcriptional and translational levels between IR29 and Pok genotypes. A: Upregulated genes; b: Downregulated genes

**Fig. 7:**
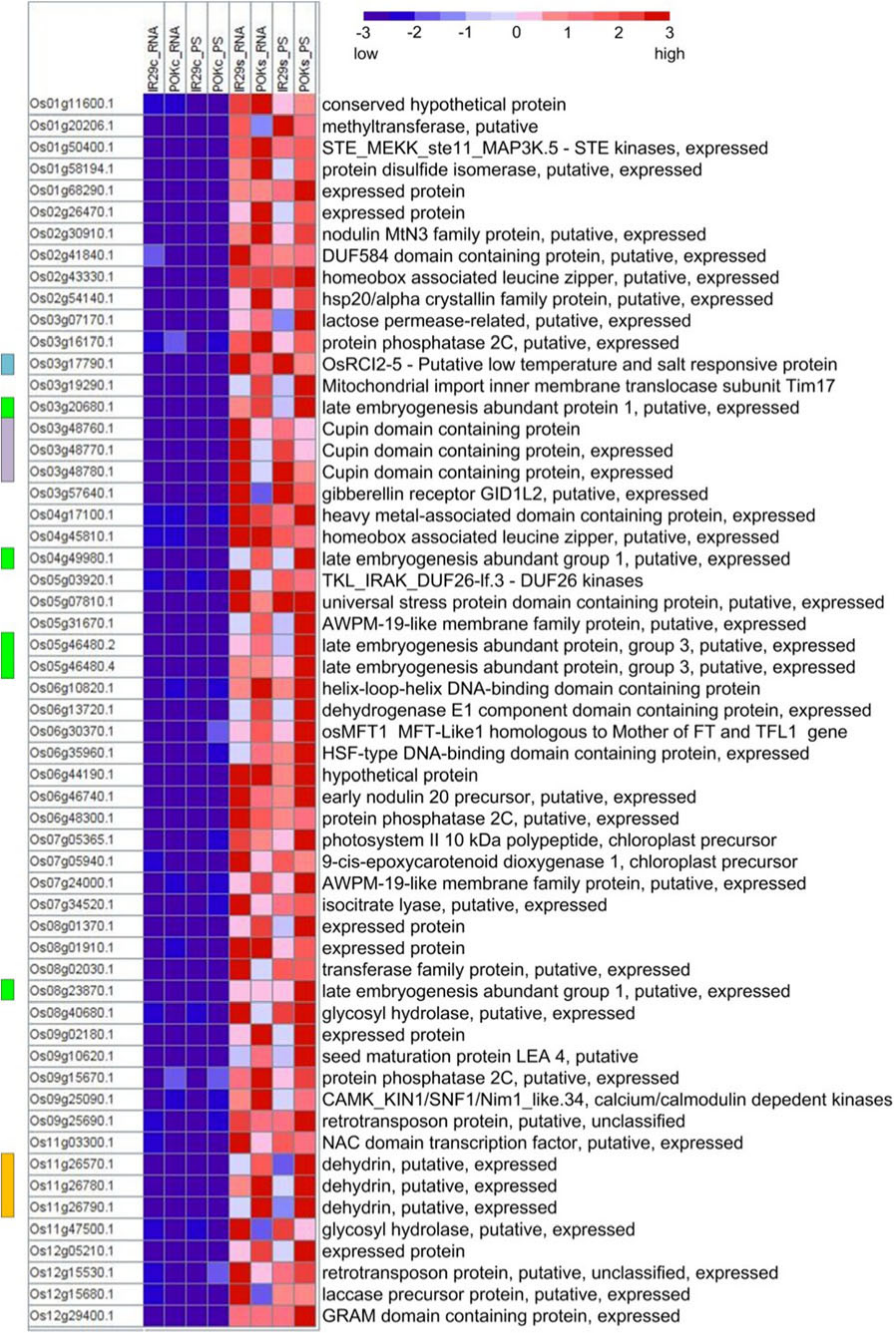
Expression patterns of the 57 upregulated genes that were shared between IR29 and Pok at both the transcriptional and translational levels during salt stress

By contrast, none of the downregulated genes (transcriptionally and translationally) were shared between the genotypes under salt stress (Fig. 6). This finding is similar to a previous study reporting only two downregulated genes shared between IR29 and FL478, a tolerant RIL derived from crossing between Pok and IR29 [21]. 

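In polysomal RNA alone, histones and ribosomal proteins had negative medians in both genotypes. Of the core histones and histone H1, 1 of 37 rose and 9 fell in IR29 (median log2 ratio −0.67, −0.93 after centring, percentile 0) and 1 rose and 10 fell in Pok (median log2 ratio −0.67, percentile 0), with 4 falling in both. Histone H3 (Os06g06510.1) fell from 42.4 to 11.1 FPKM in IR29 (log2 ratio −1.84) and from 59.9 to 17.3 FPKM in Pok (−1.73). The MYB factor Os05g50340.1 fell from 66.4 to 6.49 FPKM in IR29 (log2 ratio −3.17) and from 68.0 to 15.8 FPKM in Pok (−2.04), and the NAC domain protein Os07g22450.1 fell from 31.3 to 12.6 FPKM in IR29 (log2 ratio −1.25) and from 76.8 to 21.8 FPKM in Pok (−1.77). Of the cytosolic ribosomal proteins, 3 of 121 rose and 7 fell in IR29 (median log2 ratio −0.33, −0.59 after centring, percentile 0) and 4 rose and 7 fell in Pok (median log2 ratio −0.44, percentile 0). The paper's lists of translationally downregulated genes share 4 genes, and each is listed at 0 in both salt libraries: the 60S acidic ribosomal protein P0 Os08g03640.1 (89.5 and 90.3 FPKM in IR29 and Pok control), Os07g36080.2 (20.9 and 8.94 FPKM), Os06g04460.1 (11.6 and 14.4 FPKM) and Os09g31502.1 (5.58 and 5.76 FPKM).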

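Among annotated transcripts, 64 fell in IR29 and rose in Pok, against 74.5 from independent lists of these sizes, and 34 rose in IR29 and fell in Pok, against 68.8. The former held 9 glycine-rich proteins, 3 peroxidases, 3 lipid transfer proteins, 3 plastocyanin-like proteins and 3 retrotransposon or transposon proteins, without a test of enrichment, and 56 of them were above 0 in all 4 libraries, as were 22 of the latter. These are transcripts and not genes: the loci Os10g08879, Os10g32730 and Os11g01154 are in both groups through different transcripts. Os01g58038.1 and Os02g24628.1, with identical values, are both counted. The metallothionein Os12g38051.1 fell from 112 to 44.9 FPKM in IR29 (log2 ratio −1.30) and rose from 12.4 to 128 FPKM in Pok (3.27). The glycine-rich protein Os10g31690.1 fell from 37.5 to 3.99 FPKM in IR29 (log2 ratio −2.95) and rose from 11.9 to 33.8 FPKM in Pok (1.43).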

The analysis also found 20 DEGs with an opposite regulation pattern between Pok and IR29 upon salt stress (Table 2).

**Table 2:** Top twenty differentially expressed genes (DEGs) that were oppositely regulated by salt stress in IR29 and Pok

locus_id	log_2_FC (IR29s/IR29c)	log_2_FC (IRs-PS/IRc_PS)	log_2_FC (Poks/Pokc)	log_2_FCPoks-PS /Pokc_PS)	gene annotation
Os01g24560.1	down (− 2.44)	no	no	up (2.86)	fruit bromelain precursor
Os02g03900.1	down (−3.45)	no	no	up (1.92)	metal transporter Nramp6
Os01g54910.1	down (−9.57)	no	up (9.24)	no	GTP-binding protein typA/bipA
Os02g40730.1	down (−2.15)	no	no	up (2.98)	ammonium transporter protein
Os10g39980.1	down (−2.43)	no	no	up (1.86)	expressed protein
Os05g02390.1	down (−2.37)	no	no	up (2.81)	ZOS5–02 - C2H2 zinc finger protein
Os11g24140.1	down (−2.20)	no	no	up (2.51)	plastocyanin-like domain containing protein
Os03g19420.2	down (−5.03)	no	down (−4.58)	up (4.25)	nicotianamine synthase
Os03g19427.1	down (−5.62)	no	down (−5.36)	up (3.95)	nicotianamine synthase
Os10g31670.1	down (−2.75)	down (−4.57)	no	up (5.21)	retrotransposon protein, putative, unclassified
Os02g38920.1	no	down (−9.92)	no	up (2.40)	glyceraldehyde-3-phosphate dehydrogenase
Os06g04460.1	no	down (−10.17)	up (10.19)	down (− 10.49)	hypersensitive-induced response protein
Os01g63410.1	no	up (2.52)	no	down (−10.83)	expressed protein
Os06g29120.2	no	up (2.41)	down (−1.99)	no	STE_PAK_Ste20_STLK.5 - STE kinases
Os07g34589.3	no	up (2.58)	down (−12.11)	no	translation initiation factor SUI1
Os08g37790.1	no	up (11.81)	no	down (−11.72)	phospho-2-dehydro-3-deoxyheptonate aldolase
Os01g42650.1	up (11.12)	no	no	down (−12.03)	cytochrome c oxidase subunit 5B
Os02g52860.1	up (2.24)	no	down (−2.21)	no	phosphate carrier protein, mitochondrial precursor
Os03g16950.1	up (2.47)	up (3.38)	down (−1.88)	no	cysteine-rich repeat secretory protein 55 precursor
Os05g43570.1	up (9.77)	up (10.37)	down (−9.57)	down (−9.85)	AGC_AGC_other_NDRh_TRCd.2 - ACG kinases

Number in parenthood means log2(fold change). Up or down means significantly induced or repressed, respectively. Postfix with “-PS” means polysome-associated RNA

### Opposite regulation of salt stress-responsive genes in Pok and IR29

Because Pok and IR29 are distinctly different in their response to salt stress, DEGs that display opposite regulation between them could be expected. The analysis has identified 20 DEGs that displayed an opposite regulation pattern in the two genotypes. Eight genes induced in IR29 at the transcriptional and/or translational level were downregulated in Pok. By contrast, three genes downregulated in IR29 at the translational level were upregulated at the transcriptional or translational level in Pok (Table 2). Similarly, nine of 10 genes downregulated in IR29 at the transcriptional level were upregulated at the translational level in Pok. For instance, two nicotianamine synthase (NAS) genes were repressed at the transcriptional level but upregulated at the translational level in Pok during salt stress. 

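At the translational level, the mitochondrial, kinase and translation genes of this group went different ways, and zeros stand behind several of them. Os05g43570.1, an AGC kinase, was listed at 0 in IR29 control and at 13.3 FPKM in IR29 salt, and it was 9.26 FPKM in Pok control and listed at 0 in Pok salt. The aldolase Os08g37790.1 was listed at 0 in IR29 control and at 36.0 FPKM in IR29 salt, and it was 33.8 FPKM in Pok control and listed at 0 in Pok salt. The expressed protein Os01g63410.1 rose from 10.9 to 62.2 FPKM in IR29 (log2 ratio 2.41) and was 18.1 FPKM in Pok control and listed at 0 in Pok salt, and the cytochrome c oxidase subunit Os01g42650.1 was 42.0 FPKM in Pok control and listed at 0 in Pok salt. The translation initiation factor Os07g34589.3 rose from 32.6 to 195 FPKM in IR29 (log2 ratio 2.55) and was 49.6 FPKM in Pok control and 62.2 FPKM in Pok salt (0.32), and the secretory protein Os03g16950.1 rose from 4.04 to 42.1 FPKM in IR29 (log2 ratio 3.10) and from 5.26 to 16.3 FPKM in Pok (1.47). The kinase Os06g29120.2 rose from 1.20 to 6.39 FPKM in IR29 (log2 ratio 1.75) and was 6.69 FPKM in Pok control and 5.15 FPKM in Pok salt (−0.32), and the phosphate carrier Os02g52860.1 was 46.8 FPKM in IR29 control and 40.7 FPKM in IR29 salt (log2 ratio −0.20) and 51.5 FPKM in Pok control and 42.2 FPKM in Pok salt (−0.28).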

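In polysomal RNA, the glyceraldehyde-3-phosphate dehydrogenase transcript Os02g38920.1, of glycolysis, was 9.67 FPKM in IR29 control and listed at 0 in IR29 salt and rose from 7.06 to 37.3 FPKM in Pok (log2 ratio 2.25). The main transcript of the same locus, Os02g38920.2, was 98.1 FPKM in IR29 control and 137 FPKM in IR29 salt (log2 ratio 0.48) and 43.3 FPKM in Pok control and 67.6 FPKM in Pok salt (0.63). Os10g31670.1, annotated as a retrotransposon protein, fell from 6.48 to 0.273 FPKM in IR29 (log2 ratio −2.55) and rose from 0.149 to 5.50 FPKM in Pok (2.50). It lies among the glycine-rich cell wall genes, on chromosome 10 from 16528261 to 16529094.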

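Transport, zinc finger and secreted genes of this group rose in Pok. The ammonium transporter Os02g40730.1 was 10.1 FPKM in IR29 control and 6.85 FPKM in IR29 salt (log2 ratio −0.49) and rose from 2.37 to 18.6 FPKM in Pok (2.54), and the C2H2 zinc finger gene Os05g02390.1 was 7.59 FPKM in IR29 control and 6.24 FPKM in IR29 salt (log2 ratio −0.25) and rose from 2.06 to 14.4 FPKM in Pok (2.33). The protease gene Os01g24560.1, annotated as fruit bromelain, fell from 6.19 to 1.67 FPKM in IR29 (log2 ratio −1.43) and rose from 1.71 to 12.4 FPKM in Pok (2.31), and the plastocyanin-like gene Os11g24140.1 was 29.6 FPKM in IR29 control and 15.9 FPKM in IR29 salt (log2 ratio −0.86) and rose from 8.77 to 49.9 FPKM in Pok (2.38). The GTP-binding protein Os01g54910.1 was listed at 0 in IR29 control and at 10.9 FPKM in IR29 salt, and it was 7.62 FPKM in Pok control and 10.3 FPKM in Pok salt (log2 ratio 0.39).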

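Both nicotianamine synthase genes rose in the polysomal RNA of Pok. Os03g19427.1, on chromosome 3 from 10928201 to 10929613, was 1.30 FPKM in IR29 control and 0.107 FPKM in IR29 salt (log2 ratio −1.06) and rose from 0.905 to 14.0 FPKM in Pok (2.98), and Os03g19420.2 was 0.825 FPKM in IR29 control and 0.185 FPKM in IR29 salt (log2 ratio −0.62) and rose from 0.563 to 10.7 FPKM in Pok (2.90). Both these genes are also members of the root-expressed list. The remaining nicotianamine synthase, Os07g48980.1, was 20.7 FPKM in IR29 control and 13.2 FPKM in IR29 salt (log2 ratio −0.61) and 24.5 FPKM in Pok control and 25.7 FPKM in Pok salt (0.07). Over the 3 members, 0 of 3 rose and 0 fell in IR29 (median log2 ratio −0.62, −0.85 after centring, percentile 3.10) and 2 rose and 0 fell in Pok (median log2 ratio 2.90, percentile 99.9).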

In plants, NAS can catalyze and synthesize niacinamide (NA), which participates in iron ion transportation, distribution and storage, as well as transportation of other heavy metal ions [26]. Overexpression of *OsNAS1* in *Brassica napus* enhanced the protein level of five salt stress-related genes, including dehydrogenase, glutathione S-transferase, peroxidase, 20S proteasome beta subunit, and ribulose-1,5-bisphosphate carboxylase/oxygenase, and significantly improved the plant salt tolerance [26]. On the similar lines, NAS could play important roles in Pok exposed to salt stress. The expression pattern of a NAS gene (Os03g19724) was confirmed by qRT-PCR (Fig. 8).

**Fig. 8:**
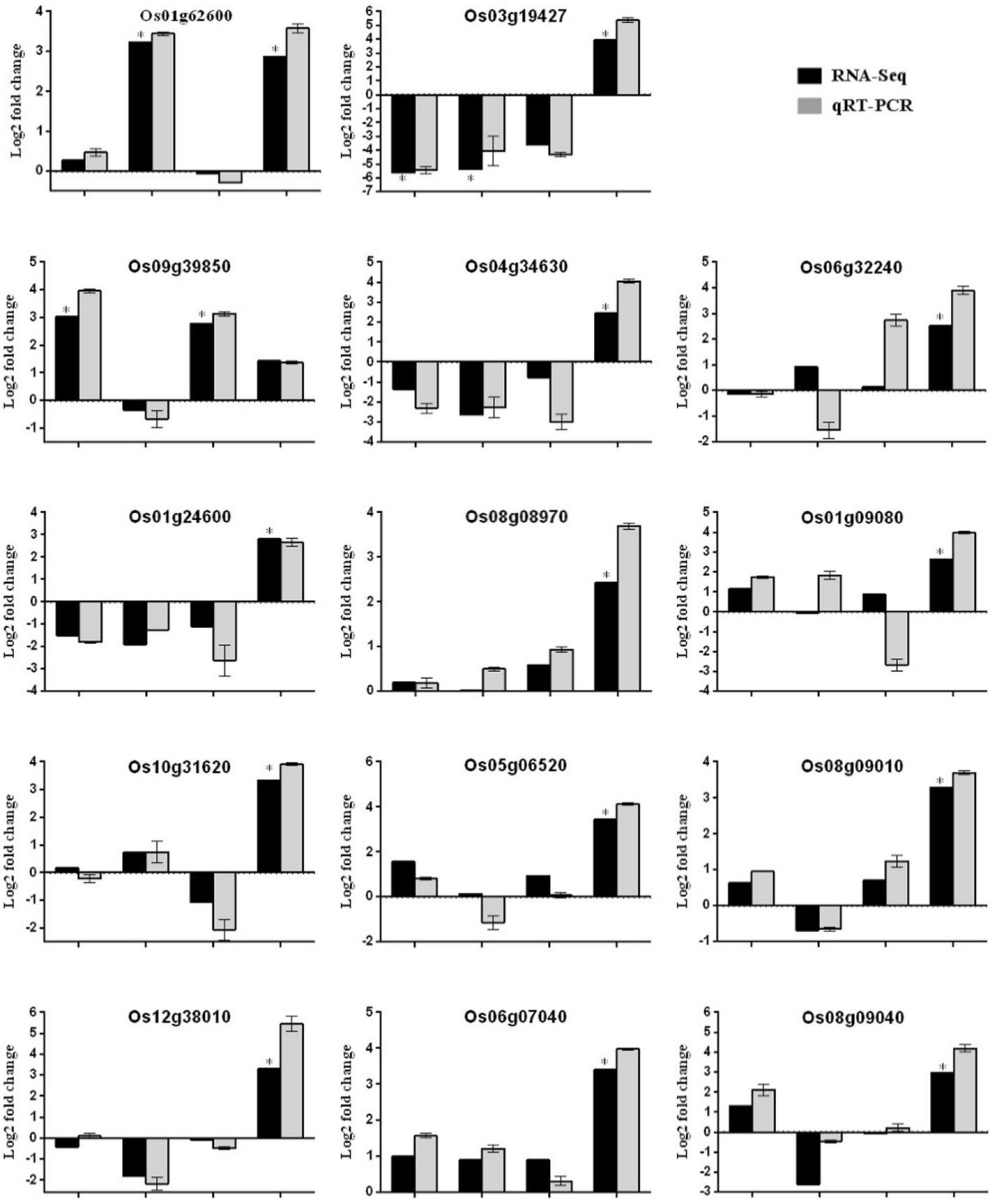
Quantitative RT-PCR validation of DEGs from RNA-Seq data. Y-axis represents log2 fold change or –ΔΔCt value; X-axis represented IR29 and Pok at the total RNA or polysomal (PS) RNA level. Each column represents mean ± SD.* indicates significantly regulated by RNA-Seq analysis

### Response to salt stress of genes highly expressed under control conditions

Without salt stress, a unique set of genes in Pok and IR29 displayed greater abundance both in the transcriptome and translatome, therefore we examined their response to salt stress. Such genes were represented by 215 and 265 in Pok and IR29, respectively (Fig. 3). 

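Among genes with more polysomal RNA in Pok under control conditions, an expressed protein rose after salt while a lipid transfer protein and nucleoside-triphosphatases fell. The expressed protein Os12g13910.1 rose from 2.77 to 10.3 FPKM in IR29 (log2 ratio 1.58) and from 6.32 to 23.1 FPKM in Pok (1.72). RAN GTPase-activating protein 1 (Os05g46560.1), which acts in nuclear transport, was 7.33 FPKM in IR29 control and 10.2 FPKM in IR29 salt (log2 ratio 0.43) and fell from 15.0 to 1.68 FPKM in Pok (−2.58). The lipid transfer protein LTPL122 (Os04g46830.2) fell from 18.6 to 6.50 FPKM in IR29 (log2 ratio −1.38) and from 65.6 to 16.3 FPKM in Pok (−1.94). The nucleoside-triphosphatases Os11g25260.1 and Os11g25330.1 fell from 141 to 41.5 FPKM and from 228 to 60.8 FPKM in Pok. Of all annotated transcripts higher in Pok control, 58 rose and 256 fell in Pok, against 104 and 74.1 from independent lists and 0.520 and 140.1 when values without a true change but with the shared Pok control library were simulated. The simulated noise was set from the observed salt ratios, true responses included, so no excess or lack can be read from it.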

Of the 215 high basal expressed genes in Pok, only six were altered at the translational level in Pok; two were upregulated (iron/ascorbate-dependent oxidoreductase-Os06g08041.1, and expressed protein-Os12g13910.1) and four were downregulated (RAN GTPase-activating protein 1-Os05g46560.1, LTPL122-Os04g46830.2, nucleoside-triphosphatases -Os11g25260.1 and Os11g25330.1). Similarly, of the 265 genes with high expression in IR29 under control conditions, 30 were regulated at the translational level in response to salt stress; five genes were upregulated (a proteinase inhibitor II family protein, three SCP-like extracellular proteins and one wound-induced protein) and 25 were downregulated; 17 of these were significantly downregulated at the transcriptional level. Most of these downregulated genes were stress-associated or cell wall-associated genes such as the copper/zinc superoxide dismutase (Os07g46990), peroxidase, glycine-rich cell wall protein, LTP protein and plastocyanin-like protein (Additional file 8: Table S6). 

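The 5 genes of Table S6 that rose in IR29 also rose in Pok, though the authors picked them on the IR29 libraries. The proteinase inhibitor Os03g52370.2 rose from 89.1 to 369 FPKM in IR29 (log2 ratio 2.04) and from 38.7 to 218 FPKM in Pok (2.46). The SCP-like genes Os07g03279.1 and Os07g03368.1, which had near-identical ratios, rose from 26.3 to 149.7 FPKM and from 35.5 to 204 FPKM in IR29. The wound-induced protein Os11g37950.1 rose from 12.3 to 63.1 FPKM in IR29 (log2 ratio 2.27) and from 5.27 to 44.6 FPKM in Pok (2.86). As a family, of the proteinase inhibitors 6 of 11 rose and 0 fell in IR29 (median log2 ratio 1.24, 1.09 after centring, percentile 99.9) and 7 rose and 0 fell in Pok (median log2 ratio 1.30, percentile 100).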

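Lipid transfer proteins, small secreted proteins that bind lipids, had more members that fell than rose in IR29 and the reverse in Pok: 7 of 81 rose and 20 fell in IR29 (median log2 ratio −0.41, −0.62 after centring, percentile 0), while 19 rose and 5 fell in Pok (median log2 ratio 0.38, percentile 100). LTPL112 (Os02g44310.1) fell from 116 to 6.99 FPKM in IR29 (log2 ratio −3.87) and was 31.8 FPKM in Pok control and 41.0 FPKM in Pok salt (0.36). The phytases Os04g24340.1 and Os04g24460.1, which release phosphate, fell from 12.7 to 1.87 FPKM and from 11.7 to 2.01 FPKM in IR29. The dirigent protein Os12g12600.1 fell from 18.1 to 3.34 FPKM in IR29 (log2 ratio −2.13) and was 1.83 FPKM in Pok control and 3.91 FPKM in Pok salt (0.79). Of the 25 downregulated genes of Table S6, all fell in IR29, as selected, 4 rose in Pok and 0 fell there. The root-expressed list, which is not independent of the paper's genes, moved with them (median log2 ratio −1.06 in IR29 and 0.73 in Pok).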

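A chitinase, a hevein, a cupin and a hemoglobin were among genes with more polysomal RNA in IR29 control that rose in Pok after salt. CHIT17 (Os05g33130.1) was 10.6 FPKM in IR29 control and 20.5 FPKM in IR29 salt (log2 ratio 0.89) and rose from 3.29 to 32.5 FPKM in Pok (2.96), and the hevein family protein Os04g09390.1 rose from 8.04 to 16.1 FPKM in IR29 (log2 ratio 0.92) and from 0.908 to 15.0 FPKM in Pok (3.07). Of chitinases and hevein as a family, 8 of 12 rose and 0 fell in IR29 (median log2 ratio 1.05, 0.81 after centring, percentile 100) and 7 rose and 0 fell in Pok (median log2 ratio 1.47, percentile 100). The cupin Os08g09010.1 was 8.89 FPKM in IR29 control and 14.5 FPKM in IR29 salt (log2 ratio 0.65) and rose from 1.65 to 16.2 FPKM in Pok (2.69), and the non-symbiotic hemoglobin Os03g12510.1 rose from 13.0 to 32.8 FPKM in IR29 (log2 ratio 1.27) and from 5.74 to 32.8 FPKM in Pok (2.32). Of the 63 genes in Table S7, which the authors selected on these libraries, 17 rose and 9 fell in IR29, and Pok control was the lowest of the 4 libraries for 59. Among all annotated transcripts, 297 were higher in IR29 control and rose in Pok, against 36.0 from independent lists and 103 when values without a true change but with the shared Pok control library were simulated. Since the noise of that simulation was set from the observed salt ratios, true responses included, no excess can be read from it.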

Surprisingly, of the 265 high basal expression genes in IR29, 63 were significantly upregulated in Pok at the translational level (Additional file 9: Table S7). A notable example is thionin proteins, which are small cysteine-rich peptides potentially involved in plant pathogen responses [27]. 

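Of the thionins in polysomal RNA, 0 of 19 were higher and 11 lower in Pok control (median log2 ratio −3.24, −3.56 after centring, percentile 0). The 10 thionin or thionin-like genes of Table S7 stood at 77.4 to 554 FPKM (median 402) in IR29 control and at 34.1 to 484 FPKM (median 308) in IR29 salt. THION3 (Os06g31890.1) was 554 FPKM in IR29 control and 484 FPKM in IR29 salt (log2 ratio −0.20), and THION8 (Os06g32200.1) was 439 FPKM in IR29 control and 271 FPKM in IR29 salt (log2 ratio −0.69). The thionin-like peptide Os07g24820.1 fell from 77.4 to 34.1 FPKM in IR29 (log2 ratio −1.16). Across the whole family, 2 of 19 rose and 2 fell in IR29 (median log2 ratio −0.13, −0.39 after centring, percentile 9.00). Of the 10, 8 lie on chromosome 6 between 18465977 and 18773644, and all 10 had their lowest value in Pok control. The authors selected these 10 for a higher level in IR29 control than in Pok control, and they are among the 11 lower members. The root-expressed list was also lower in Pok control than in IR29 control (median log2 ratio −0.61).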

Approximately 10 thionin or thionin-like peptides were highly expressed in IR29 under non-stress conditions and their expression was unaltered or slightly suppressed upon salt stress in IR29. In contrast, these thionin genes were significantly upregulated in Pok at the translational level, which suggests that they may have a role in salt tolerance. 

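In Pok the same 10 genes all rose, as they must, since the authors selected Table S7 on these libraries for a rise in Pok. They stood at 4.37 to 35.0 FPKM in control (median 24.6) and at 27.7 to 205 FPKM after salt (median 143), with log2 ratios of 1.84 to 2.86. Their median after salt in Pok thus stayed below that of IR29 control. Of the whole family, these 10 included, 14 of 19 rose and 0 fell in Pok (median log2 ratio 2.11, percentile 100). The root-expressed list also rose from its value in Pok control (median log2 ratio 0.73). THION3 (Os06g31890.1) rose from 34.4 to 199 FPKM in Pok (log2 ratio 2.50), and THION8 (Os06g32200.1) rose from 18.4 to 139 FPKM in Pok (log2 ratio 2.86). A thionin outside Table S7, THION34 (Os12g26960.1), rose from 3.44 to 20.6 FPKM in IR29 (log2 ratio 2.28) and from 1.49 to 31.5 FPKM in Pok (3.71).

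**Figure D2:**
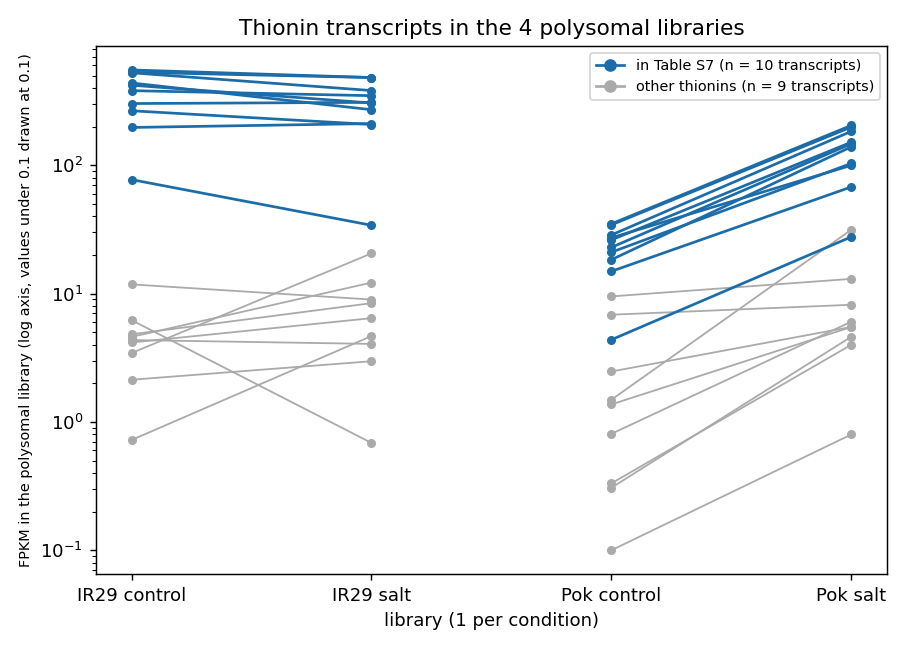
FPKM of the 19 thionin transcripts in the 4 polysomal libraries (log axis, values under 0.1 drawn at 0.1), with lines joining control and salt within each genotype. The 10 transcripts of Table S7 lie at 77.4 FPKM or more in IR29 control and at 35.0 FPKM or less in Pok control. The authors selected them as higher in IR29 control and rising in Pok.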

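The DnaJ chaperone Os01g42190.1, a co-chaperone of hsp70, rose from 1.30 to 8.13 FPKM in IR29 (log2 ratio 1.99) and was 6.37 FPKM in Pok control and 9.18 FPKM in Pok salt (log2 ratio 0.47). The expressed protein Os04g06520.1 rose from 0.619 to 6.56 FPKM in IR29 (log2 ratio 2.22) and from 11.3 to 23.0 FPKM in Pok (0.97). Of DnaJ and hsp70 chaperones as a family, 10 of 68 rose and 2 fell in IR29 (median log2 ratio 0.31, 0.07 after centring, percentile 77.3) and 9 rose and 1 fell in Pok (median log2 ratio 0.13, percentile 67.2). Another DnaJ gene, Os03g56540.1, rose from 3.42 to 22.3 FPKM in IR29 (log2 ratio 2.40) and from 5.65 to 15.8 FPKM in Pok (1.34), and the DnaK gene Os03g16920.1 rose from 1.91 to 7.00 FPKM in IR29 (log2 ratio 1.46) and from 1.17 to 17.7 FPKM in Pok (3.11).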

Contrastingly, only two genes with high basal expression in Pok were induced by salt stress at the translation level in IR29: one was heat shock protein DnaJ (Os01g42190.1), and the other was an expressed protein (Os04g06520.1).

### **Translational** differences between IR29 and Pok under salt stress

The mRNAs associated with polysomes represent the translation step of protein synthesis and are therefore a good predictor of protein abundance. To identify translational differences between the genotypes, the DEGs at the translational level were compared. Among the 896 total DEGs, 123, accounting for ~ 13.7% of the total DEGs, were annotated as expressed proteins or hypothetical proteins, similar to a recent report [28]; how these expressed proteins contribute to salt tolerance needs further study. 

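Of the 896 genes that Table S3 lists at the translational level, 129 carried only expressed or hypothetical protein as annotation in the deposited table. Among them, Os01g68290.1 rose from 0.199 to 12.8 FPKM in IR29 (log2 ratio 3.53) and from 0.521 to 19.3 FPKM in Pok (3.74), and Os06g44190.1 rose from 2.33 to 36.7 FPKM in IR29 (log2 ratio 3.50) and from 4.68 to 54.7 FPKM in Pok (3.29). The expressed protein Os11g23930.1 fell from 13.4 to 1.01 FPKM in IR29 (log2 ratio −2.84) and was 1.61 FPKM in Pok control and 4.06 FPKM in Pok salt (0.96). The hypothetical protein Os06g39726.1 was 120.1 FPKM in IR29 control and 77.3 FPKM in IR29 salt (log2 ratio −0.63) and rose from 22.4 to 162 FPKM in Pok (2.80).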

Overall, 203 DEGs were shared between IR29 and Pok, whereas 299 and 399 were specific to IR29 and Pok, respectively (Additional file 6: Figure S2). 

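By the size limits alone, many genes of the genotype-specific lists changed in both genotypes. The lists of Table S3 share 208 genes, of which 199 rose in both. Of the 224 genes listed for IR29 only that rose there, 98 also rose in Pok, and of the 343 listed for Pok only that rose there, 124 also rose in IR29. Being past a threshold in one genotype and not in the other does not show a difference between them, and none could be tested. The jacalin-like lectin Os06g12180.1 fell from 5.14 to 0.311 FPKM in IR29 (log2 ratio −2.23) and was 0.452 FPKM in Pok control and 0.544 FPKM in Pok salt (0.09), and the metal cation transporter Os01g74110.1 fell from 11.2 to 2.37 FPKM in IR29 (log2 ratio −1.86) and was 1.41 FPKM in Pok control and 1.77 FPKM in Pok salt (0.20). Both genes stayed under 5 FPKM in the Pok libraries, so no fall could have been called there.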

To assess the differences in the GO enrichment of the translatome in Pok and IR29, batch SEA analysis with agriGO was used. This analysis showed a sharp difference in GO terms between the genotypes (Fig. 9). The GO terms such as the carbohydrate metabolic process, glycolysis, protein tyrosine kinase activity, regulation of biosynthetic process and hydrolase activity were enriched in IR29, whereas response to stress, transporter activity, apoplast, extracellular region and response to water were enriched in Pok (Fig. 9). To further envision the pathways affected by salt stress in IR29 and Pok, we visualized the functional classification of DEGs at the translational level by using MapMan. 

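Of 48 gene lists, fixed before the data were examined apart from a later correction of the thionin list, 16 had a median above and 12 below the central 95% of random lists in IR29, and 29 above and 6 below in Pok. Many of these lists are families that the paper reports as responsive in these same libraries. Their medians and percentiles are therefore not independent of its results. Of the laccases, enzymes of secondary metabolism, 2 of 16 rose and 1 fell in IR29 (median log2 ratio −0.09, −0.31 after centring, percentile 3.30) and 4 rose and 1 fell in Pok (median log2 ratio 0.46, percentile 97.7). The laccase Os11g42200.1 rose from 0.994 to 15.7 FPKM in IR29 (log2 ratio 3.07) and from 1.22 to 11.0 FPKM in Pok (2.43), and Os01g62600.1 was 5.71 FPKM in IR29 control and 5.45 FPKM in IR29 salt (log2 ratio −0.06) and rose from 1.59 to 11.7 FPKM in Pok (2.29).

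**Figure D3:**
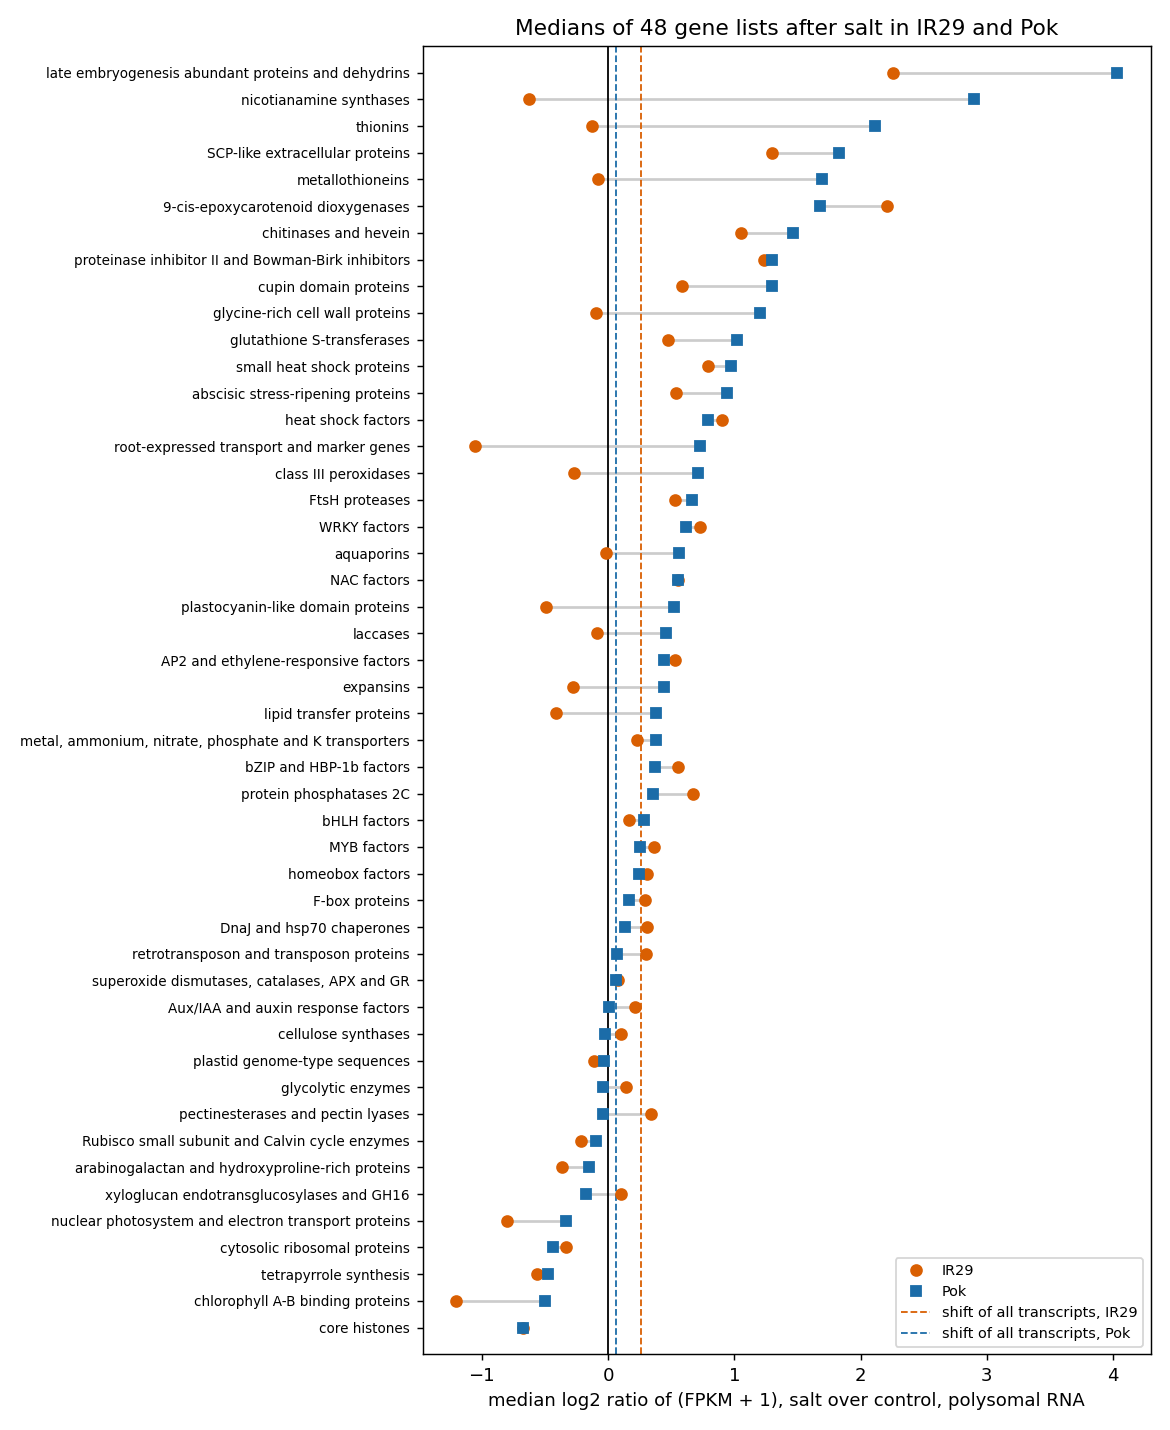
Median log2 ratio of (FPKM + 1), salt over control, of 48 gene lists in IR29 (circles) and Pok (squares), with dashed lines at the median shift of all transcripts in each genotype. Late embryogenesis abundant proteins and dehydrins lie at 2.26 in IR29 and 4.03 in Pok, and core histones (with histone H1) lie lowest in Pok at −0.67.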

Overall, the differences between Pok and IR29 were apparent in terms of the pathways related to photosynthesis, cell wall synthesis, and secondary metabolism especially at the translational level (Fig. 10). However, a caution needs to be exercised when extrapolating the gene expression regulation to biological function as suggested by the guilt by association analyses [29], and the identified gene networks and pathways needs further/functional validations.

**Fig. 9:**
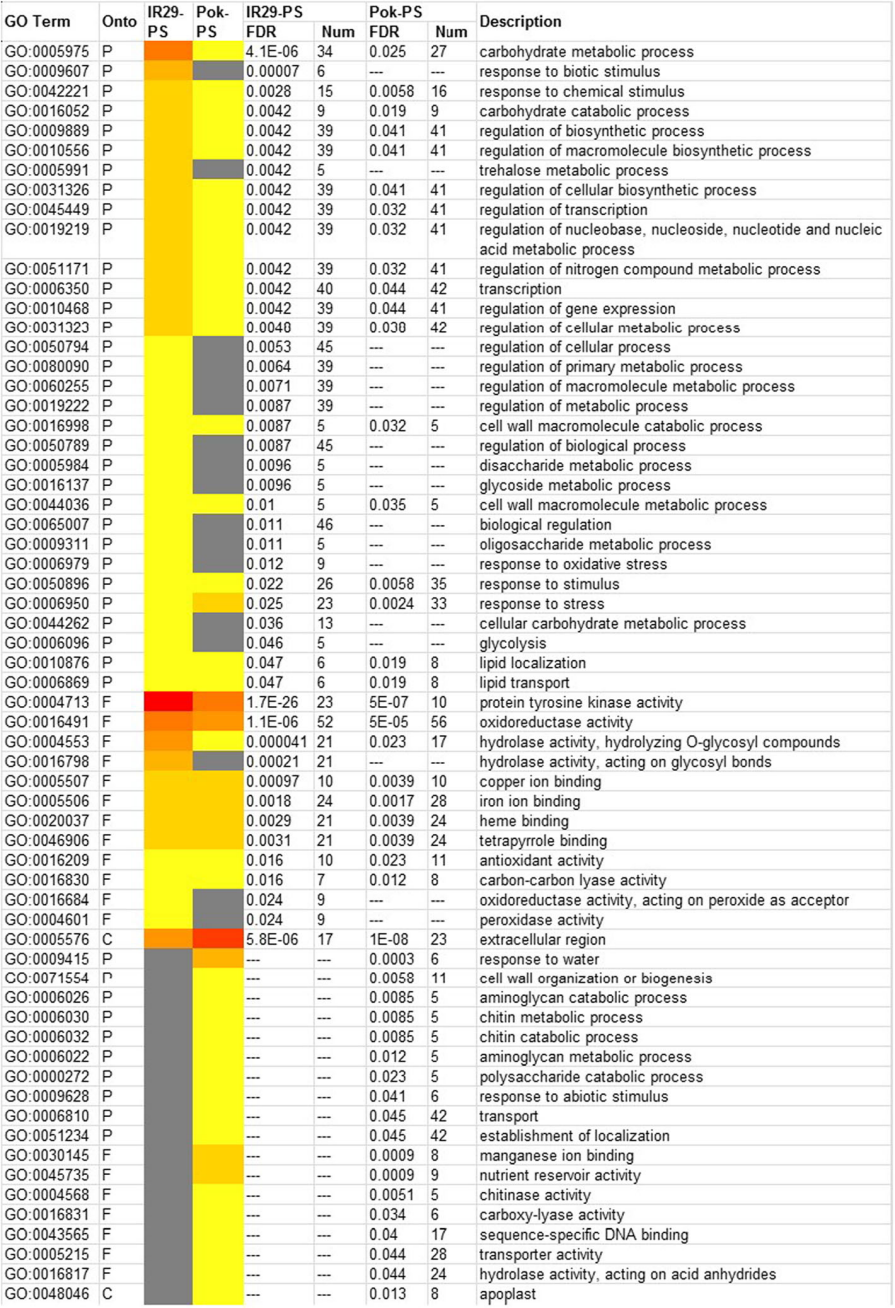
Comparative analysis of enriched GO terms for DEGs in IR29 and Pok at the translational level

**Fig. 10:**
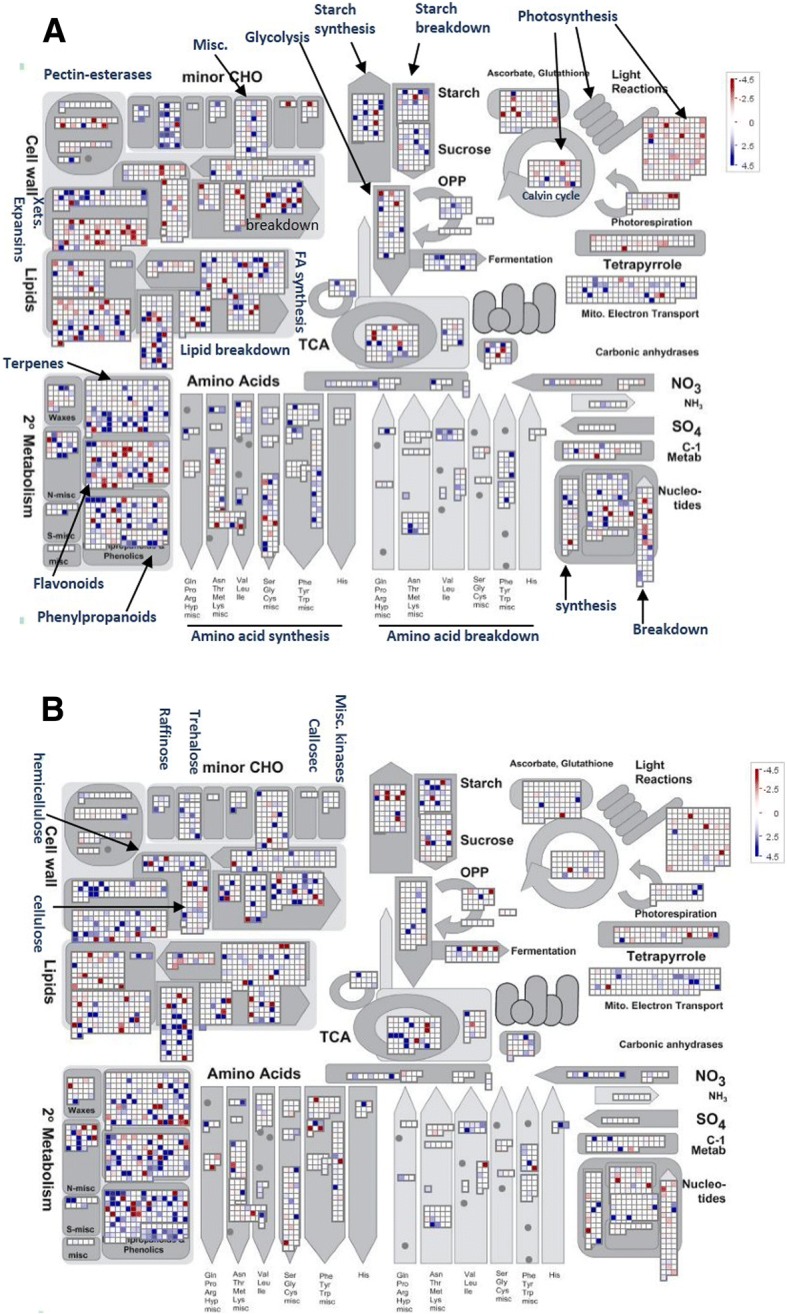
Mapman visualization of salt stress-responsive genes assigned to metabolism at the translational level. A: Salt stress-responsive genes in IR29 at the translational level. B: Salt stress-responsive genes in Pok at the translational level. In panels A and B, the grids represent individual genes. The up- and downregulated genes are indicated in blue and red, respectively. The color brightness represents the degree of difference, as shown in the scale on the right

#### The effect of salt stress on photosynthesis was less severe in Pok

A previous study showed that genes associated with photosynthesis were downregulated within minutes of salt stress but stabilized immediately (within 30 min) in Pok, whereas IR29 almost wilted after 24 h [30]. Consistently, we found the genes associated with photosynthesis were less severely affected in Pok than in IR29 during salt stress (Fig. 10). For example, chlorophyll A-B binding proteins (Os11g13890, Os01g52240.1), ribulose bisphosphate carboxylase small chain (Os12g17600) and plastocyanin-like domain containing proteins (Os07g01440, Os07g35860, Os04g53710) were significantly downregulated in IR29 (Additional file 4: Table S3). Similarly, the genes associated with tetrapyrroles synthesis, light reaction, and Calvin cycle were more repressed in IR29 compared to Pok. 

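Light-harvesting proteins had negative medians in polysomal RNA of both genotypes, further from 0 in IR29. Of the chlorophyll A-B binding proteins, 0 of 14 rose and 11 fell in IR29 (median log2 ratio −1.21, −1.45 after centring, percentile 0) and 0 rose and 1 fell in Pok (median log2 ratio −0.50, percentile below 1), and the log2 ratio was larger in Pok for 13 of 14. Os04g38410.1 fell from 66.4 to 25.6 FPKM in IR29 (log2 ratio −1.34) and was 123 FPKM in Pok control and 86.0 FPKM in Pok salt (−0.51), and Os06g21590.1 fell from 392 to 155 FPKM in IR29 (log2 ratio −1.33) and was 629 FPKM in Pok control and 407 FPKM in Pok salt (−0.63). Of nuclear photosystem and electron transport proteins, 2 of 30 rose and 10 fell in IR29 (median log2 ratio −0.80, −1.03 after centring, percentile 0) and 1 rose and 5 fell in Pok (median log2 ratio −0.34, percentile below 1). The photosystem II 10 kDa polypeptide Os07g05365.1 rose from 1.15 to 21.4 FPKM in IR29 (log2 ratio 3.38) and from 4.72 to 47.9 FPKM in Pok (3.10).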

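Each of these genes fell in IR29, and the Rubisco small chain fell in Pok as well. The Rubisco small chain Os12g17600.2, on chromosome 12 from 10077809 to 10079072, fell from 2075 to 189 FPKM in IR29 (log2 ratio −3.45) and from 1759 to 739 FPKM in Pok (−1.25). The chlorophyll A-B binding protein Os01g52240.1 fell from 781 to 143 FPKM in IR29 (log2 ratio −2.44) and was 809 FPKM in Pok control and 404 FPKM in Pok salt (−0.998), and the main transcript Os11g13890.1 fell from 566 to 260.1 FPKM in IR29 (log2 ratio −1.12) and was 710.1 FPKM in Pok control and 562 FPKM in Pok salt (−0.34). Another transcript of that locus, Os11g13890.4, was 10.4 FPKM in IR29 control and listed at 0 in IR29 salt. The plastocyanin-like genes Os07g01440.1, Os07g35860.1 and Os04g53710.1 fell in IR29 from 16.3 to 1.33 FPKM, from 5.63 to 0.1002 FPKM and from 16.7 to 0.659 FPKM. Plastocyanin-like domain proteins are mostly secreted copper proteins, and of this family 8 of 32 rose and 6 fell in IR29 (median log2 ratio −0.49, −0.72 after centring, percentile 0) and 12 rose and 2 fell in Pok (median log2 ratio 0.52, percentile 100). The medians of the root-expressed list, which moved the same way but is not independent of the paper's genes, were −1.06 in IR29 and 0.73 in Pok.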

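Enzymes of tetrapyrrole synthesis, the path to chlorophyll, had negative medians in both genotypes: 0 of 18 rose and 2 fell in IR29 (median log2 ratio −0.57, −0.80 after centring, percentile 0) and 0 rose and 2 fell in Pok (median log2 ratio −0.47, percentile 0). Protochlorophyllide reductase A (Os04g58200.1) fell from 44.2 to 9.70 FPKM in IR29 (log2 ratio −2.08) and was 33.1 FPKM in Pok control and 23.7 FPKM in Pok salt (−0.46), and the magnesium-protoporphyrin methyltransferase Os06g04150.1 fell from 25.8 to 10.5 FPKM in IR29 (log2 ratio −1.21) and was 36.7 FPKM in Pok control and 28.3 FPKM in Pok salt (−0.36). Of Rubisco small subunit and Calvin cycle enzymes, 6 of 41 rose and 10 fell in IR29 (median log2 ratio −0.22, −0.45 after centring, percentile below 1) and 6 rose and 3 fell in Pok (median log2 ratio −0.09, percentile 9.40), and the IR29 median became 0.02 with 1 value per locus. This list takes in genes annotated as glyceraldehyde-3-phosphate dehydrogenase or phosphoglycerate kinase, Os02g38920 among them, and so holds enzymes of glycolysis as well. The Rubisco large chain sequence Os05g35330.1 fell from 137 to 55.2 FPKM in IR29 (log2 ratio −1.29) and was 74.1 FPKM in Pok control and 42.7 FPKM in Pok salt (−0.78). Of the sequences of plastid genome type, 0 of 28 rose and 5 fell in IR29 (median log2 ratio −0.11, −0.36 after centring, percentile 2.60) and 3 rose and 0 fell in Pok (median log2 ratio −0.03, percentile 26.4). With libraries made from poly(A) RNA, these sequences, the Rubisco large chain among them, may not show the level of chloroplast RNA on polysomes.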

FtsH-like chloroplast proteins associated with the attenuation of adverse impacts of Na^+^ on the photosynthetic electron transport chain were accumulated in maize under salt stress [31]. 

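FtsH proteases, which remove damaged membrane proteins in chloroplasts and mitochondria, had some members that rose in each genotype: 2 of 11 rose and 0 fell in IR29 (median log2 ratio 0.53, 0.28 after centring, percentile 93.1) and 3 rose and 0 fell in Pok (median log2 ratio 0.66, percentile 98.7). OsFtsH7 (Os02g43350.1) was 2.07 FPKM in IR29 control and 1.84 FPKM in IR29 salt (log2 ratio −0.11) and rose from 1.37 to 9.75 FPKM in Pok (2.18). OsFtsH8 transcripts Os05g38400.3 and Os05g38400.1 were listed at 0 in Pok control and at 11.6 and 8.31 FPKM in Pok salt, while in IR29 they were 11.0 and 3.25 FPKM in control and 14.7 and 4.14 FPKM in salt. OsFtsH2 (Os06g45820.2) rose from 15.4 to 37.5 FPKM in IR29 (log2 ratio 1.23) and was 34.7 FPKM in Pok control and 33.9 FPKM in Pok salt (−0.03).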

Consistently, this protein (Os02g43350 and Os05g38400) was specifically upregulated in Pok. Another worth pointing gene that is exclusively induced in Pok was transketolase (Os04g19740), which transfers a residue with two carbon atoms from fructose-6-phosphate to glyceraldehydes-3-phosphate, thereby producing ribulose-1,5-bisphosphate (RuBP); this process is important for RuBP regeneration and photosynthesis. 

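The transketolase Os04g19740.1, on chromosome 4 from 11017354 to 11023384, rose from 2.07 to 8.67 FPKM in IR29 (log2 ratio 1.65) and from 2.21 to 12.9 FPKM in Pok (2.12). Another transketolase, Os08g42410.1, fell from 8.86 to 1.00 FPKM in IR29 (log2 ratio −2.30) and was 7.63 FPKM in Pok control and 3.99 FPKM in Pok salt (−0.79).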

The exclusive induction of transketolase at the protein level was consistent with a recent report [28]. Taken together, translationally increased FtsH and transketolase in salt-tolerant Pok likely ensures that the photosynthesis is less affected in Pok under salt stress.

#### Better maintenance of cell wall integrity in Pok under salt stress

Being the first barrier to environmental stress, the cell wall should respond fast by modulating its structure and composition. Therefore, cell wall integrity plays an important role during stress conditions [32, 33]. 

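SCP-like extracellular proteins, a family of secreted cysteine-rich proteins, had high medians in both genotypes: 12 of 21 rose and 2 fell in IR29 (median log2 ratio 1.30, 1.07 after centring, percentile 100) and 11 rose and 0 fell in Pok (median log2 ratio 1.83, percentile 100), with 8 rising in both and 7 in neither direction in IR29 and 10 in Pok. Os07g03580.1 rose from 2.00 to 22.6 FPKM in IR29 (log2 ratio 2.97) and from 2.10 to 13.3 FPKM in Pok (2.20), and Os10g11500.1 rose from 63.3 to 196 FPKM in IR29 (log2 ratio 1.62) and from 30.2 to 179 FPKM in Pok (2.53). Os07g03288.1 and Os07g03377.1 had identical values, rising from 1.79 to 24.3 FPKM in IR29 and from 0.586 to 6.21 FPKM in Pok. A member that went the other way in IR29, Os02g54570.1, fell from 8.50 to 0.388 FPKM in IR29 (log2 ratio −2.77) and was 4.04 FPKM in Pok control and 4.98 FPKM in Pok salt (0.25).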

Different genotypes can share a common mechanism; for example, a similar number of SCP-like extracellular proteins was upregulated by salt stress in Pok and IR29 genotypes (i.e., nine vs ten), which indicates the essential role of SCP-like protein in keeping the cell wall integrity (Additional file 4: Table S3); however, other mechanisms can vary depending on the genotype and its ability to tolerate salinity. Overall, the GO terms cell wall component and organization, and extracellular region were enriched in Pok. The genes associated with cell wall structure were downregulated more in IR29 compared to Pok. 

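Arabinogalactan and hydroxyproline-rich proteins had negative medians in both genotypes, unlike the glycine-rich wall proteins, whose median in Pok was 1.21. Of the arabinogalactan and hydroxyproline-rich proteins, 2 of 31 rose and 3 fell in IR29 (median log2 ratio −0.36, −0.61 after centring, percentile 0) and 3 rose and 1 fell in Pok (median log2 ratio −0.15, percentile 1.10). The fasciclin domain gene Os02g20540.1 fell from 16.3 to 5.96 FPKM in IR29 (log2 ratio −1.31) and was 24.3 FPKM in Pok control and 16.0 FPKM in Pok salt (−0.57). The extensin-type gene Os10g39890.1, annotated as Pollen Ole e I allergen and extensin, fell from 8.82 to 0.450 FPKM in IR29 (log2 ratio −2.76) and was 2.72 FPKM in Pok control and 4.45 FPKM in Pok salt (0.55). The wall-associated kinase Os10g07556.1, a receptor that binds pectin, fell from 10.5 to 1.72 FPKM in IR29 (log2 ratio −2.07) and was 1.45 FPKM in Pok control and 1.91 FPKM in Pok salt (0.25).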

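Among the enzymes of pectin, xyloglucan and cellulose, few passed the size limits in either direction. Of xyloglucan endotransglucosylases and GH16 enzymes, 1 of 18 rose and 2 fell in IR29 (median log2 ratio 0.10, −0.06 after centring, percentile 19.6) and 2 rose and 2 fell in Pok (median log2 ratio −0.17, percentile 2.70). The GH16 enzyme Os02g17880.1 fell from 5.72 to 0.532 FPKM in IR29 (log2 ratio −2.13) and was 2.87 FPKM in Pok control and 1.32 FPKM in Pok salt (−0.74), and Os03g01800.1 fell from 5.48 to 1.44 FPKM in IR29 (log2 ratio −1.41) and was 3.13 FPKM in Pok control and 4.88 FPKM in Pok salt (0.51). Of the cellulose synthases, 1 of 27 rose and 0 fell in IR29 (median log2 ratio 0.11, −0.14 after centring and −0.04 with upper-quartile scaling, percentile 14.2) and 3 rose and 0 fell in Pok (median log2 ratio −0.02, percentile 15.4). CSLE1 (Os09g30120.1) rose from 4.35 to 14.2 FPKM in IR29 (log2 ratio 1.51) and from 3.40 to 15.7 FPKM in Pok (1.93). Of pectinesterases and pectin lyases, 7 of 53 rose and 1 fell in IR29 (median log2 ratio 0.34, 0.16 after centring, percentile 90.0) and 8 rose and 3 fell in Pok (median log2 ratio −0.04, percentile 5.90). The pectinesterase inhibitor domain gene Os03g01020.1 fell from 65.8 to 28.0 FPKM in IR29 (log2 ratio −1.20) and was 107 FPKM in Pok control and 61.8 FPKM in Pok salt (−0.78), and the pectinesterase Os05g29790.1 rose from 5.52 to 11.3 FPKM in IR29 (log2 ratio 0.92) and from 1.79 to 14.0 FPKM in Pok (2.43).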

The expression of pectin, xyloglucan endotransglucosylase/hydrolase, cellulose and hemicellulose was severely repressed by salt stress in IR29 at the translational level, whereas translation of these genes in Pok was less affected (Fig. 10). Other cell wall-related genes such as the expansin precursor, hydroxyl proline-rich glycoprotein, glycine rich cell wall structural protein, and CDP were exclusively induced in Pok.

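Within these families, members rose in one genotype or in both. The hydroxyproline-rich glycoprotein Os01g02160.1 was 3.17 FPKM in IR29 control and 1.05 FPKM in IR29 salt (log2 ratio −1.03) and rose from 1.06 to 7.44 FPKM in Pok (2.03), and Os02g31080.1 rose from 2.00 to 9.39 FPKM in IR29 (log2 ratio 1.79) and from 3.48 to 7.16 FPKM in Pok (0.86). The beta-expansin Os06g47360.1 rose from 5.80 to 42.3 FPKM in IR29 (log2 ratio 2.67) and from 9.53 to 27.5 FPKM in Pok (1.44). The cupin domain gene Os09g37976.1 rose from 0.2002 to 10.1 FPKM in IR29 (log2 ratio 3.21) and was 0.591 FPKM in Pok control and 4.00 FPKM in Pok salt (1.65).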

Expansins are cell wall proteins that provide the required strength for plant growth and development. Recently, it was shown that the expansins could improve plant stress tolerance [34]. Furthermore, the expansins tend to increase their abundance in salt-tolerant compared to salt-sensitive maize [35]. Consistent with these observations, three expansins (Os01g14650, Os02g16730, Os05g19570) were highly upregulated in Pok under salt stress, whereas at least one expansin (Os06g01920) was repressed in IR29. 

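Of the expansins in polysomal RNA, 6 of 38 rose and 5 fell in IR29 (median log2 ratio −0.28, −0.48 after centring, percentile 0) and 7 rose and 0 fell in Pok (median log2 ratio 0.45, percentile 99.9), so that most passed in neither direction. Os01g14650.1 rose from 3.76 to 7.72 FPKM in IR29 (log2 ratio 0.87) and from 1.44 to 7.87 FPKM in Pok (1.86), Os02g16730.1 was 4.43 FPKM in IR29 control and 1.57 FPKM in IR29 salt (log2 ratio −1.08) and rose from 1.28 to 5.80 FPKM in Pok (1.57), and Os05g19570.1 was 5.95 FPKM in IR29 control and 4.23 FPKM in IR29 salt (log2 ratio −0.41) and rose from 2.91 to 16.8 FPKM in Pok (2.18). Os06g01920.1 fell from 6.37 to 0.0331 FPKM in IR29 (log2 ratio −2.84) and was 0.192 FPKM in Pok control and 0.636 FPKM in Pok salt (0.46), and Os03g01260.1 fell from 15.1 to 5.66 FPKM in IR29 (log2 ratio −1.28) and rose from 5.41 to 11.3 FPKM in Pok (0.93). The root-expressed list, which is not independent of the paper's genes, moved with the expansins (median log2 ratio −1.06 in IR29 and 0.73 in Pok).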

The gene encoding arabinogalactan protein (Os06g21410) was upregulated in Pok, which is consistent with a previous report [21]. 

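The arabinogalactan peptide gene Os06g21410.1, on chromosome 6 from 12365452 to 12367161, rose from 20.8 to 53.5 FPKM in IR29 (log2 ratio 1.32) and from 5.18 to 46.4 FPKM in Pok (2.94). In control seedlings its log2 ratio of Pok over IR29 was −1.82.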

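A cluster of glycine-rich cell wall genes on chromosome 10 fell in IR29 and rose in Pok. Of the whole family, 4 of 23 rose and 9 fell in IR29 (median log2 ratio −0.09, −0.34 after centring, percentile 3.00) and 13 rose and 1 fell in Pok (median log2 ratio 1.21, percentile 100), and 9 members did both. Os10g31660.1, on chromosome 10 from 16521056 to 16521876, fell from 113 to 21.6 FPKM in IR29 (log2 ratio −2.33) and rose from 70.5 to 142 FPKM in Pok (1.00). Os10g31530.1 fell from 24.8 to 3.45 FPKM in IR29 (log2 ratio −2.53) and rose from 9.89 to 26.7 FPKM in Pok (1.35), Os10g31710.1 fell from 58.7 to 12.5 FPKM in IR29 (log2 ratio −2.14) and rose from 25.2 to 57.8 FPKM in Pok (1.17), and Os10g31620.1 fell from 11.8 to 5.63 FPKM in IR29 (log2 ratio −0.95) and rose from 1.74 to 17.8 FPKM in Pok (2.78). Outside the cluster, Os04g56040.1 rose from 1.73 to 9.20 FPKM in IR29 (log2 ratio 1.899) and from 2.11 to 10.8 FPKM in Pok (1.92), and Os01g06310.1 rose from 13.5 to 35.1 FPKM in IR29 (log2 ratio 1.32) and from 5.65 to 47.2 FPKM in Pok (2.86). The medians of the root-expressed list, which moved the same way as the cluster but is not independent of the paper's genes, were −1.06 in IR29 and 0.73 in Pok.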

Three glycine-rich proteins (Os04g56040, Os10g31620, Os01g06310) were upregulated in the translatome of Pok, whereas three other related glycine-rich cell proteins (Os10g31530, Os10g31710, Os10g31660) were repressed in IR29. Cupin domain-containing protein (CDP) possesses biochemical activities associated with the cell wall. 

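Cupin domain proteins, a family of germin-like and seed storage-type proteins, had positive medians in both genotypes: 12 of 30 rose and 2 fell in IR29 (median log2 ratio 0.58, 0.37 after centring, percentile 99.8) and 12 rose and 1 fell in Pok (median log2 ratio 1.30, percentile 100), with 6 rising in both. Os08g09060.1 rose from 3.75 to 13.3 FPKM in IR29 (log2 ratio 1.58) and from 1.22 to 13.2 FPKM in Pok (2.68), and Os08g09040.1 was 5.77 FPKM in IR29 control and 5.49 FPKM in IR29 salt (log2 ratio −0.06) and rose from 0.997 to 7.85 FPKM in Pok (2.15). Os08g13440.2 was listed at 0 in both IR29 libraries, and it rose from 2.50 to 8.81 FPKM in Pok (log2 ratio 1.49).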

The induction of CDP3.1 and CDP3.2 was suggested to improve seed germination and seedling growth under salt stress [36], and consistent with this, more CDP proteins (eight in Pok but only four in IR29) were upregulated in the translatome of Pok as compared with IR29 (Additional file 4: Table S3); the upregulation of three CDPs was confirmed by qRT-PCR (Fig. 8). 

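Class III peroxidases, secreted enzymes that act in lignin formation among other roles, mostly passed the limits in neither direction: 11 of 93 rose and 17 fell in IR29 (median log2 ratio −0.27, −0.51 after centring, percentile 0) and 29 rose and 1 fell in Pok (median log2 ratio 0.71, percentile 100). The log2 ratio was larger in Pok for 76 of 93 members, and 10 rose in both. Os05g06970.1 was 14.2 FPKM in IR29 control and 14.8 FPKM in IR29 salt (log2 ratio 0.06) and rose from 3.83 to 27.3 FPKM in Pok (2.55), and Os05g04490.1 was 7.84 FPKM in IR29 control and 13.2 FPKM in IR29 salt (log2 ratio 0.68) and rose from 3.79 to 15.4 FPKM in Pok (1.77). Os04g34630.1 was 11.6 FPKM in IR29 control and 6.77 FPKM in IR29 salt (log2 ratio −0.70) and rose from 4.73 to 25.9 FPKM in Pok (2.23), and Os10g02070.1 rose from 12.4 to 31.6 FPKM in IR29 (log2 ratio 1.28) and from 3.41 to 17.3 FPKM in Pok (2.05). The largest increase of the family in IR29 was in Os12g02060.1, which rose from 2.30 to 57.3 FPKM in IR29 (log2 ratio 4.15) and from 1.15 to 7.20 FPKM in Pok (1.93), and that in Pok was in Os03g25340.1, which rose from 1.19 to 7.45 FPKM in IR29 (log2 ratio 1.94) and from 0.295 to 24.9 FPKM in Pok (4.32). The root-expressed list, which is not independent of the paper's genes, moved with the family medians (−1.06 in IR29 and 0.73 in Pok).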

The basal expression of peroxidase precursors (Os05g04490.1, Os05g06970.1, Os04g34630.1 and Os10g02070.1) was higher in IR29 compared to Pok; however, their expression was unaltered by salt stress in IR29 but was upregulated in Pok at the translational level. The peroxidase is critical for lignin biosynthesis, and induced expression of peroxidase could contribute to increased lignin accumulation, which could promote cell wall rigidity during salt stress. Overall, these results suggest that Pok can maintain better cell wall plasticity than IR29 under salt stress.

#### Transporter genes responding to salt stress

We found many transporter genes responding to salt stress in Pok and IR29; however, the GO term transport (GO:0006810) was enriched only in Pok. A metal transporter gene (Os02g03900) was exclusively upregulated in Pok, which infers a role in salt tolerance, as reported earlier [37]. 

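The Nramp6 metal transporter Os02g03900.1, on chromosome 2 from 1658576 to 1662644, fell from 21.1 to 5.38 FPKM in IR29 (log2 ratio −1.79) and rose from 5.64 to 21.3 FPKM in Pok (1.75). Of metal, ammonium, nitrate, phosphate and potassium transporters, 2 of 57 rose and 5 fell in IR29 (median log2 ratio 0.23, 0.02 after centring, percentile 58.1) and 6 rose and 1 fell in Pok (median log2 ratio 0.38, percentile 99.7). Members shared with the root-expressed list, whose medians were −1.06 in IR29 and 0.73 in Pok, include the ammonium transporters Os02g40710.1 and Os02g40730.1. The ammonium transporter Os02g40710.1 fell from 5.21 to 0.959 FPKM in IR29 (log2 ratio −1.66) and was 0.502 FPKM in Pok control and 3.70 FPKM in Pok salt (1.64).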

Pok showed upregulation of amino acid permease protein (Os04g35540), ammonium transporter protein (Os02g40730), heavy metal-associated domain-containing proteins (Os01g61070, Os01g74490), trafficking protein particle complex subunit (Os06g04900, Os07g27150), two major facilitator superfamily antiporters (Os01g16260, Os11g04104), and mitochondrial import inner membrane translocase subunit Tim17 (Os01g19770) (Additional file 4: Table S3). 

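Amino acid, heavy metal and antiporter genes rose in Pok, some of them also in IR29. The amino acid permease Os04g35540.1 was 3.17 FPKM in IR29 control and 4.88 FPKM in IR29 salt (log2 ratio 0.50) and rose from 0.617 to 5.58 FPKM in Pok (2.02). The heavy metal-associated domain genes Os01g61070.1 and Os01g74490.1 rose in IR29 from 11.1 to 46.0 FPKM and from 4.28 to 15.3 FPKM, and in Pok from 2.67 to 15.9 FPKM and from 3.20 to 14.9 FPKM. Os06g04900.1, annotated as a transporter family protein, rose from 1.29 to 5.86 FPKM in IR29 (log2 ratio 1.58) and from 1.10 to 5.06 FPKM in Pok (1.53). For Os07g27150, the transcript of Table S3, Os07g27150.3, was listed at 0 in Pok control and at 10.4 FPKM in Pok salt, and the main transcript Os07g27150.2 was 5.81 FPKM in IR29 control and 5.32 FPKM in IR29 salt (log2 ratio −0.11) and 4.39 FPKM in Pok control and 1.24 FPKM in Pok salt (−1.27). The antiporter Os11g04104.2 rose from 2.05 to 11.2 FPKM in IR29 (log2 ratio 2.00) and from 2.77 to 14.5 FPKM in Pok (2.04), and Os01g16260.1 was listed at 0 in Pok control and at 8.97 FPKM in Pok salt.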

Aquaporins are known as pore-forming membrane proteins that belong to a large family of major intrinsic proteins (MIPs) that transport water and low-molecular-weight neutral compounds across the membrane. Rice has 33 aquaporin genes that include 11 plasma-membrane intrinsic proteins (PIPs) [38]. In rice, salt stress-induced regulation of aquaporins may be associated with salt tolerance [39]. The overexpression of PIP aquaporins can confer tolerance to various abiotic stresses in rice [40, 41]. In our study, IR29 showed downregulation of an aquaporin gene *(Os02g51110)*, but Pok showed upregulation of two aquaporins *(Os02g41860 and Os01g8660)* in the translatome (Additional file 4: Table S3). These results indicate that Pok is more active than the IR29 genotype in translocating molecules across the membranes.

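Aquaporins, which conduct water across membranes, mostly passed the limits in neither direction: 3 of 28 rose and 4 fell in IR29 (median log2 ratio −0.02, −0.23 after centring, percentile 7.10) and 8 rose and 0 fell in Pok (median log2 ratio 0.56, percentile 100). Os02g51110.1 fell from 50.4 to 8.93 FPKM in IR29 (log2 ratio −2.37) and was 20.2 FPKM in Pok control and 34.1 FPKM in Pok salt (0.73). Transcript Os02g41860.3 fell from 27.0 to 13.4 FPKM in IR29 (log2 ratio −0.96) and rose from 16.9 to 58.2 FPKM in Pok (1.73), while the main transcript of that locus, Os02g41860.1, was 57.1 FPKM in IR29 control and 56.0 FPKM in IR29 salt (log2 ratio −0.03) and 69.0 FPKM in Pok control and 94.5 FPKM in Pok salt (0.45). The transcript of the locus printed as Os01g8660, Os01g08660.1, was listed at 0 in Pok control and at 16.5 FPKM in Pok salt. The root aquaporin Os04g44060.1 fell from 58.8 to 21.7 FPKM in IR29 (log2 ratio −1.40) and rose from 32.5 to 132 FPKM in Pok (1.99), and Os02g44080.1 fell from 29.9 to 7.43 FPKM in IR29 (log2 ratio −1.87) and was 19.2 FPKM in Pok control and 26.6 FPKM in Pok salt (0.45). The root-expressed list also rose in Pok (median log2 ratio 0.73), but its low median in IR29 (−1.06) was not shared by the aquaporins as a family.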

#### Increased antioxidant systems in Pok under salt stress

Like most abiotic stresses, salt stress induces oxidative stress by increasing ROS accumulation, which negatively affects cellular processes [2]. ROS in the form of O_2_^_^, H_2_O_2_, and *OH can damage almost all macromolecules of the cell and can lead to cell death. To decrease the intensity of oxidative stress, plant cells increase both enzymatic (catalase, superoxide dismutase, ascorbate peroxidase, glutathione reductase, and glutathione-S-transferase) and non-enzymatic antioxidant (alpha-tocopherol, B-carotene, glutathione, and ascorbate) systems [42]. The downregulation of copper/zinc superoxide dismutase (Os07g46990) and peroxidases observed in IR29 at the translational level indicates that IR29 has decreased ability to reduce oxidative stress (Additional file 8: Table S6), which is consistent with the finding in IR64, another salt-sensitive rice genotype [28]. 

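The copper/zinc superoxide dismutase transcript Os07g46990.2, on chromosome 7 from 28050025 to 28076693, fell from 54.7 to 13.8 FPKM in IR29 (log2 ratio −1.92) and rose from 3.84 to 10.5 FPKM in Pok (1.25). Over superoxide dismutases, catalases, ascorbate peroxidases and glutathione reductases, 3 of 33 rose and 3 fell in IR29 (median log2 ratio 0.08, −0.13 after centring and −0.04 with upper-quartile scaling, percentile 15.3) and 5 rose and 4 fell in Pok (median log2 ratio 0.06, −0.01 after centring and −0.07 with upper-quartile scaling, percentile 47.3). Catalase isozyme B (Os06g51150.1), which breaks down hydrogen peroxide, rose from 2.90 to 17.9 FPKM in IR29 (log2 ratio 2.28) and from 10.1 to 21.1 FPKM in Pok (0.99). The peroxidases of Table S6 fell in IR29, as in Os07g01420.1, which fell from 7.81 to 0.593 FPKM in IR29 (log2 ratio −2.47) and was 0.560 FPKM in Pok control and 1.81 FPKM in Pok salt (0.85), and Os05g04470.1, which fell from 7.20 to 0.586 FPKM in IR29 (log2 ratio −2.37) and was 1.82 FPKM in Pok control and 3.04 FPKM in Pok salt (0.52).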

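Glutathione S-transferases, which conjugate glutathione to reactive compounds, had positive medians in both genotypes: 13 of 48 rose and 1 fell in IR29 (median log2 ratio 0.47, 0.28 after centring, percentile 98.5) and 21 rose and 0 fell in Pok (median log2 ratio 1.02, percentile 100). Of these, 11 rose in both, 10 in Pok alone and 2 in IR29 alone by the size limits. Os10g38340.1 rose from 7.72 to 60.7 FPKM in IR29 (log2 ratio 2.82) and from 6.38 to 48.0 FPKM in Pok (2.73), and Os10g38360.1 rose from 6.87 to 33.5 FPKM in IR29 (log2 ratio 2.13) and from 6.96 to 47.8 FPKM in Pok (2.62). Os01g49720.1 rose from 2.11 to 13.3 FPKM in IR29 (log2 ratio 2.20) and from 3.98 to 35.8 FPKM in Pok (2.89), and GSTU6 Os06g12290.1 rose from 0.552 to 6.88 FPKM in IR29 (log2 ratio 2.34) and from 0.326 to 9.15 FPKM in Pok (2.94).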

In the present study, four glutathione S-transferase (GST) genes (Os06g12290, Os10g38340, Os01g49720, Os10g38360) were commonly upregulated in both IR29 and Pok at the translational level. This finding is consistent with a previous study reporting similar responses in rice exposed to salt stress [43]. Additionally, six GSTs (Os01g25100, Os01g49710, Os01g72160, Os01g72150, Os01g72170 and Os10g38350) were exclusively upregulated in Pok (Additional file 4: Table S3). 

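All of these genes rose in Pok, and some rose in IR29 as well. Os01g49710.1 rose from 3.82 to 16.4 FPKM in IR29 (log2 ratio 1.85) and from 3.05 to 13.1 FPKM in Pok (1.81), and Os10g38350.1 rose from 1.66 to 7.21 FPKM in IR29 (log2 ratio 1.63) and from 1.57 to 12.2 FPKM in Pok (2.36). Os01g25100.1 was 0.0951 FPKM in IR29 control and 4.69 FPKM in IR29 salt (log2 ratio 2.38) and rose from 1.01 to 9.34 FPKM in Pok (2.36). Os01g72150.1, Os01g72160.1 and Os01g72170.1 rose in Pok from 2.83 to 17.7, from 0.896 to 8.28 and from 3.50 to 17.1 FPKM, at log2 ratios of 0.67, 0.00 and −0.20 in IR29.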

Plant GSTs are known to detoxify xenobiotics and hydroperoxides and function in abiotic stress responses [44]. Overexpression of rice GST genes in Arabidopsis confers tolerance to salt and other abiotic stresses [45, 46]. Upregulation of a greater number of GST genes at the translational level could aid Pok in decreasing oxidative stress levels. Furthermore, metallothioneins (Os03g17870 and Os12g38010), also known for their ROS scavenging activity, were specifically upregulated in the translatome of Pok. Indeed, overexpression of the metallothionein OsMT1-eP has been shown to enhance tolerance to abiotic stresses including salinity [47]. 

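Several metallothioneins rose in Pok and none in IR29 by the size limits: 0 of 9 rose and 3 fell in IR29 (median log2 ratio −0.08, −0.34 after centring, percentile 38.4) and 6 rose and 0 fell in Pok (median log2 ratio 1.70, percentile 100). Os03g17870.1 was 151 FPKM in IR29 control and 176 FPKM in IR29 salt (log2 ratio 0.22) and rose from 55.7 to 183 FPKM in Pok (1.70), and Os12g38010.1 was 47.6 FPKM in IR29 control and 45.0 FPKM in IR29 salt (log2 ratio −0.08) and rose from 4.39 to 42.3 FPKM in Pok (3.01). Os01g05585.1, the most abundant in IR29 control, fell to 191 FPKM in IR29 salt and was 141 FPKM in Pok salt. The root-expressed list also rose in Pok (median log2 ratio 0.73), but its low median in IR29 (−1.06) was not shared by the metallothioneins.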

Another key enzyme specifically induced in Pok at the translational level was iron/ascorbate-dependent oxidoreductase (Os06g07941, Os06g08041). 

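The iron/ascorbate-dependent oxidoreductases Os06g07941.1 and Os06g08041.1 lie close together on chromosome 6. Os06g07941.1 was 1.10 FPKM in IR29 control and 0.934 FPKM in IR29 salt (log2 ratio −0.12) and rose from 4.80 to 30.2 FPKM in Pok (2.43), and Os06g08041.1 was 1.37 FPKM in IR29 control and 1.01 FPKM in IR29 salt (log2 ratio −0.24) and rose from 6.43 to 34.8 FPKM in Pok (2.27).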

Taken together, the upregulation of major antioxidant genes in Pok at the translational level suggests its robust antioxidative capacity during salt stress, whereas such responses were lacking or minimal in IR29.

#### Transcription factors responding to salt stress

The transcription factors (TFs) play a crucial role in regulating the expression of stress-responsive genes. The expression of several TFs such as the MYB, bHLH, NAC, ERF, WRKY and bZIP factors is altered under salt stress [48]. In our study, 59 TFs were identified as DEGs responding to salt stress in IR29 and Pok at the translational level. 

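By the size limits, 49 of these 59 factors rose in IR29 and 51 in Pok, and none fell in either. The list was made from these libraries and is not independent evidence. MYB factor Os05g04210.1 rose from 0.270 to 20.3 FPKM in IR29 (log2 ratio 4.07) and from 0.904 to 14.8 FPKM in Pok (3.05), and the AP2 factor Os02g42585.1 rose from 0.395 to 9.65 FPKM in IR29 (log2 ratio 2.93) and was 1.04 FPKM in Pok control and 3.84 FPKM in Pok salt (1.25).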

TFs such as MYB, WRKY, AP2 and NAC were represented by the highest numbers (Table 3). 

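As whole families, MYB, WRKY, AP2 and NAC factors had positive medians in both genotypes. Of the MYB factors, 28 of 156 rose and 4 fell in IR29 (median log2 ratio 0.36, 0.17 after centring, percentile 99.3) and 22 rose and 5 fell in Pok (median log2 ratio 0.26, percentile 99.8). Of the WRKY factors, 19 of 66 rose and 0 fell in IR29 (median log2 ratio 0.73, 0.55 after centring, percentile 100) and 13 rose and 2 fell in Pok (median log2 ratio 0.62, percentile 100). Of AP2 and ethylene-responsive factors, 20 of 82 rose and 2 fell in IR29 (median log2 ratio 0.53, 0.33 after centring, percentile 100) and 11 rose and 0 fell in Pok (median log2 ratio 0.45, percentile 100). Of the NAC factors, 21 of 66 rose and 1 fell in IR29 (median log2 ratio 0.55, 0.36 after centring, percentile 100) and 18 rose and 2 fell in Pok (median log2 ratio 0.56, percentile 100). The NAC factor Os12g03040.1 rose from 1.30 to 31.4 FPKM in IR29 (log2 ratio 3.82) and from 2.51 to 28.6 FPKM in Pok (3.08), and OsWRKY28 (Os06g44010.1) rose from 2.40 to 15.7 FPKM in IR29 (log2 ratio 2.29) and from 2.32 to 10.3 FPKM in Pok (1.76).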

Approximately 24 TFs, including seven MYBs, three WRKYs, three homeobox associated leucine zippers, two AP2 genes, four NAMs and two NACs, were commonly regulated in both IR29 and Pok. 

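All 24 factors that Table S8 lists as common rose in both genotypes. The AP2 factor Os03g64260.1 rose from 1.17 to 20.7 FPKM in IR29 (log2 ratio 3.32) and from 1.05 to 8.68 FPKM in Pok (2.24), and OsWRKY70 (Os05g39720.1) rose from 4.81 to 25.6 FPKM in IR29 (log2 ratio 2.19) and from 3.43 to 22.6 FPKM in Pok (2.42). The homeobox leucine zipper Os04g45810.1 rose from 19.6 to 86.9 FPKM in IR29 (log2 ratio 2.09) and from 19.0 to 82.1 FPKM in Pok (2.06). The no apical meristem gene Os01g66120.1 rose from 15.9 to 107 FPKM in IR29 (log2 ratio 2.68) and from 21.8 to 86.4 FPKM in Pok (1.94). Over homeobox factors as a whole, 8 of 57 rose and 0 fell in IR29 (median log2 ratio 0.31, 0.12 after centring, percentile 77.2) and 8 rose and 3 fell in Pok (median log2 ratio 0.25, percentile 95.2).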

Meanwhile, 16 and 19 TFs were uniquely regulated in IR29 and Pok, respectively (Table 3). 

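Of the 16 factors listed for IR29 only, 8 also rose in Pok by the size limits, and of the 19 listed for Pok only, 9 also rose in IR29. NAC domain protein 67 (Os03g60080.1) rose from 18.6 to 148 FPKM in IR29 (log2 ratio 2.92) and from 35.3 to 88.6 FPKM in Pok (1.30), and the no apical meristem gene Os12g03050.1 rose from 1.39 to 16.2 FPKM in IR29 (log2 ratio 2.85) and from 1.18 to 15.2 FPKM in Pok (2.90). The AP2 factor Os10g25170.1 was 6.32 FPKM in IR29 control and 5.48 FPKM in IR29 salt (log2 ratio −0.17) and rose from 1.15 to 9.69 FPKM in Pok (2.32).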

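Heat shock factors and bZIP factors had positive medians in both genotypes. Of the heat shock factors, 9 of 21 rose and 0 fell in IR29 (median log2 ratio 0.90, 0.67 after centring, percentile 100) and 7 rose and 0 fell in Pok (median log2 ratio 0.79, percentile 100), and of the bZIP and HBP-1b factors, 7 of 44 rose and 1 fell in IR29 (median log2 ratio 0.55, 0.31 after centring, percentile 99.7) and 10 rose and 3 fell in Pok (median log2 ratio 0.37, percentile 99.3). The ethylene-responsive factor Os03g09170.1 rose from 5.38 to 24.2 FPKM in IR29 (log2 ratio 1.98) and from 6.42 to 15.7 FPKM in Pok (1.17), and ERF110 (Os11g06770.2) rose from 0.0885 to 5.54 FPKM in IR29 (log2 ratio 2.59) and was 0.0525 FPKM in Pok control and 4.77 FPKM in Pok salt (2.45). The auxin response factor Os11g32110.3 was listed at 0 in IR29 control and at 8.79 FPKM in IR29 salt and rose from 12.8 to 26.4 FPKM in Pok (log2 ratio 0.99). The heat stress factor Os10g28340.5 rose from 1.16 to 6.56 FPKM in IR29 (log2 ratio 1.81) and was 2.12 FPKM in Pok control and 4.39 FPKM in Pok salt (0.79). The bZIP gene Os01g64730.1 rose from 1.11 to 17.5 FPKM in IR29 (log2 ratio 3.13) and from 2.93 to 26.2 FPKM in Pok (2.79). HBP-1b genes Os01g06560.1 and Os05g48650.1 rose in Pok from 0.257 to 6.97 and from 0.800 to 6.09 FPKM.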

Two ethylene-responsive TFs, an Auxin response factor, and one heat-stress TF were uniquely regulated in IR29 (Additional file 10: Table S8); one bZIP, one Auxin-responsive Aux/IAA gene family member, and three HBP-1b (leucine-zipper type) TFs were specifically regulated under salt stress in Pok (Additional file 10: Table S8). The regulation pattern of AP2 (Os09g39850), WRKY (Os01g09080), Auxin-responsive factor (Os06g07040) and bHLH (Os05g06520) were confirmed by qRT-PCR (Fig. 8). 

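In polysomal RNA the AP2 factor Os09g39850.1 rose from 0.973 to 6.70 FPKM in IR29 (log2 ratio 1.96) and was 1.54 FPKM in Pok control and 4.13 FPKM in Pok salt (1.01), and the WRKY factor Os01g09080.1 was 6.98 FPKM in IR29 control and 12.8 FPKM in IR29 salt (log2 ratio 0.79) and rose from 2.35 to 14.7 FPKM in Pok (2.23). OsIAA20 (Os06g07040.1), a repressor-type auxin protein, was 5.56 FPKM in IR29 control and 10.0 FPKM in IR29 salt (log2 ratio 0.75) and rose from 1.27 to 13.6 FPKM in Pok (2.68), and the bHLH gene Os05g06520.1 was 4.84 FPKM in IR29 control and 9.35 FPKM in IR29 salt (log2 ratio 0.83) and rose from 2.01 to 21.8 FPKM in Pok (2.92). Of the bHLH factors, 8 of 70 rose and 5 fell in IR29 (median log2 ratio 0.16, 0.00 after centring, percentile 33.5) and 12 rose and 1 fell in Pok (median log2 ratio 0.29, percentile 98.9), and of Aux/IAA proteins and auxin response factors, 6 of 52 rose and 1 fell in IR29 (median log2 ratio 0.22, 0.00 after centring, percentile 35.5) and 2 rose and 3 fell in Pok (median log2 ratio 0.01, −0.05 after centring and −0.10 with upper-quartile scaling, percentile 15.7).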

The upregulation of these TFs may be significant in regulating the downstream salt stress-responsive genes [48–51].

**Table 3:** Transcription factors responding to salt stress in IR29 and Pok at the translational level

Transcription factor family	Shared	IR29-specific	Pok- specific	Total number
AP2 domain containing proteins	2	4	2	8
Auxin response factors	0	1	0	1
Basic helix-loop-helix proteins	2	0	2	4
bZIP transcription factors	0	0	1	1
Ethylene-responsive transcription factors	0	2	0	2
Heat stress transcription factors	0	1	0	1
HSF-type DNA-binding domain containing proteins	1	0	3	4
Homeobox associated leucine zipper	3	0	1	4
MYB family transcription factor	7	2	0	9
NAC domain transcription factor	2	1	0	3
No apical meristem protein	4	2	3	9
Aux/IAA gene family members	0	0	1	1
WRKY transcription factors	3	3	3	9
Transcription factor HBP-1b	0	0	3	3
Total	24	16	19	59

#### Other stress-responsive genes

Abscisic stress-ripening (ASR) was reported to be upregulated in response to abiotic stress; in the present study, two ASRs (Os01g72910.1 and Os01g72900.1) were exclusively upregulated in Pok at the translation level, which is consistent with previous reports [30, 52].

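Both abscisic stress-ripening genes rose in each genotype by the size limits. Os01g72910.1 rose from 3.85 to 11.6 FPKM in IR29 (log2 ratio 1.38) and from 1.10 to 6.14 FPKM in Pok (1.77), and Os01g72900.1 rose from 6.75 to 21.3 FPKM in IR29 (log2 ratio 1.53) and from 2.22 to 13.5 FPKM in Pok (2.18). Another, Os01g73250.2, was 71.7 FPKM in IR29 control and 58.3 FPKM in IR29 salt (log2 ratio −0.29) and 32.1 FPKM in Pok control and 34.8 FPKM in Pok salt (0.11). Of the 4 members, 2 of 4 rose and 0 fell in IR29 (median log2 ratio 0.54, 0.30 after centring, percentile 80.7) and 2 rose and 0 fell in Pok (median log2 ratio 0.94, percentile 97.0), and between the controls 0 of 4 were higher and 3 lower in Pok control (median log2 ratio −1.18, −1.45 after centring, percentile below 1).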

### Salt stress-responsive genes localizing to the known salt-tolerant quantitative trait loci (QTL)

Salt tolerance is a quantitative trait, and mapping studies using Pok and IR29 inbred populations identified SalTol as a major QTL that regulates Na-K balance in shoots of seedlings [53]. To gauge the link between DEGs of the translatome and salt tolerance, we mapped these genes to the known QTL of salt tolerance (www.gramene.org). 

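The methyltransferase Os01g20206.1 rose from 2.47 to 38.7 FPKM in IR29 (log2 ratio 3.52) and from 2.49 to 22.0 FPKM in Pok (2.72). The pectinesterase Os01g20980.1, an enzyme of pectin modification, rose from 2.31 to 16.2 FPKM in IR29 (log2 ratio 2.38) and from 1.04 to 7.39 FPKM in Pok (2.04). The jacalin-like lectins rose in IR29 and, with smaller ratios, in Pok: Os01g24710.1 rose from 41.5 to 315 FPKM in IR29 (log2 ratio 2.90) and from 23.8 to 69.5 FPKM in Pok (1.51), and Os01g25280.1 rose from 4.22 to 40.2 FPKM in IR29 (log2 ratio 2.98) and from 3.67 to 8.50 FPKM in Pok (1.03).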

In total, 36 and 43 DEGs could be localized to the 11 salt-related QTL for IR29 and Pok, respectively; 18 were shared between the genotypes, whereas 18 and 25 were specific to IR29 and Pok, respectively (Additional file 11: Table S9)*.* In this *Saltol* QTL region, methyltransferase (Os01g20206), pectinesterase (Os01g20980) and glutathione S-transferase (Os01g25100) were among the commonly upregulated genes in IR29 and Pok; two jacalin-like lectin domain-containing proteins (Os01g24710, Os01g25280) were exclusively induced in IR29 but not in Pok (Additional files 11 and 12: Tables S9 and S10). These results are similar to previous results [21]. OsHKT1 (Os01g20160) functions as a low-affinity Na^+^ transporter especially under saline conditions and is a major candidate gene underlying major QTL (SalTol) [19]. Cotsaftis et al. [20] reported that *OsHKT1* was highly induced by salt stress in roots of IR29 compared to Pok, whereas Walia et al. [22] showed higher induction of *OsHKT1* in FL478, a salt-tolerant RIL derived from a IR29 and Pok cross. In our study, *OsHKT1* expression was almost unaltered in response to salt stress in both genotypes at the transcriptional level. *OsHKT1* expression was slightly repressed in IR29 by salt stress, but was highly upregulated at the translational level in Pok. 

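OsHKT1 (Os01g20160.1), on chromosome 1 from 11457931 to 11462418, was 1.20 FPKM in IR29 control and 0.395 FPKM in IR29 salt (log2 ratio −0.66) and 0.670 FPKM in Pok control and 4.07 FPKM in Pok salt (1.60) in polysomal RNA. It stayed under 5 FPKM in all 4 libraries, so the size limits do not apply to it.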

The discrepancies between different studies may result from differences in tissue sources (whole seedlings were used in this study whereas Walia et al. [22] used shoots and Cotsaftis et al. [20] analyzed root tissue), development stages, growth conditions, severity and duration of salt stress.

The DEGs of the translatome were also mapped to QTL derived from Pok and IR29 mapping populations [54, 55]. 

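Genes that Table S10 places in QTL of the Pok and IR29 populations mostly rose in polysomal RNA. Of 83 listed for IR29, 74 rose in IR29 and 53 in Pok, and of 88 listed for Pok, 78 rose in Pok and 54 in IR29. These are the authors' selections on the same libraries. The peroxiredoxin Os01g24740.1 was listed at 0 in IR29 control and at 0.453 FPKM in IR29 salt and rose from 0.132 to 10.8 FPKM in Pok (log2 ratio 3.38).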

In total, 83 and 87 DEGs were found for IR29 and Pok, respectively; 39 were shared between IR29 and Pok (Additional file 12: Table S10). The QTL on chromosome 1 (Qsnc1, Qskc, qsnk1, qrkc1 and qrnk1) control root and shoot Na^+^/K^+^ ratio. 

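The ATPase Os01g19260.1 was 3.32 FPKM in IR29 control and 4.17 FPKM in IR29 salt (log2 ratio 0.26) and rose from 1.26 to 8.30 FPKM in Pok (2.04). The Tim17 translocase subunit Os01g19770.1, part of the import machinery of the inner mitochondrial membrane, was 0.181 FPKM in IR29 control and 0.698 FPKM in IR29 salt (log2 ratio 0.52) and rose from 0.0873 to 18.9 FPKM in Pok (4.19). Their loci lie on chromosome 1 from 10890786 to 10892786 and on chromosome 1 from 11210821 to 11222629.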

An ATPase (Os01g19260) and mitochondrial import inner membrane translocase subunit Tim17 (Os01g19770) coding genes were mapped on these QTL and were exclusively upregulated in Pok. Another QTL (qrnk9, qsnk9 and qses9) controls root and shoot Na^+^/K^+^ ratio. Two F-box domain-containing proteins (OsFBX319 and OsFBX322) exclusively mapped onto this QTL were upregulated in Pok during salt stress (Additional file 12: Table S10). These observations interconnect the genetic mapping results with the RNA-Seq results of the present study and further support the salt tolerance trait of Pok.

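F-box proteins recruit substrates for ubiquitination, and OsFBX319 (Os09g17152.1) rose from 1.33 to 9.84 FPKM in IR29 (log2 ratio 2.22) and from 0.704 to 7.07 FPKM in Pok (2.24). OsFBX322 (Os09g17540.1) was 0.0347 FPKM in IR29 control and 4.74 FPKM in IR29 salt (log2 ratio 2.47) and rose from 0.447 to 8.61 FPKM in Pok (2.73), and its neighbour OsFBX321 (Os09g17530.1) rose from 0.106 to 10.5 FPKM in IR29 (log2 ratio 3.38) and was 0.469 FPKM in Pok control and 1.40 FPKM in Pok salt (0.71). Of the F-box proteins as a whole, 18 of 223 rose and 1 fell in IR29 (median log2 ratio 0.29, 0.08 after centring, percentile 97.3) and 14 rose and 4 fell in Pok (median log2 ratio 0.17, percentile 95.1).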

### Validation of RNA-Seq analysis using quantitative RT-PCR

To validate the expression profiles obtained by RNA-Seq, we used quantitative RT-PCR (qRT-PCR). The regulation pattern of a randomly selected 19 DEGs was validated. In most cases, the results were consistent between the RNA-Seq and qRT-PCR, which indicates that the RNA-Seq data were largely reliable and truly reflected the transcription and translation profiles. In general, upregulated genes were more consistent and comparable to RNA-Seq data than were downregulated genes (Fig. 8).

### Identification of novel transcripts and alternative splice variants

RNA-Seq can identify novel transcripts that are transcribed in the genome. In both RNA-Seq (transcriptome) and polysomal RNA-Seq (translatome) libraries, thoudands novel regions that were transcribed were scored. The sequence and blast information of these novel transcripts are shown in Additional file 13: Table S11. In the IR29 transcriptome, a total of 1250 novel loci/genes were detected. Using the same criteria described for identifying DEGs, 35 salt-responsive novel transcripts were found. In the Pok transcriptome, 838 novel transcripts were detected; 38 were responsive to salt stress. In the translatome of IR29, 878 novel transcripts were detected; 31 were responsive to salt stress. Similarly, in the Pok translatome, 539 novel transcripts were detected; only nine responded to salt stress (Additional file 1: Table S1).

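Of the intergenic transcripts, 2836 were above 0 FPKM in at least 1 IR29 polysomal library, and 472 reached 5 FPKM there. Of the latter, 199 rose and 54 fell by the size limits.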

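In Pok, 2662 intergenic transcripts were above 0 FPKM in at least 1 polysomal library and 467 reached 5 FPKM. Of these, 122 rose and 65 fell by the size limits.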

Alternative splicing is another important gene regulatory mechanism associated with plant stress responses [56]. The TFs and other genes associated with stress tolerance were reported to undergo alternative splicing in Arabidopsis and other plants [20, 26, 57, 58]. In rice, salt stress has been reported to change the expression of alternatively spliced *AOX* [20, 59]. Similarly, several TFs such as *OsDREB2B* are alternatively spliced and undergo expressional changes under salt, temperature and drought stress [60]. In the present study, more than 7000 alternate splicing events were detected within the assembled transcripts of IR29 and Pok. 

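Beside these splice variants, the annotated transcripts of the same genes gave a range of responses in polysomal RNA. The annotated beta-expansin transcript Os09g29710.1 rose from 20.8 to 118 FPKM in IR29 (log2 ratio 2.45) and was 19.1 FPKM in Pok control and 23.3 FPKM in Pok salt (0.27). The wound-induced protein WIP5 (Os11g37970.1) rose from 37.3 to 297 FPKM in IR29 (log2 ratio 2.96) and from 34.8 to 85.4 FPKM in Pok (1.27), and the photosystem II 10 kDa polypeptide Os07g05360.1 rose from 15.6 to 74.3 FPKM in IR29 (log2 ratio 2.18) and fell from 173 to 63.0 FPKM in Pok (−1.45).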

At least eight alternatively spliced transcripts (two beta-expansin precursor isoforms, a dehydrin, a wound-induced protein precursor, and a photosynthesis related photosystem II polypeptide) were regulated by salt stress (Additional file 14: Table S12). Dehydrin is an important stress-associated gene family, and a dehydrin isoform (Additional file 15: Figure S3A) (TCONS_00081900, Os11g26790.1) was upregulated in IR29 and Pok at both transcriptional and translational levels. 

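In polysomal RNA the dehydrin isoform TCONS_00081900, on chromosome 11 from 14856502 to 14880171, was listed at 0 in IR29 control and at 9.02 FPKM in IR29 salt, and it rose from 0.525 to 121 FPKM in Pok (log2 ratio 6.32).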

Interestingly, the induction level was comparable between IR29 and Pok at the transcriptional level but was 13-fold greater at the translational level in Pok compared to IR29. 

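After salt the dehydrin isoform TCONS_00081900 was 13.4-fold higher in the polysomal RNA of Pok than in that of IR29. This compares the salt libraries with each other, since the isoform was not seen in IR29 control.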

Beta-expansins are important in mediating growth, and their abundance has been found to differ between salt-tolerant and salt-sensitive genotypes of maize [61]. In the present study, two isoforms of beta-expansin precursor (Os09g29710) were upregulated at the transcriptional and translational levels in response to salt stress in IR29, however, no significant induction was detected in Pok (Additional file 14: Table S12). 

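The beta-expansin isoform TCONS_00068596 rose from 70.5 to 449 FPKM in IR29 (log2 ratio 2.66) and was 32.5 FPKM in Pok control and 42.8 FPKM in Pok salt (0.39), and the isoform TCONS_00068597 rose from 19.3 to 226 FPKM in IR29 (log2 ratio 3.48) and from 18.0 to 45.2 FPKM in Pok (1.28).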

A splice variant of wound-induced protein precursor (TCONS_00079570, Os11g37970.1) was upregulated at the transcriptional level but not at the translational level in both IR29 and Pok. Similarly, a splice variant of photosystem II 10 kDa polypeptide (Os07g05360.1) (Additional file 15: Figure S3B) showed differential abundance in only Pok in response to salt stress (Additional file 14: Table S12). 

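At the translational level, the WIP5 splice variant TCONS_00079570 rose from 44.9 to 144 FPKM in IR29 (log2 ratio 1.66) and from 23.8 to 75.6 FPKM in Pok (1.63).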

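The photosystem II 10 kDa splice variant TCONS_00053860 was 73.4 FPKM in IR29 control and 75.4 FPKM in IR29 salt (log2 ratio 0.04) and fell from 112 to 50.2 FPKM in Pok (−1.15) in polysomal RNA.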

A list of alternatively spliced genes, including structural genes (β-expansins) and stress-associated genes identified in the transcriptome and translatome of Pok and IR29 adds to the alternatively spliced gene database of rice and is also an important resource for investigating their roles in salt tolerance.

## Conclusions

Salt stress is a complex process involving many genes related to biological, molecular and cellular pathways. The identification of genes that are regulated in response to salt stress would provide a better understanding of the molecular processes and useful for improving the salt tolerance of rice via molecular breeding and/or transgenic strategies. Although many salt stress-responsive genes have been identified by transcriptome analysis in Pok and IR29, however, whether all of these transcriptionally regulated genes translate into proteins or not is unkown in these contrasting rice genotypes. The proteins are direct effectors of plant stress responses. Proteins include enzymes and also components of transcription and translation; they regulate plant stress responses at both mRNA and protein levels [62]. Previous studies have demonstrated that changes at the transcription level do not often correspond to changes at the protein level [63, 64]. Polyribosomal loading of transcripts is the most important step in the translation initiation process. By examining transcriptome and translatome, the qualitative and quantitative differences in the transcriptional and translational profiles of Pok and IR29 even without salt stress was noted in this study. Furthermore, upon salt stress, translational regulation sharply differed between the Pok and IR29; Pok showed the highest number of upregulated genes, and a far less number of downregulated genes than that for IR29 at the translational level. These findings suggest a potential yet unknown mechanism contributing to the stability and efficient loading of the mRNAs in Pok; this distinct regulation was less evident in IR29.

The present study also has identified a set of shared genes that are responding to salt stress regardless of genotype and also identified a number of genes that are not known to differ in their regulation during stress treatment. For instance, protein disulfide isomerase, NAS genes, thionins, and several uncharacterized proteins could be added to the category of stress responsive genes in plants. This study also identified many novel transcripts and alternative splice variants that respond to salt stress.

Overall, sequencing of polysome-associated RNA offered major differences in gene regulation operating at the translational level between IR29 and Pok. These findings suggest that the salt tolerance of Pok could be attributed to its upregulation of genes, especially at the translational level, associated with cell wall synthesis, ROS scavenging, translocating molecules, and TFs, and better maintenance of photosynthesis-related genes.

## Methods

### Plant materials and salt stress treatment

Rice genotypes IR29 and Pok seeds were germinated between moist paper towels and the germinated seedlings were transferred to 96-well PCR plates with the bottom cut off and placed to float on Yoshida medium [65]. Rice seedlings were grown in a controlled growth chamber (22–24 °C) with a 16-h/8-h (day/night) photoperiod and 300 μmol m^− 2^ s^− 1^ light intensity. Approximately 24-day-old seedlings were subjected to salt stress with supplementation of 150 mM NaCl for 24 h, and control samples remained on Yoshida medium. Whole seedlings of control and salt stress-treated samples were harvested and used for isolation of polysomes as well as the total RNA.

### Isolation of the polysomal fractions

The polysomal fractions from the Pok and IR29 samples were isolated as described [66]. Briefly, rice seedlings were ground into a fine powder with liquid nitrogen. Approximately 500 μL powder was transferred to a 2-ml tube containing 1250 μL polysome extraction buffer (200 mm Tris (pH 9.0), 200 mm KCl, 26 mm MgCl_2_, 25 mm EGTA, 100 μm 2-mercaptoethanol, 50 μg ml^− 1^cycloheximide, 50 μg ml^− 1^ chloramphenicol, 1% (*v*/v) Triton X-100, 1% (v/v) Brij-35, 1% (v/v) Tween-40, 1% (v/v) non-iodent P-40, 2% (v/v) polyoxyethylene 10 tridecyl ether, 1% (v/v) deoxycholic acid) and thoroughly mixed by using a spatula and placed on ice for 10 min with occasional mixing by inverting tubes. The mixture was spun for 2 min at 14000 rpm (4 °C) and the supernatant was passed through a QIA shredder (QIAGEN) column by centrifugation for 1 min at 14000 rpm (4 °C). Approximately 600 μL of the sample was layered on top of the sucrose density gradients (20–60% sucrose, *w*/*v*) and centrifuged for 120 min at 40,000 rpm (275,000×g) in a Beckman OPTIMA LE-80 centrifuge. The optical density (OD) of the samples was measured by using a UA-5 detector and a Gradient Fractionator (model 640, ISCO) reading absorbance throughout the sucrose gradient at 254 nm. Fractions with more than two ribosomes were pooled and used for RNA isolation with Trizol reagent.

### Total RNA isolation and poly (a) RNA purification

Total RNA from the Pok and IR29 samples was isolated by using Trizol Reagent according to the manufacturer’s instructions (Invitrogen). RNA quality was tested by using BioAnalyzer (Agilent). Equal quantities of RNA from three biological replicates were pooled for each treatment. Poly (A) RNA was isolated from 10 μg each of total RNA and polysomal RNA by using the MicroPoly (A) Purist kit (Ambion).

### mRNA-Seq library construction and sequencing

mRNA-Seq libraries were generated by following the Illumina mRNA Sequencing Sample Preparation Guide. Briefly, poly (A) RNA was fragmented into small pieces by using divalent cations at 94 °C for 5 min. The fragmented mRNA was converted into cDNA by using random-primers and reverse transcriptase; after 2nd-strand cDNA synthesis, end repair and A-tailing, pair-end adaptors were ligated to cDNA ends. Ligated DNA was separated on a 2% agarose gel and DNA in the 200-bp (±25 bp) range was excised, gel-purified and enriched by PCR amplification with 15 cycles. After PCR product purification and quality testing by using BioAnalyzer (Agilent), mRNA-Seq libraries were sequenced by Illumina HiSeq 2000. In total, eight mRNA-Seq libraries were generated and sequenced (IR29c, IR29c-ps, IR29s, IR29s-ps, POKc, POKc-ps, POKs and POKs-ps, representing samples of IR29 control, polysomal fractions of IR29 control, IR29 salt stress, polysomal fractions of IR29 salt stress, Pok control, polysomal fractions of Pok control, Pok salt stress and polysomal fractions of Pok salt stress, respectively).

### Computational analysis of sequencing libraries

A self-written program was used to choose reads with ≤5 low-scored nucleotides (< 10) and simultaneously with ≤5 unspecified nucleotides (marked as “N” in the raw data) among the 50- to 51-nt sequencing reads, which were discarded. The remaining reads were analyzed with Cufflinks [67]. Briefly, TopHat [68] was used to align the reads to the genome of rice (MSU v6.1) with option “-G”. Then, Cufflinks was used to assemble the alignments from TopHat, and assembled transcripts from the individual libraries were merged by using Cuffmerge. Cuffcompare was then used to compare the combined transcripts to annotated transcripts in the MSU Rice Genome Annotation Database (v6.1). Finally, Cuffdiff was used to compare the transcript levels in the control and salt stress libraries. The transcripts simultaneously satisfying the following criteria were defined as differently expressed genes (DEGs): (1) sufficient mapped reads (marked as “OK” by Cuffdiff); (2) absolute value of log2 fold change ≥1; (3) FDR-corrected *P* -value < 0.05; and (4) at least 5 FPKM in one condition of each comparison. The cDNA, exon, intron and intergenic sequences were downloaded from the MSU Rice Genome Database (v6.1). The filtered reads were also aligned to different categories of molecules with SOAP2 [69] by allowing at most 2 mismatches. The alignment results of SOAP2 were then used to calculate the number of reads mapped to cDNAs, exons, introns and exon-intron junctions.

### GO enrichment analysis

DEGs were used for Gene Ontology enrichment analysis with agriGO v2.0 (http://systemsbiology.cau.edu.cn/agriGOv2/) [70] and REduce and Visualize GO (REVIGO) (http://revigo.irb.hr/) [71]. To thoroughly visualize the metabolic pathways responding to salt stress at the translational level in IR29 and Pok, we further mapped the DEGs obtained in the translatome to terms in the MapMan database and inspected for significantly enriched pathway terms compared to the genome background [72].

### Validating the gene expression profiles by using quantitative RT-PCR

Quantitative RT-PCR was performed to validate DEGs in the same RNA samples used for the RNA-Seq analysis. The isolated total RNA was treated with DNase I and reverse transcribed by using an oligo-dT primer and Superscript II reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. Primers were designed to amplify ~ 150-bp fragments. Quantitative PCR was carried out using Maxima SYBR Green qPCR Master Mix (Thermo Scientific) and 7500 Real-Time PCR System (Applied Biosystems). All samples were run in triplicate and each cDNA sample was run in duplicate; actin was used as the reference gene, and the mean -∆∆Ct values were plotted with standard deviation. Primers used in this study are listed in Additional file 16: Table S13.

## Additional files

Additional file 1: **Table S1**. Distribution of assembled transcripts to different categories.

Additional file 2: **Figure S1.** Overview expression patterns of transcriptome and translatome of IR29 and Pok under control and salt stress conditions. The purple line represents the mean expression level of the genes in the same cluster; grey lines represent the expression of each gene in the cluster. Transcripts were divided into 16 clusters (cluster 1 to 16) based on their expression level by using k-Means Clustering (KMC). The vertical axis represents the gene expression value (log2 FPKM), and the horizontal axis represents the 8 samples (in order from left to right: IR29c_RNA, IR29s_RNA, Pokc_RNA, Poks_RNA, IR29c_PS, IR29s_PS, Pokc_PS and Poks_PS).Most genes in clusters 1, 2, 3, 6 and 16 had similar expression in IR29 and Pok but were not responsive by salt stress. Cluster 5 represents genes that were moderately upregulated by salt stress, cluster 9 represents genes that were strongly upregulated by salt stress in both IR29 and Pok at the transcriptional and translational levels, and cluster 13 represents genes were repressed by salt stress in IR29 and Pok at both transcriptional and translational levels. Cluster 10 represents genes with higher abundances at both transcriptional and translational levels in IR29 but extremely low abundance in Pok, whereas cluster 14 represents genes with very low expression at both transcriptional and translational levels in IR29 under both control and salt stress conditions but higher transcriptional and translational levels in Pok; these genes did not respond to salt stress. Cluster 7 represents genes that did not respond to salt stress at the transcriptional level in Pok but were highly upregulated at the translational level. Clusters 8 and 15 represent genes highly upregulated by salt stress in IR29 at the transcriptional and translational levels but only upregulated in Pok at the translational level. Cluster 11 represents genes with relatively higher expression in Pok than in IR29 at the transcriptional level. Cluster 12 represents genes with lower translation than transcription. (JPG 129 kb)

Additional file 3: **Table S2.** Highly expressed genes of Pok and IR29 under control conditions.

Additional file 4: **Table S3.** Expression of salt stresss responsive genes in IR29 and Pok at transcriptional and translational levels.

Additional file 5: **Table S4.** Genes downregulated at the transcriptional level but upregulated at the translational level in Pok.

Additional file 6: **Figure S2.** Comparative analysis of DEGs between IR29 and Pok at the transcriptional level (A) and translational level B). (JPG 65 kb)

Additional file 7: **Table S5**. 57 commonly upregulated genes in Pok and IR29 both at the transcriptional and translational levels.

Additional file 8: **Table S6**. The salt stress-responsive translational regulation of the highly expressed genes at basal level in IR29.

Additional file 9: **Table S7.** The salt stress-responsive translational regulation of genes in Pok which were highly expressed at basal level in IR29.

Additional file 10: **Table S8**. Transcription factors differentially regulated by salt stress in IR29 and Pok at the translational level.

Additional file 11: **Table S9**. DEGs within the salt tolerant quantitative trait loci (QTL) (www.gramene.org).

Additional file 12: **Table S10**. DEGs within QTL identified from IR29/Pok population.

Additional file 13: **Table S11**. Details of novel intergenic transcripts.

Additional file 14: **Table S12**. Significantly regulated alternative splice variants in IR29 and Pok.

Additional file 15: **Figure S3.** Novel alternate splice variants of dehydrin (Os11g26790) (A) and photosystem II 10-kDa polypeptide, chloroplast precursor (Os07g05360) (B). (JPG 112 kb)

Additional file 16: **Table S13.** Primer sequences used for qPCR validation.

## Abbreviations

DEG: differentially expressed genes
FDR: false discovery rate
FPKM: fragments per kilobase of transcripts per million mapped reads
GO: gene ontology
Pok: Pokkali
QTL: quantitative trait loci
ROS: reactive oxygen species
TFs: transcription factors

## References

[1] Machado R, Serralheiro R (2017). Soil salinity: effect on vegetable crop growth. Management practices to prevent and mitigate soil salinization. Horticulturae.

[2] Bartels D, Sunkar R (2005). Drought and salt tolerance in plants. Crit Rev Plant Sci.

[3] Zhu J-K (2002). Salt and drought stress signal transduction in plants. Annu Rev Plant Biol.

[4] Hasegawa PM, Bressan RA, Zhu J-K, Bohnert HJ (2000). Plant cellular and molecular responses to high salinity. Annu Rev Plant Physiol Plant Mol Biol.

[5] Siddiq EA, Vemireddy LR, Nagaraju J (2012). Basmati Rices: genetics, breeding and trade. Agricultural Research.

[6] De Leon TB, Linscombe S, Subudhi PK (2017). Identification and validation of QTLs for seedling salinity tolerance in introgression lines of a salt tolerant rice landrace ‘Pokkali’. PLoS One.

[7] Mandal AB, Chowdhury B, Sheeja TE (2000). Development and characterization of salt tolerant somaclones in rice cultivar pokkali. Indian J Exp Biol.

[8] Chasse H, Boulben S, Costache V, Cormier P, Morales J (2017). Analysis of translation using polysome profiling. Nucleic Acids Res.

[9] Kawaguchi R, Girke T, Bray EA, Bailey-Serres J (2004). Differential mRNA translation contributes to gene regulation under non-stress and dehydration stress conditions in Arabidopsis thaliana. Plant J.

[10] Cohen A, Moses MS, Plant AL, Bray EA (1999). Multiple mechanisms control the expression of abscisic acid (ABA)-requiring genes in tomato plants exposed to soil water deficit. Plant Cell and Environment.

[11] DeRocher EJ, Bohnert HJ (1993). Development and environmental stress employ different mechanisms in the expression of a plant gene family. The Plant Cell Online.

[12] Jackson RJ, Hellen CU, Pestova TV. The mechanism of eukaryotic translation initiation and principles of its regulation. Nat Rev Mol Cell Biol. 2010;11(2):113–27.10.1038/nrm2838PMC446137220094052

[13] Haider S, Pal R (2013). Integrated analysis of transcriptomic and proteomic data. Curr Genomics.

[14] Jiao Y, Meyerowitz EM (2010). Cell-type specific analysis of translating RNAs in developing flowers reveals new levels of control. Mol Syst Biolvol.

[15] Moeller JR, Moscou MJ, Bancroft T, Skadsen RW, Wise RP, Whitham SA (2012). Differential accumulation of host mRNAs on polyribosomes during obligate pathogen-plant interactions. Mol BioSyst.

[16] Ingolia NT, Ghaemmaghami S, Newman JRS, Weissman JS (2009). Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science.

[17] Wang T, Cui YZ, Jin JJ, Guo JH, Wang GB, Yin XF, He QY, Zhang G (2013). Translating mRNAs strongly correlate to proteins in a multivariate manner and their translation ratios are phenotype specific. Nucleic Acids Res.

[18] Kuersten S, Radek A, Vogel C, Penalva LO (2013). Translation regulation gets its ‘omics’ moment. Wiley Interdiscip Rev RNA.

[19] Ren Z-H, Gao J-P, Li L-G, Cai X-L, Huang W, Chao D-Y, Zhu M-Z, Wang Z-Y, Luan S, Lin H-X (2005). A rice quantitative trait locus for salt tolerance encodes a sodium transporter. Nat Genet.

[20] Cotsaftis O, Plett D, Johnson AAT, Walia H, Wilson C, Ismail AM, Close TJ, Tester M, Baumann U (2011). Root-specific transcript profiling of contrasting Rice genotypes in response to salinity stress. Mol Plant.

[21] Walia H, Wilson C, Condamine P, Liu X, Ismail AM, Zeng L, Wanamaker SI, Mandal J, Xu J, Cui X (2005). Comparative transcriptional profiling of two contrasting Rice genotypes under salinity stress during the vegetative growth stage. Plant Physiol.

[22] Walia H, Wilson C, Zeng L, Ismail A, Condamine P, Close T (2007). Genome-wide transcriptional analysis of salinity stressed japonica and indica rice genotypes during panicle initiation stage. Plant Mol Biol.

[23] Sturn A, Quackenbush J, Trajanoski Z (2002). Genesis: cluster analysis of microarray data. Bioinformatics.

[24] Puckette M, Iyer NJ, Tang Y, Dai XB, Zhao P, Mahalingam R (2012). Differential mRNA translation in Medicago truncatula accessions with contrasting responses to ozone-induced oxidative stress. Mol Plant.

[25] Kimura S, Higashino Y, Kitao Y, Masuda T, Urade R (2015). Expression and characterization of protein disulfide isomerase family proteins in bread wheat. BMC Plant Biol.

[26] Kong F, Mao S, Du K, Wu M, Zhou X, Chu C, Wang Y (2011). Comparative proteomics analysis of OsNAS1 transgenic Brassica napus under salt stress. Chin Sci Bull.

[27] Stec B (2006). Plant thionins - the structural perspective. Cell Mol Life Sci.

[28] Lakra N, Kaur C, Anwar K, Singla-Pareek SL, Pareek A (2018). Proteomics of contrasting rice genotypes: identification of potential targets for raising crops for saline environment. Plant Cell Environ.

[29] Gillis J, Pavlidis P (2012). “Guilt by association” is the exception rather than the rule in gene networks. PLoS Comput Biol.

[30] Kawasaki S, Borchert C, Deyholos M, Wang H, Brazille S, Kawai K, Galbraith D, Bohnert HJ (2001). Gene expression profiles during the initial phase of salt stress in Rice. The Plant Cell Online.

[31] Zörb C, Herbst R, Forreiter C, Schubert S (2009). Short-term effects of salt exposure on the maize chloroplast protein pattern. Proteomics.

[32] Le Gall H, Philippe F, Domon JM, Gillet F, Pelloux J, Rayon C (2015). Cell Wall metabolism in response to abiotic stress. Plants (Basel).

[33] Houston K, Tucker MR, Chowdhury J, Shirley N, Little A (2016). The plant Cell Wall: a complex and dynamic structure as revealed by the responses of genes under stress conditions. Front Plant Sci.

[34] Marowa P, Ding A, Kong Y (2016). Expansins: roles in plant growth and potential applications in crop improvement. Plant Cell Rep.

[35] Geilfus CM, Zorb C, Muhling KH (2010). Salt stress differentially affects growth-mediating beta-expansins in resistant and sensitive maize (Zea mays L.). Plant Physiol Biochem.

[36] Xu E, Chen M, He H, Zhan C, Cheng Y, Zhang H, Wang Z (2016). Proteomic analysis reveals proteins involved in seed imbibition under salt stress in Rice. Front Plant Sci.

[37] Senadheera P, Singh RK, Maathuis FJM (2009). Differentially expressed membrane transporters in rice roots may contribute to cultivar dependent salt tolerance. J Exp Bot.

[38] Sakurai J, Ishikawa F, Yamaguchi T, Uemura M, Maeshima M (2005). Identification of 33 Rice aquaporin genes and analysis of their expression and function. Plant Cell Physiol.

[39] Schmidt R, Schippers JHM, Welker A, Mieulet D, Guiderdoni E, Mueller-Roeber B (2012). Transcription factor OsHsfC1b regulates salt tolerance and development in Oryza sativa ssp. japonica. AoB Plants.

[40] Hanba YT, Shibasaka M, Hayashi Y, Hayakawa T, Kasamo K, Terashima I, Katsuhara M (2004). Overexpression of the barley aquaporin HvPIP2;1 increases internal CO2 conductance and CO2 assimilation in the leaves of transgenic Rice plants. Plant Cell Physiol.

[41] Mosa K, Kumar K, Chhikara S, McDermott J, Liu Z, Musante C, White J, Dhankher O (2012). Members of rice plasma membrane intrinsic proteins subfamily are involved in arsenite permeability and tolerance in plants. Transgenic Res.

[42] Panda S, Sahoo L, Katsuhara M, Matsumoto H (2013). Overexpression of alternative oxidase gene confers aluminum tolerance by altering the respiratory capacity and the response to oxidative stress in tobacco cells. Mol Biotechnol.

[43] Moons A (2003). Osgstu3 and osgtu4, encoding tau class glutathione S-transferases, are heavy metal- and hypoxic stress-induced and differentially salt stress-responsive in rice roots. FEBS Lett.

[44] Dixon DP, Skipsey M, Edwards R (2010). Roles for glutathione transferases in plant secondary metabolism. Phytochemistry.

[45] Kumar S, Asif M, Chakrabarty D, Tripathi R, Dubey R, Trivedi P (2013). Differential expression of Rice lambda class GST gene family members during plant growth, development, and in response to stress conditions. Plant Mol Biol Report.

[46] Sharma R, Sahoo A, Devendran R, Jain M (2014). Over-expression of a Rice tau class glutathione S-transferase gene improves tolerance to salinity and oxidative stresses in Arabidopsis. PLoS One.

[47] Kumar G, Kushwaha H, Panjabi-Sabharwal V, Kumari S, Joshi R, Karan R, Mittal S, Pareek SL, Pareek A (2012). Clustered metallothionein genes are co-regulated in rice and ectopic expression of OsMT1e-P confers multiple abiotic stress tolerance in tobacco via ROS scavenging. BMC Plant Biol.

[48] Deinlein U, Stephan AB, Horie T, Luo W, Xu G, Schroeder JI (2014). Plant salt-tolerance mechanisms. Trends Plant Sci.

[49] Tran L-SP, Nakashima K, Sakuma Y, Simpson SD, Fujita Y, Maruyama K, Fujita M, Seki M, Shinozaki K, Yamaguchi-Shinozaki K (2004). Isolation and functional analysis of Arabidopsis stress-inducible NAC transcription factors that bind to a drought-responsive cis-element in the early responsive to dehydration stress 1 promoter. The Plant Cell Online.

[50] Jiang Y, Deyholos M (2009). Functional characterization of Arabidopsis NaCl-inducible WRKY25 and WRKY33 transcription factors in abiotic stresses. Plant Mol Biol.

[51] Yang B, Jiang Y, Rahman M, Deyholos M, Kav N (2009). Identification and expression analysis of WRKY transcription factor genes in canola (Brassica napus L.) in response to fungal pathogens and hormone treatments. BMC Plant Biol.

[52] Razzaque S, Haque T, Elias SM, Rahman MS, Biswas S, Schwartz S, Ismail AM, Walia H, Juenger TE, Seraj ZI (2017). Reproductive stage physiological and transcriptional responses to salinity stress in reciprocal populations derived from tolerant (Horkuch) and susceptible (IR29) rice. Sci Rep.

[53] Bonilla P, Dvorak J, Mackill D, Deal K, Gregorio G. RFLP and SSLP mapping of salinity tolerance genes in chromosome 1 of rice (Oryza sativa L.) using recombinant inbred lines. Philippine Agricultural Scientist. 2002;65(1):68–76.

[54] Thomson M, de Ocampo M, Egdane J, Rahman MA, Sajise A, Adorada D, Tumimbang-Raiz E, Blumwald E, Seraj Z, Singh R (2010). Characterizing the Saltol quantitative trait locus for salinity tolerance in Rice. Rice.

[55] Alam R, Sazzadur Rahman M, Seraj ZI, Thomson MJ, Ismail AM, Tumimbang-Raiz E, Gregorio GB (2011). Investigation of seedling-stage salinity tolerance QTLs using backcross lines derived from Oryza sativa L. Pokkali. Plant Breed.

[56] Reddy AS (2007). Alternative splicing of pre-messenger RNAs in plants in the genomic era. Annu Rev Plant Biol.

[57] Park SY, Grabau E (2017). Bypassing miRNA-mediated gene regulation under drought stress: alternative splicing affects CSD1 gene expression. Plant Mol Biol.

[58] Filichkin SA, Priest HD, Givan SA, Shen R, Bryant DW, Fox SE, Wong WK, Mockler TC (2010). Genome-wide mapping of alternative splicing in Arabidopsis thaliana. Genome Res.

[59] Kong J, Gong J-M, Zhang Z-G, Zhang J-S, Chen S-Y (2003). A new AOX homologous gene OsIM1 from rice (Oryza sativa L.) with an alternative splicing mechanism under salt stress. Theor Appl Genet.

[60] Matsukura S, Mizoi J, Yoshida T, Todaka D, Ito Y, Maruyama K, Shinozaki K, Yamaguchi-Shinozaki K (2010). Comprehensive analysis of rice DREB2-type genes that encode transcription factors involved in the expression of abiotic stress-responsive genes. Mol Gen Genomics.

[61] Pitann B, Zörb C, Mühling KH (2009). Comparative proteome analysis of maize (Zea mays L.) expansins under salinity. J Plant Nutr Soil Sci.

[62] Kosova K, Vitamvas P, Prasil IT, Renaut J (2011). Plant proteome changes under abiotic stress--contribution of proteomics studies to understanding plant stress response. J Proteome.

[63] Gygi SP, Rochon Y, Franza BR, Aebersold R (1999). Correlation between protein and mRNA abundance in yeast. Mol Cell Biol.

[64] Bogeat-Triboulot MB, Brosche M, Renaut J, Jouve L, Le Thiec D, Fayyaz P, Vinocur B, Witters E, Laukens K, Teichmann T (2007). Gradual soil water depletion results in reversible changes of gene expression, protein profiles, ecophysiology, and growth performance in Populus euphratica, a poplar growing in arid regions. Plant Physiol.

[65] Yoshida S, Forno DA, Cock JH, Gomez KA. Laboratory manual for physiological studies of Rice. IRRI, Las Banos, Laguna. 1976;61–5.

[66] Li YF, Mahalingam R, Sunkar R (2017). Isolation of Polysomal RNA for analyzing stress-responsive genes regulated at the translational level in plants. Methods Mol Biol.

[67] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[68] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[69] Li RQ, Yu C, Li YR, Lam TW, Yiu SM, Kristiansen K, Wang J (2009). SOAP2: an improved ultrafast tool for short read alignment. Bioinformatics.

[70] Tian T, Liu Y, Yan HY, You Q, Yi X, Du Z, Xu WY, Su Z (2017). agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. Nucleic Acids Res.

[71] Supek F, Bosnjak M, Skunca N, Smuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS One.

[72] Thimm O, Blasing O, Gibon Y, Nagel A, Meyer S, Kruger P, Selbig J, Muller LA, Rhee SY, Stitt M (2004). MAPMAN: a user-driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. Plant J.

How the deposited data were processed for this re-analysis (not part of the article)

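Polysomal RNA of the rice genotypes IR29 (salt-sensitive) and Pok (salt-tolerant) was measured in 4 libraries, 1 each from control and salt-treated seedlings of each genotype. The seedlings were 24 days old and were given 150 mM NaCl for 24 h. Each library was taken to be a pool of 3 biological replicates, which the paper states under total RNA isolation. With 1 library per condition, a genotype or a treatment cannot be told apart from its library, and no tests, p-values or spreads between replicates were computed. The 4 total RNA libraries were not analysed here, since only the polysomal values were at hand.

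According to the paper, the authors filtered reads on base quality, aligned them with TopHat to the rice genome MSU v6.1, assembled them with Cufflinks, merged and classed the assemblies with Cuffmerge and Cuffcompare, and compared libraries with Cuffdiff, all without stated versions. The values used are the FPKM that the authors deposited for each assembled transcript, with its class against the annotation, its annotation text and the position of its assembled locus. The deposited table holds no counts, status, test or p-value, so the authors' calls were taken only from their supplementary tables. The summed FPKM was 917853 in IR29 control, 1910420 in IR29 salt, 1772430 in Pok control and 1640970 in Pok salt, and the paper's raw read numbers were 170629357, 157045640, 148401455 and 110795578 in the same order. Without counts, the counting error of a single value cannot be given. Positions are in MSU v6.1; locus starts were read as 0-based, as Cufflinks writes them, and 1 was added.

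Annotated transcripts were compared one by one in 3 comparisons: salt over control in IR29, salt over control in Pok, and Pok control over IR29 control. A transcript was considered with at least 5 FPKM in one library of the pair and was called higher or lower with a ratio of FPKM of at least 2. These are the size limits of the paper, whose FDR limit could not be applied. Printed log2 ratios are of FPKM plus 1, so that a called transcript with low values can have a log2 ratio under 1 in size. Values of 0 were kept, and no fold is given against them.

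Gene lists (49 in all) were written from annotation words and locus names, using members with a mean of at least 1 FPKM over the 4 libraries, and lists with fewer than 3 members were not summarised. The median log2 ratio of a list was placed among 10000 random lists of the same size drawn from the same 20 bins of mean expression (random seed 20181231), and lists outside the central 95% were counted, as a description only. The thionin list was corrected after its values were seen: its first search word also matched methionine and cystathionine enzymes, which were removed, and the first version is given as an alternative. The root-expressed list holds 11 transporters and marker genes. Overlaps of calls were set beside the number that independent lists of the same sizes give, and, where the comparisons share a library, beside simulated values without a true change. The noise of these values was set from the spread of the observed salt over control ratios of both genotypes, which holds true responses. All simulated libraries had the same mean per transcript, without the shifts between the real libraries, so the simulated numbers are a description only.

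Genes named in the text follow a rule: the 10 largest increases and decreases in each comparison among transcripts with a specific annotation (1 per locus), each gene that the paper names for a polysomal result or lists in the tables described, whose values there had been seen, and up to 4 members per gene list with the largest change in a comparison. For a locus printed without a transcript number, the annotated transcript with the highest mean FPKM was used, with any transcript of that locus in Table S3. Tables S2, S9 and S11 were available only in part, so no counts were made from them.

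The comparisons, size limits, gene lists, naming rule and most alternatives were chosen before the data were examined. Many gene lists are families that the paper reports as responsive in these libraries, so they were not chosen blind to its results. The alternatives were a minimum of 1 or 10 FPKM, a 4-fold limit, the 2-fold limit on log2 of FPKM plus 1, centring on the median ratio, upper-quartile scaling, other pseudocounts, no minimum or a higher one for list members, and summing transcripts of a locus. Leaving out values of 0, summing all assembled transcripts of a gene, requiring salt to exceed both controls, and the first thionin list were added later. The steps were tested on simulated data with noise of SD 0.3 (log2) per library, in which 2-fold changes were called in 52.0%, 54.0% and 54.0% of cases in the 3 comparisons, 4-fold changes in 98.0% to 100% and unchanged transcripts in 1.22% to 1.34%. The changed transcripts were drawn from those at a mean of 5 FPKM or more. The unchanged ones had a mean of 1 FPKM or more, and many could not reach the 5 FPKM minimum, which lowers their rate. The noise was assumed and not fitted to these libraries. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.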

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

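The test of the root-expressed list for the Pok control library, the use of the median transcript against the scaling and the split of the 0 values into parts by the sum over the gene were chosen only after the result was seen.

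Groups of transcripts moved in opposite directions in the genotypes, and with 1 library per condition these differences were not tested: 64 annotated transcripts fell after salt in IR29 and rose in Pok, and 34 rose in IR29 and fell in Pok. Both numbers lie below those of independent lists (74.5 and 68.8). Some loci are in both groups through different transcripts, so these are not counts of genes. Median log2 ratios, IR29 then Pok, were −0.27 and 0.71 for class III peroxidases, −0.28 and 0.45 for expansins, −0.41 and 0.38 for lipid transfer proteins, −0.49 and 0.52 for plastocyanin-like domain proteins, and −1.06 and 0.73 for root-expressed transport and marker genes. The 5 largest values of each library, at loci under 100 nt that the paper does not discuss, held 41.4% of the summed FPKM in IR29 control, 65.1% in IR29 salt, 64.6% in Pok control and 58.5% in Pok salt.

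Root-type transcripts were lower after salt in IR29 and higher in Pok, in RNA of whole seedlings, whose share of root tissue may differ between libraries. After centring, 9 of 11 members of the root-expressed list lay below 0 in IR29 and 9 of 11 above 0 in Pok, while the quartiles of their log2 ratios were 1.25 apart in IR29 and 1.88 in Pok, wider than a change of tissue share alone was set to allow and narrower than the bound set to exclude it. A different share of root tissue and a response of these genes to salt that depends on the genotype cannot be told apart, because each condition has 1 library and the members spread between the bounds. The most abundant member, the aquaporin Os06g22960.1, was 46.1 and 62.7 FPKM in IR29 control and salt and 149 and 116 FPKM in Pok, against the direction of the list. Aquaporins, nicotianamine synthases, ammonium transporters and a lipid transfer protein on it are also in other lists or in the paper's tables, so it is not independent of them.

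In the Pok control library, 224 transcripts stood at least 2-fold below each of the other 3 libraries, in all of which they had 5 FPKM or more; by the same rule 223 did in IR29 control, 180 in IR29 salt and 67 in Pok salt, so the number is not particular to Pok control. Loss of short transcripts cannot be decided, since length was that of the assembled locus, with introns and merged genes, and not of the transcript. Of the 224, 17.9% lay in loci of up to 1000 nt (5.19% of all transcripts), and short loci were lower there by 0.328 log2 units at the median. Against the mean log2 value of the other libraries, the Pok control median was −0.53 for the 89 transcripts in the shortest loci. For the 5368 in the longest loci it was 0.08, and in Pok salt the same medians were 0.33 and 0.21. The scaling is argued against as the whole cause, since the median transcript in Pok control was not 2-fold lower (log2 ratios 0.33 over IR29 control, 0.05 over IR29 salt and −0.06 over Pok salt); with these shifts centring could hardly change the pattern, so the 98.2% of its transcripts that stayed 2-fold lower add nothing further. A smaller share of root tissue in Pok control and a difference in these genes cannot be told apart, because the root-expressed list was lower there than in IR29 control (median log2 ratio −0.61) and rose to Pok salt (0.73), but was above IR29 salt (0.78, quartiles 0.01 to 1.25); that met the bound set against a smaller share, which was then set aside because the list itself had fallen in IR29 salt. The list's median log2 levels (3.65, 2.97, 4.33 and 4.29 in IR29 control, IR29 salt, Pok control and Pok salt) were not lowest in Pok control, as a smaller share was set to need, and also open are a biological difference of Pok control seedlings, which was not tested, and any other property of that single library.

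Many transcripts were listed at 0 in one library of a pair and at 5 FPKM or more in the other. By the limits written before the values were seen, reads given to another transcript of the same gene stay open as an explanation: the sum over all assembled transcripts of the gene differed less than 2-fold in 22.6% of 517 such pairs, between the limits of 20% and 50%. After this was seen, the pairs were split: the sum was also 0 in 71.6%, which argues against that explanation for this part, and of the other 147 pairs it differed less than 2-fold in 79.6%, which leaves it open there, since the split rests on the same sum. Among transcripts at 5 FPKM or more in the other 3 libraries, 62 were exactly 0 and 8 were above 0 and below 0.5 FPKM, so estimates that failed and were written as 0 may account for many of the zeros. Of 14 assembled loci with more than 1 transcript at 5 FPKM or more in the other 3 libraries and at least 1 of them at 0, 9 had all of them at 0, and a change of these genes with salt or genotype was not tested apart from this.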

How the results depend on the processing

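The alternatives that required salt to exceed both controls, left out values of 0, summed all assembled transcripts of a gene or kept the first thionin list were chosen only after the results were seen.

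With a minimum of 1 FPKM, 4071 transcripts rose and 1778 fell in IR29, 3724 rose and 1672 fell in Pok, 2679 were higher in Pok control and 2281 in IR29 control, and 1704 rose in both genotypes. With a minimum of 10 FPKM, 1349 transcripts rose and 370 fell in IR29, 1091 rose and 325 fell in Pok, 649 were higher in Pok control and 337 in IR29 control, and 560 rose in both genotypes. With a 4-fold limit, 706 transcripts rose and 177 fell in IR29, 761 rose and 180 fell in Pok, 306 were higher in Pok control and 327 in IR29 control, and 297 rose in both genotypes. These limits admit more or fewer transcripts by construction. After centring, 1414 rose and 1025 fell in IR29 and 515 were higher in Pok control, and with upper-quartile scaling 484 were higher in Pok control, so that the excess of transcripts higher in Pok control depends on the scaling. Transcripts in IR29 salt at least 2-fold above both controls numbered 1386. Of 65 alternative values of these counts, 39 lay within 1.5 times the main count. Without an FPKM minimum for members, 16 lists lay outside the central 95% between the controls, against 25 with it.

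Of 861 alternative medians of gene lists, 840 kept to within the spread of the members' quartiles, 14 moved further and 7 were counted as reversed, which was done only for lists outside the central 95%. With the other lists, 32 medians changed sign in all, and the cause was not tested. The median of Rubisco small subunit and Calvin cycle enzymes in IR29 (−0.22) became 0.0225 with 1 value per locus. Between the controls, with members at 5 FPKM or more, lipid transfer proteins (−0.01) became 0.20 and expansins (−0.09) 0.0871; after centring, glutathione S-transferases (0.04) became −0.24, aquaporins (0.03) −0.28 and F-box proteins (0.08) −0.15. Aquaporins also became −0.0721 without an FPKM minimum. Of 1952 alternative log2 ratios of named genes that passed the size limits, 1740 lay within 1 log2 unit of the main value, 212 moved further and 0 changed sign. With the first thionin list, the medians were −0.06 in IR29, 0.69 in Pok and −0.24 between the controls, against −0.13, 2.11 and −3.24.

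The authors' own calls could not be run as an alternative, because the deposited table holds no status, test or p-value. No paired analysis was possible because each condition has 1 library. Without counts, what depth does to single values cannot be given. On simulated data with 1 library per condition, a true 1.5-fold change was called in 12.0% to 16.0% of cases and a 2-fold change in 52.0% to 54.0%, as a change at the limit is called about as often as not by construction; the noise was assumed.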

Differences from the paper's values

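The comparison of intergenic transcripts detected at 5 FPKM was chosen only after the result was seen, and no other tests in this part were. The counts of responsive genes here apply the paper's size limits without its FDR limit, which could not be applied.

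In IR29, the paper gives 426 genes upregulated at the translational level, where 2123 annotated transcripts rose here, and 76 downregulated, where 663 fell. In Pok, the paper gives 544 upregulated, where 1815 rose, and 58 downregulated, where 648 fell. Of the alternatives set before the data were examined, only the 4-fold limit comes within 1.5 times the paper's number, and only for upregulated genes in Pok (761); for the other counts none does. For intergenic transcripts responsive to salt, the paper gives 31 in IR29 against 253 here (alternatives 135 to 756) and 9 in Pok against 187 here (85 to 600), and no alternative closes the gap. For intergenic transcripts detected, the paper gives 878 in IR29 and 539 in Pok without a threshold, against 2836 and 2662 above 0 here; with a minimum of 1 FPKM they were 1448 and 1334 and with 10 FPKM 301 and 290, so that the paper's numbers lie between these alternatives, though neither comes within 1.5 times of them. At 5 FPKM the counts here were 472 and 467, of which that of Pok lies within 1.5 times the paper's.

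Several genes that the paper gives as induced only in one genotype, or as unaltered in the other, passed the size limits in both. In IR29 this held for the transketolase Os04g19740.1 (log2 ratio 1.65), the abscisic stress-ripening genes Os01g72900.1 (1.53) and Os01g72910.1 (1.38), the glutathione S-transferases Os01g49710.1 (1.85) and Os10g38350.1 (1.63), the expansin Os01g14650.1 (0.87), the glycine-rich gene Os01g06310.1 (1.32) and the peroxidase Os10g02070.1 (1.28). In Pok it held for the jacalin-like lectins Os01g24710.1 (1.51) and Os01g25280.1 (1.03) and the beta-expansin isoform TCONS_00068597 (1.28). Table S3, which also applies the FDR limit, does not list the annotated genes among these for the second genotype, and no difference between the genotypes was tested. Other genes that the paper names only for Pok also rose in IR29: the arabinogalactan peptide gene Os06g21410.1 (1.32), the glycine-rich gene Os04g56040.1 (1.899), the heavy metal-associated domain genes Os01g61070.1 (1.95) and Os01g74490.1 (1.63), the transporter Os06g04900.1 (1.58), the antiporter Os11g04104.2 (2.00) and OsFBX319 (Os09g17152.1, 2.22), the last of which Table S3 lists for both genotypes. The glutathione S-transferase Os01g25100 is given as induced only in Pok in one place and as common in another; its log2 ratio in IR29 was 2.38, below the FPKM minimum. The wound-induced protein variant TCONS_00079570, which the paper gives as not induced at the translational level, rose in IR29 (1.66) and in Pok (1.63).

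The paper has the pectin, xyloglucan and cellulose genes severely repressed in IR29, from a MapMan view of its DEGs (Fig. 10). The lists here are whole annotation families without its FDR limit, so the sets differ and no direct comparison can be made. In these lists more pectin genes rose than fell in IR29 (median 0.34, 0.16 after centring), most passing in neither direction. The medians were 0.10 for xyloglucan endotransglucosylases and GH16 enzymes and 0.11 for cellulose synthases (−0.06 and −0.14 after centring). Members that fell include Os02g17880.1 (−2.13) and Os03g01800.1 (−1.41). The paper counts cupin domain proteins among the genes induced only in Pok. Elsewhere it gives 3 of them as common to both genotypes, and 8 as upregulated in Pok against 4 in IR29. Here 12 of 30 rose in each genotype (medians 0.58 in IR29 and 1.30 in Pok), and the ratio was larger in Pok for 19 and in IR29 for 11. The ratios of the 3 common genes, Os03g48760.1, Os03g48770.1 and Os03g48780.1, were larger in IR29 (3.09, 3.16 and 3.19) than in Pok (2.49, 2.68 and 2.47). The text names Os11g26580 and Os11g26590 as dehydrins, but both are listed at 0 in all 4 libraries and carry other annotations, while Table S5 lists the dehydrins Os11g26780 and Os11g26790. The text calls the superoxide dismutase Os07g46990 downregulated in IR29, as here (Os07g46990.2, −1.92), and Table S3 lists it, but Table S6 marks it as not significant in polysomal RNA. The nicotianamine synthase printed as Os03g19724 has no such locus in the deposited table, which holds Os03g19427. For transcripts listed at 0 in one library, Table 2 gives finite log2 fold changes, which the deposited FPKM give only with a small value in place of 0. The paper does not state such a value.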

Other observations

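No tests in this part were chosen after the result was seen.

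Of glycolytic enzymes, 4 of 49 rose and 2 fell in IR29 (median log2 ratio 0.14, −0.07 after centring, percentile 16.3) and 3 rose and 1 fell in Pok (median log2 ratio −0.04, percentile 6.80), and between the controls 3 of 49 were higher and 0 lower in Pok control (median log2 ratio 0.33, 0.04 after centring, percentile 82.9). Of retrotransposon and transposon proteins, 34 of 303 rose and 10 fell in IR29 (median log2 ratio 0.30, 0.12 after centring, percentile 99.2) and 28 rose and 7 fell in Pok (median log2 ratio 0.07, 0.02 after centring, percentile 38.7), and between the controls 22 of 303 were higher and 18 lower in Pok control (median log2 ratio 0.23, 0.00 after centring and −0.01 with upper-quartile scaling, percentile 95.5). Between the controls, 6 of 48 lists lay above and 19 below the central range of random lists. Of simulated lists without a shift, 9, 10 and 2 of 100 lay outside it in the 3 comparisons.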
